# Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay

**DOI:** 10.1002/emmm.201201475

**Published:** 2013-02-12

**Authors:** Loredana Fiorentino, Michele Cavalera, Stefano Menini, Valentina Marchetti, Maria Mavilio, Marta Fabrizi, Francesca Conserva, Viviana Casagrande, Rossella Menghini, Paola Pontrelli, Ivan Arisi, Mara D'Onofrio, Davide Lauro, Rama Khokha, Domenico Accili, Giuseppe Pugliese, Loreto Gesualdo, Renato Lauro, Massimo Federici

**Keywords:** autophagy, diabetic nephropathy, FoxO1, STAT1, TIMP3

## Abstract

ADAM17 and its inhibitor TIMP3 are involved in nephropathy, but their role in diabetic kidney disease (DKD) is unclear. Diabetic *Timp3*^*−/−*^ mice showed increased albuminuria, increased membrane thickness and mesangial expansion. Microarray profiling uncovered a significant reduction of *Foxo1* expression in diabetic *Timp3*^*−/−*^ mice compared to WT, along with FoxO1 target genes involved in autophagy, while STAT1, a repressor of FoxO1 transcription, was increased. Re-expression of Timp3 in *Timp3*^*−/−*^ mesangial cells rescued the expression of Foxo1 and its targets, and decreased STAT1 expression to control levels; abolishing STAT1 expression led to a rescue of FoxO1, evoking a role of STAT1 in linking *Timp3* deficiency to FoxO1. Studies on kidney biopsies from patients with diabetic nephropathy confirmed a significant reduction in TIMP3, FoxO1 and FoxO1 target genes involved in autophagy compared to controls, while STAT1 expression was strongly increased.

Our study suggests that loss of TIMP3 is a hallmark of DKD in human and mouse models and designates TIMP3 as a new possible therapeutic target for diabetic nephropathy.

## INTRODUCTION

Diabetic kidney disease (DKD) is one of the most severe complications associated with both type 1 and type 2 diabetes, developing in about one-third of diabetic patients (Groop et al, 2009). DKD is characterized by albuminuria, glomerulosclerosis and progressive loss of renal function. Poor glycaemic control and elevated systolic blood pressure exacerbate proteinuria and renal injury that may culminate in end-stage renal disease (Lane et al, 1990; Mogensen et al, 1983). Current therapies for DKD, such as blood glucose control, angiotensin II (ATII) receptors blockers and ACE inhibitors, slow down, but do not halt, the progression of this pathology (Ruggenenti et al, 2010). Recently, a cross-talk between ATII and the epidermal growth factor receptor (EGFR) has been shown to play a pivotal role in stimulating the development of renal lesions. ATII also causes redistribution of the metalloprotease ADAM17 to the apical membrane of renal tubules (Lautrette et al, 2005).

ADAMs are transmembrane proteins with shedding activity acting on a variety of substrates localized in the plasma membrane to generate inflammatory, growth, migration and metabolic signals. These enzymes belong to the metalloproteinase class of enzymes which also comprise matrix metalloproteinases (MMPs) known for the continuous remodelling of the extracellular matrix and cleavage of cell surface proteins (Dreymueller et al, 2012). Recent data suggest a role for MMPs in a number of acute and chronic renal disorders (Catania et al, 2007).

ADAM17, also known as TNF-α converting enzyme (TACE), mediates the shedding of TNF-α and its receptors (TNFRI and II), adhesion molecules (l-selectin, VCAM), and several EGFR ligands, such as amphiregulin, TGF-α and heparin-binding EGF-like growth factor (HB-EGF; Blobel, 2000, 2005). This latter class of molecules have been implicated in the development of renal inflammatory and fibrotic lesions in mice (Bollee et al, 2011). Recently, it has been shown that elevated serum concentrations of soluble TNFRI and II are strong predictor of early renal function loss either in type 1 and type 2 diabetes (Gohda et al, 2012; Niewczas et al, 2012). ADAM17 is also involved in the cleavage of Notch in the plasma membrane to generate the Notch intra-cellular domain (NICD), which then moves to the nucleus to regulate gene expression (Murthy et al, 2012). The Notch pathway is necessary for glomerular and proximal tubular development, and its alteration is involved in DKD (Niranjan et al, 2008).

The proteolytic activity of ADAMs and MMPs is finely regulated by endogenous inhibitors called TIMPs (tissue inhibitor of metalloproteinase, 1/2/3/4), with TIMP3 being effective on most ADAMs (Mohammed et al, 2003). Loss of TIMP3, the only known physiological inhibitors of ADAM17, is associated with age-related renal fibrosis and tubulointerstitial fibrosis (Kawamoto et al, 2006; Kassiri et al, 2009), which are important prognostic marker in a wide variety of kidney diseases. TIMP3 was also shown to block the binding of VEGF to VEGF receptor-2 and inhibit downstream signalling and angiogenesis (Qi et al, 2003), and evidence is emerging that VEGF plays a crucial role in maintaining renal homeostasis, as altered (increased or decreased) expression of VEGF leads to glomerular dysfunction and proteinuria (Rask-Madsen & King, 2010). Moreover, Notch and VEGF pathways interact in diabetic podocytes to drive the development of DKD (Lin et al, 2010).

In our study we investigated whether a loss of TIMP3 contributes to the onset and progression of DKD in mouse models. We found that TIMP3 deficiency decreases FoxO1 functions, through an interplay with STAT1, particularly relating to protection from oxidative stress and autophagy. A role for TIMP3/FoxO1 axis in regulation of the autophagy process was investigated in cellular models. We identify similar changes in expression of human TIMP3 and FoxO1 in renal biopsies from patients with diabetic nephropathy. Our findings highlight TIMP3 as a possible new therapeutic target for DKD.

## RESULTS

### Expression of TIMPs and ADAMs in STZ-induced diabetic mice

To test the role of TIMP3 and ADAM17 in DKD we treated C57Bl6 WT mice with streptozocin (STZ) to induce hyperglycaemia. We identified a decrease in *Timp3* mRNA expression in diabetic mice (Fig 1A), while the other members of this family (*Timp1*, *2* and *4*) remained unaffected, along with *Adams 10*, *15* and *17* (Fig 1B). This reduction of *Timp3* expression was confirmed at protein level by immunohistochemistry (Fig 1C and Supporting Information Fig S1) and Western blot analysis on WT and *Timp3*^*−/−*^ kidneys from control and diabetic mice (Fig 1D). To assess the significance of TIMP3 reduction in this context we measured ADAM17 activity and TNF-α shedding on kidney homogenates from WT and *Timp3*^*−/−*^ healthy and diabetic mice, as well as circulating TNF-α levels in serum from the same animals. Diabetes induced an increase in ADAM17 activity in the diabetic state, and ADAM17 activity was significantly higher in *Timp3*^*−/−*^ mice compared to WT diabetic littermates (Fig 1E); we also found that ADAM17 activity was increased at the same extent in both right and left kidneys of the two strains (Supporting Information Fig S2A). These analyses confirmed that in diabetic conditions a reduction of TIMP3 occurs, which leads to an increase in ADAM17 metalloprotease activity and TNF-α shedding (Fig 1E–G).

**Figure 1:**
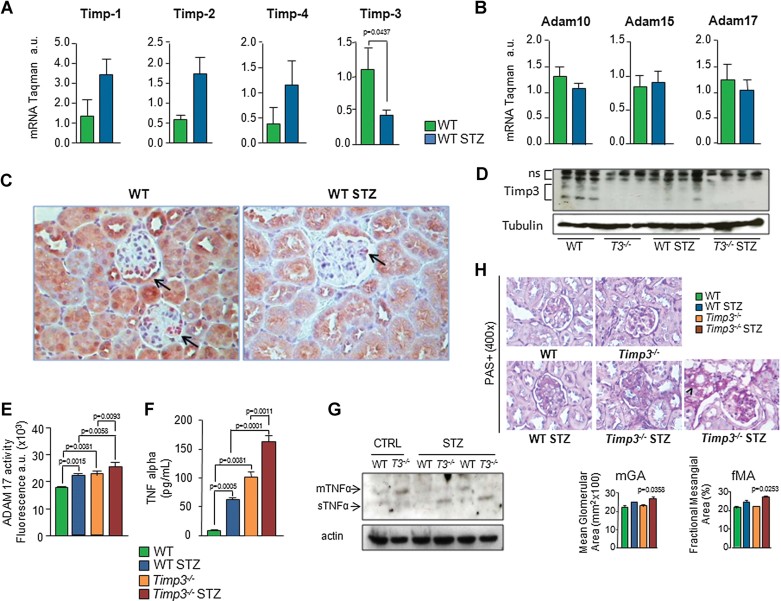
Expression of TIMPs and ADAMs in diabetic mice Levels of Timp family proteins expression were analysed by real-time PCR on mRNA extracted from kidneys of diabetic mice and normoglycemic littermates (*n* = 6, Student's *t*-test).Real-time PCR analysis of Adam10, 15 and 17 expression in diabetic and healthy kidneys (*n* = 6).Immunohistochemical staining of kidney sections from healthy and diabetic (STZ-treated) WT mice (picture magnification: 250×).Representative Western blot of kidney proteins extracted from healthy and diabetic WT and *Timp3*^*−/−*^ mice showing TIMP3 expression levels. Tubulin was used as loading control. ns, non specific bands. Source data is available for this figure in the Supporting Information.Fluorimetric measurement of ADAM17 proteolytic activity in kidneys of WT and *Timp3*^*−/−*^ diabetic, streptozotocin-treated mice compared to untreated control (*n* = 6, Student's *t*-test).Soluble form of TNF-α was measured by ELISA on kidney lysates from normoglycemic and diabetic WT and *Timp3*^*−/−*^mice (*n* = 6, Student's *t*-test).Western blot assessment of membrane-bound and soluble TNF-α in kidneys from healthy and diabetic WT and *Timp3*^*−/−*^ mice. Actin was used as loading control.PAS staining of kidney sections from diabetic and normoglycemic WT and *Timp3*^*−/−*^ mice. Arrow indicates arteriolar hyalinosis at the vascular pole, stars indicate tubular dilation and atrophy and open arrowheads indicate interstitial expansion with fibrosis. Picture magnification is shown on the left. Quantification of mean glomerular area and fractional mesangial area is shown. Statistical significance was evaluated by one-way Anova.

### Analysis of kidneys from WT and *Timp3*^*−/−*^ diabetic mice

Next, we treated WT and *Timp3*^*−/−*^ mice with STZ for 12 weeks to generate overt diabetes (Supporting Information Table S1 and Fig S2B). Kidneys were then removed and analysed by PAS staining (Fig 1H and Supporting Information Fig S3). STZ-treated diabetic *Timp3*^*−/−*^ mice showed significantly increased mean glomerular area (mGA; Fig 1H and Supporting Information Fig S2C), fractional and mean mesangial areas (fMA and mMA; Fig 1H and Supporting Information Fig S2D and E), glomerusclerosis index (GSI), tubulointerstial damage index (TI) compared to both untreated *Timp3*^*−/−*^ littermates and WT control and diabetic mice (Supporting Information Fig S2F and G). The same indexes of kidney damage were evaluated in mice resistant to STZ treatment (STZ low glucose, STZ LG); they were not significantly different in STZ LG and vehicle treated mice (control group); since STZ LG mice showed a random blood glucose levels below 200 mg/dl, they were not further included in the study (Niranjan et al, 2008); from this point on STZ refers only to mice with frank diabetes (random fed glucose >300 mg/dl at the weekly control; Supporting Information Fig S2B). STZ-*Timp3*^*−/−*^ mice also exhibited increased signs of fibrosis and a thicker glomerular basement membrane due to increased amounts of type IV collagen and fibronectin deposition (Supporting Information Fig S2H and S4A–C). Electron microscopy analysis of STZ-*Timp3*^*−/−*^ kidney showed increased basal membrane thickness (Fig 2A) associated with increased albuminuria (Fig 2B). Analysis of signalling pathways activated in diabetic kidneys revealed significant increases in Akt, ERK1/2 and EGFR phosphorylation in *Timp3*^*−/−*^ mice compared to WT littermates (Fig 2C). Moreover, STZ *Timp3*^*−/−*^ kidney had increased macrophage infiltration, measured by MCP-1 expression and F4/80 staining as well as higher levels of RAGE (Fig 2D and Supporting Information Fig S5–S7) compared to controls, which implied a higher grade of inflammation. Oxidative stress markers staining revealed increased expression of *N*-carboxymethyl-lysine (CML), a major product of oxidative modification of glycated proteins, nitro-tyrosine and NOX4, in *Timp3*^*−/−*^ mice (Fig 2D and Supporting Information Figs S8–S10) compared to WT diabetic controls.

**Figure 2:**
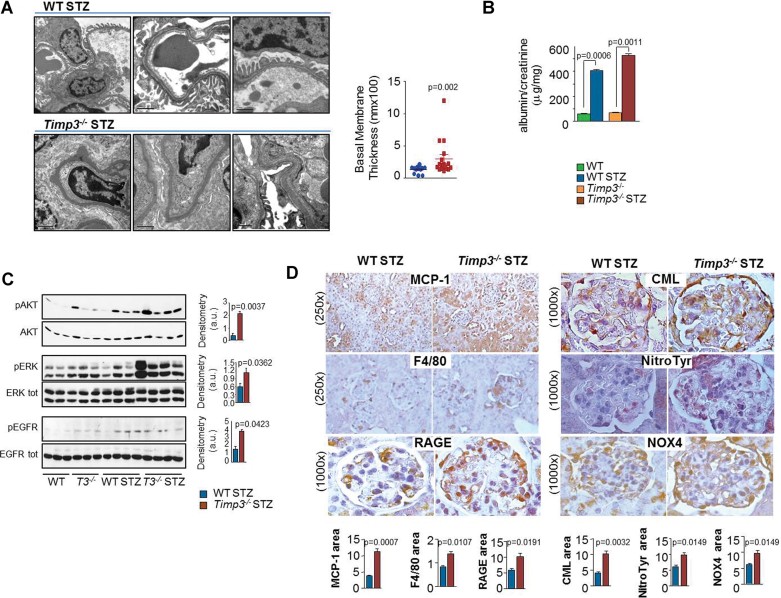
Analysis of kidneys from WT and *Timp3^−/−^* diabetic mice Electron microscopy of kidney sections from WT and *Timp3*^*−/−*^ diabetic mice. Quantification of basal membrane thickness is shown on right panel (Student's *t*-test).Microalbuminuria was determined in WT and *Timp3*^*−/−*^ control and diabetic mice as ratio between urinary albumin and creatinine concentration measured by ELISA (*n* = 3, Student's *t*-test).Representative western blot analysis of lysates from kidneys of healthy and diabetic WT and *Timp3*^*−/−*^ mice. Levels of phosphorylation of Akt (Ser473), ERK (Thr202/Tyr204) and EGFR (Tyr1068) were quantified for STZ-treated animals and expressed as fold increase in the ratio of phospho-protein to total protein (*n* = 6, Student's *t*-test). Source data is available for this figure in the Supporting Information.Immunostaining of kidney sections from WT and *Timp3*^*−/−*^ diabetic mice. Quantification of each staining is shown on the bottom, picture magnification on the left (*n* = 6, Student's *t*-test). CML, *N*-carboxymethyl-lysine; NitroTyr, nitrotyrosine.

### Microarray profiling of kidneys from WT and *Timp3*^*−/−*^ diabetic mice

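Timp3, the gene deleted in these mice, encodes an inhibitor of metalloproteinases. Its brightest probe set read 8264 ± 407 (SD, n = 3) in STZ-WT kidneys and 3151 ± 563 (SD, n = 3) in STZ-Timp3-/- kidneys, a log2 fold change of -1.40 (standard error 0.14, adjusted p = 0.0083 from limma). Another probe set of the gene fell by 1.53 on the log2 scale (adjusted p = 0.0034), while the remaining ones, with log2 fold changes of -0.75 (adjusted p = 0.055) and 0.14 (adjusted p = 0.82), did not pass the test. Syn3, the neighbour of Timp3 in the GRCm38.p6 annotation, rose by 1.40 on the log2 scale (adjusted p = 0.026). Among the genes past the test whose arrays did not overlap between the groups, the largest rise was that of Galc, a lysosomal galactosylceramidase, from 34.7 ± 10.6 to 1314 ± 261 (SD, n = 3 per group), a log2 fold change of 5.27. The other probe sets of Galc, at -0.54 and -0.05, did not pass. Mcm6, a subunit of the replicative helicase, rose by 2.55 on the log2 scale and the collagenase Mmp13 by 2.34. Mmp13 rose from 10.9 ± 1.22, near the background of the arrays, to 57.8 ± 23.9 (SD, n = 3 per group). The largest falls were those of the clock repressor Nr1d1 (log2 fold change -3.15), the organic anion transporter Slc22a7 (-3.02) and the FoxO target Igfbp1 (-3.01).
Whole kidneys of 3 STZ-WT and 3 STZ-Timp3-/- male mice, taken 12 weeks after STZ, were profiled on 1 Affymetrix mouse genome array per mouse. The sample labels give 5 daily injections of 50 mg/kg STZ, with mice taken as diabetic above 250 mg/dl glucose, where the paper gives 300 mg/dl. The labels name Trizol for RNA extraction, and the microarray methods name the RNeasy kit. A service laboratory made the values with RMA, which subtracts background, equalises the distributions of the arrays and summarises the probes of each probe set. The deposited values are on a linear scale, with medians from 80.7 to 83.2 on the 6 arrays, and were converted to log2. All 45037 probe sets other than the 64 control sets were fitted with limma with no filter, with Benjamini-Hochberg adjustment.
Of these probe sets, 1600 passed an adjusted p of 0.05, with 960 higher and 640 lower in STZ-Timp3-/- kidneys. The count was 4348 with array weights. At the thresholds of Table S2, taken as an unadjusted p under 0.05 and a fold of at least 1.5, there were 3078, of which 1941 were higher and 1137 lower. At an unadjusted p under 0.05 alone there were 10410, with 4973 higher and 5437 lower. Every array of 1 group lay above every array of the other for 30.2% of all probe sets, where chance gives 10%. Adipoq, a gene of fat cells, read 14637 and 4649 on STZ-Timp3-/- replicates 1 and 3, 54.2 on replicate 2, and 18.9 to 20.6 on the STZ-WT arrays. Without those replicates 1 and 3, a choice made after seeing the data that leaves a lone STZ-Timp3-/- array assumed to vary like the STZ-WT arrays, limma called 0 probe sets past the adjusted p, with 4633 at an unadjusted p under 0.05 and 2557 at the thresholds of Table S2. With 1 array left out, the count past the adjusted p was 1207 without STZ-WT replicate 1, 514 without replicate 2 and 336 without replicate 3, and 366, 986 and 120 without STZ-Timp3-/- replicates 1, 2 and 3. Of 75 called probe sets of named genes, 63 lost the call without at least 1 of the arrays, and those of Timp3, Galc, Mcm6 and Slc22a7 were among the 12 called without each.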

To seek the mechanisms by which TIMP3 deficiency may worsen diabetic nephropathy we profiled STZ-WT and STZ-*Timp3*^*−/−*^ kidneys by microarray analysis (Supporting Information Fig S11A). 

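In STZ-Timp3-/- kidneys, the T cell chemokine Cxcl9 rose 4.89-fold, from 61.7 ± 16.0 to 328 ± 159 (SD, n = 3 per group, adjusted p = 0.038 from limma). The macrophage genes Mgl2 and Aif1 rose 3.72-fold and 2.47-fold (adjusted p = 0.019 and 0.045). Nfkbia, an inhibitor of NF-kB, and Socs2, a brake on growth hormone signalling, fell to 0.56-fold and 0.34-fold (adjusted p = 0.025 and 0.018). Ccl2 (2.02-fold, adjusted p = 0.053) and Ccl12 (3.94-fold, adjusted p = 0.12, and 2.36-fold without STZ-Timp3-/- replicate 1) did not pass the test. With 1 array left out, Aif1 lost its call for each of the arrays (adjusted p up to 0.13), and Cxcl9 for each but STZ-Timp3-/- replicate 3 (up to 0.10). Cxcl9 was at 2.51-fold over the mean of its probe sets (adjusted p = 0.063). Nfkbia lost its call for each but STZ-WT replicate 1 (up to 0.078), Mgl2 without STZ-WT replicate 2 or STZ-Timp3-/- replicates 1 or 3 (up to 0.082), and Socs2 without STZ-WT replicate 3 or STZ-Timp3-/- replicates 1 or 3 (up to 0.064). Of the 10 measured genes of the study's inflammation list, 3 rose and 2 fell (6 and 2 when adjusted over the list alone), with a camera adjusted p of 0.066 for the list (0.018 to 0.12 with 1 array left out, and adjusted p = 0.57 with an estimated correlation). Camera tests for a shift in a common direction. Table S2 gives members of this list in both directions, which cancel, so a missed call does not show that its genes were unchanged. Among the pathway and cell type lists, those of the interferon response (camera adjusted p = 0.066), the NF-kB and TNF response (0.38), antigen presentation (0.42), macrophages (0.067), T cells (0.14) and B and plasma cells (0.52) were not called. Some of these calls turn on the setting. The interferon list was called over the mean of all probe sets (0.0075) and without STZ-Timp3-/- replicate 3 (0.0010) or STZ-WT replicate 3 (0.046). The macrophage list was called over the mean of all probe sets (0.041) and without STZ-WT replicates 1 (0.039) or 2 (0.0091) or STZ-Timp3-/- replicate 2 (0.0025), and the T cell list without STZ-Timp3-/- replicate 3 (0.026). With an estimated correlation the adjusted p was 0.79, 0.79 and 0.76 for these 3 lists. Interferon response genes went both ways, with Cxcl9 and Gbp3 up, and Cxcl10 down by 0.99 on the log2 scale, of which Gbp3 lost its call when any 1 of the arrays was left out and Cxcl10 for each but STZ-Timp3-/- replicate 1. Xaf1 was also lower, at a log2 fold change of -0.91, but rose by 1.26 over the mean of all its probe sets.
Of the 4 proliferation and fibrosis genes, the growth factor Pdgfd rose 2.67-fold (adjusted p = 0.038) at its brightest probe set. It was at 1.62-fold over the mean of its probe sets (adjusted p = 0.13) and lost its call when any 1 of the arrays other than STZ-WT replicate 1 was left out (up to 0.12). At their brightest probe sets Tgfb3, Fgf1 and Ghr, with log2 fold changes from 0.38 to 0.76, did not pass, while a dimmer probe set of Fgf1 rose by 0.85 (adjusted p = 0.023). The list was higher as a group (camera adjusted p = 0.0041, and adjusted p = 0.42 with an estimated correlation), with 4 genes higher when adjusted over the list alone. Of 29 extracellular matrix genes, 1 rose, the collagen Col3a1 at 3.95-fold (adjusted p = 0.039, lost when any 1 of the arrays was left out), and none was lower, against 8 higher and 1 lower when adjusted over the list alone. This list was higher too (camera adjusted p = 3.7e-05, and adjusted p = 0.62 with an estimated correlation).
No gene of the lipid metabolism list passed the test on the probe sets with the highest signal, and 4 did when adjusted over the list alone. Fasn, the fatty acid synthase, read 464 ± 30.9 in STZ-WT and 1309 ± 587 in STZ-Timp3-/- kidneys (SD, n = 3 per group, adjusted p = 0.077), and Acaca (1.80-fold), Fabp5 (1.96-fold) and Acsm3 (8.18-fold) also had an adjusted p above 0.05. Without STZ-Timp3-/- replicate 2, Fasn and Acaca passed (adjusted p = 0.0070 and 0.044). Acaca was at 1.12-fold over the mean of its probe sets, and Acsm3 was at 13.1-fold without STZ-Timp3-/- replicate 3 and at 5.22-fold without STZ-WT replicate 2. The list was higher as a group (camera adjusted p = 0.0047, and adjusted p = 0.57 with an estimated correlation). So was that of 14 fatty acid synthesis genes, of which Acss2 and Acly rose (7 when adjusted over the list alone, camera adjusted p = 0.00033, and adjusted p = 0.57 with an estimated correlation). Cholesterol synthesis genes were higher as well, with Idi1, Lss and Cyp51 rising among 16 (6 when adjusted over the list alone, camera adjusted p = 6.0e-05, and adjusted p = 0.35 with an estimated correlation). When any 1 of the arrays was left out, Acss2 and Cyp51 lost their calls, as did Lss for each but STZ-Timp3-/- replicate 2, and Idi1 kept its own. Acly was not among the genes followed in these fits. Fatty acid oxidation was not called (camera adjusted p = 0.30).
Markers of fat cells differed between the STZ-Timp3-/- arrays. Adipoq, Car3 and Cidec were high on STZ-Timp3-/- replicates 1 and 3, Car3 at 27162 and 16080 against 890 on replicate 2 and 338 to 1054 on the STZ-WT arrays. Fasn read 1527 and 1755 on those replicates and 644 on replicate 2. Not every lipid or matrix gene followed them, with Acsm3 at 1500, 1560 and 372 and Col3a1 at 2953, 1238 and 1253 on STZ-Timp3-/- replicates 1, 2 and 3. The adipocyte list was not called over the groups (camera adjusted p = 0.056, and adjusted p = 0.72 with an estimated correlation), but was called with a further quantile normalization (0.032), over the mean of all probe sets (0.027) and without STZ-Timp3-/- replicate 2 (1.1e-05). Fibroblast markers (camera adjusted p = 0.0075) and mesangial and smooth muscle markers (0.0087) were higher, with adjusted p = 0.72 for each with an estimated correlation. Acta2 read 6743, 2146 and 4546 on STZ-Timp3-/- replicates 1, 2 and 3. Replicate 2 is the lone STZ-Timp3-/- kidney without high fat markers. List tests without replicates 1 and 3 rest on it, so they cannot tell which of these rises hold across such mice.
Among the 6 metabolite transport genes, the amino acid transporter Slc7a13 rose 13.8-fold, from 675 ± 387 to 8761 ± 3735 (SD, n = 3 per group, adjusted p = 0.014), and Slco4c1 rose 1.66-fold (adjusted p = 0.048). The call of Slc7a13 was lost without STZ-Timp3-/- replicate 3 (adjusted p = 0.052) and that of Slco4c1 when any 1 of the arrays was left out (up to 0.13). Slc2a8 (0.62-fold, adjusted p = 0.058), Slc13a1, Slc7a6 and Slc12a3 did not pass (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.11, and 0.018 over the mean of all probe sets, with adjusted p = 0.57 with an estimated correlation). The transport list holds Slc2a8, which Table S2 gives as lower, beside genes it gives as higher, so opposite signs cancel in camera. The study chose these 4 lists on the same arrays, so their direction is not independent evidence. Ccr5 and Ldlr carry no symbol in the annotation used and were left out of the lists.

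**Figure D1:**
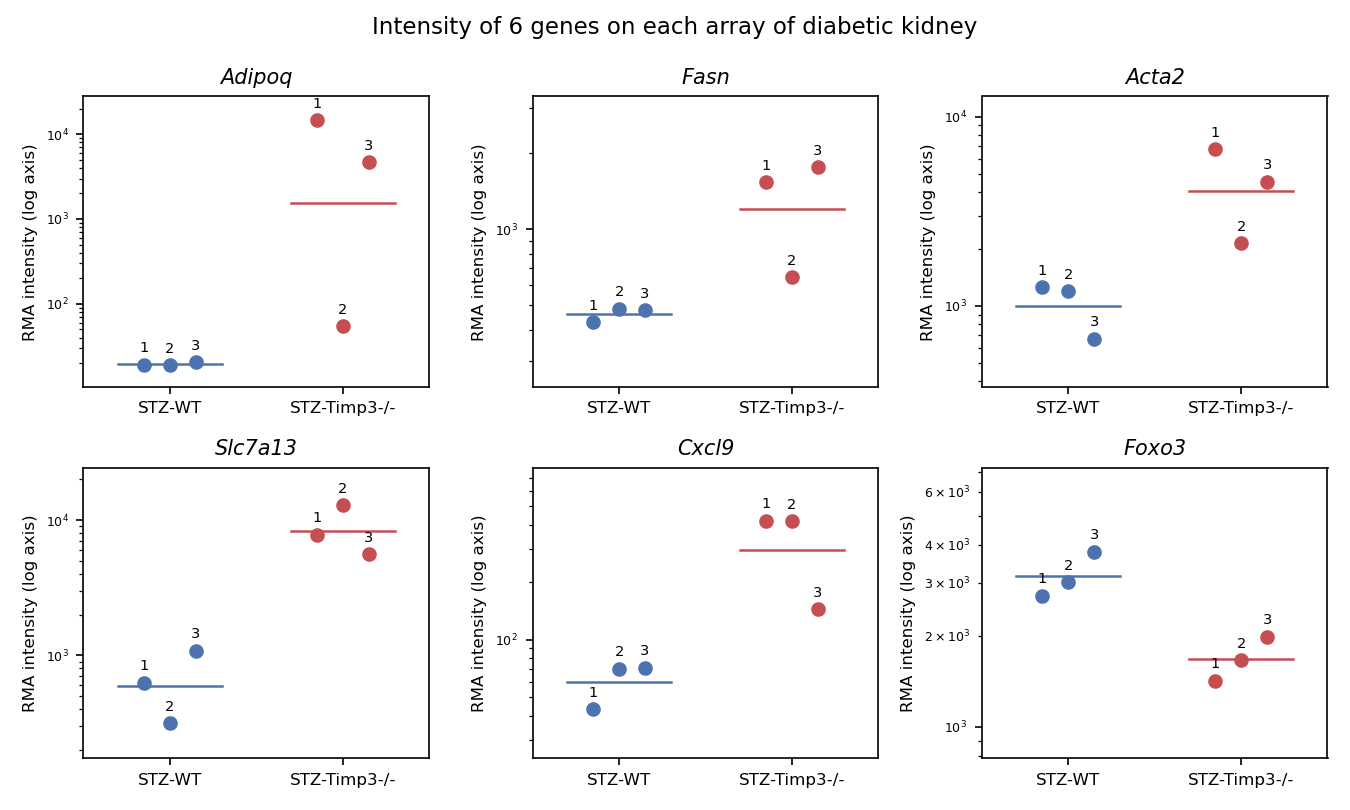
RMA intensity (log axis) of 6 genes on each array, with points numbered by replicate and a line at the geometric mean of each group of 3 kidneys. Adipoq, Fasn and Acta2 are highest on STZ-Timp3-/- replicates 1 and 3, Fasn at 1527 and 1755 there. On replicate 2 they read 54.2, 644 and 2146, against at most 20.6, 485 and 1254 on the STZ-WT arrays. All 6 genes, with Slc7a13, Cxcl9 and Foxo3, separate the groups on every array, as do 30.2% of all probe sets.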

Analysis of the gene ontology showed major differences in clusters of genes involved in inflammation (*Cxcl9*, *Ccr5*, *Mcp-1*, *Mcp-5*, *Aif-1*, *Cd36*, *Mgl-1*, *Mgl-2*, *IkBα*, *IkBβ*, *SOCS-2*), cell proliferation and fibrosis (*Pdgf-d*, *Tgfb3*, *Fgf*, *Ghr*), lipid metabolism (*Fabp5*, *Fasn*, *Ldlr*, *Acaca*, *Acsm3*) and metabolite transport (*Slc13a1*, *Slc7a13*, *Slc7a6*, *Slco4c1*, *Slc12a3*, *Glut8*) in STZ-*Timp3*^*−/−*^ mice compared to STZ-WT controls (Supporting Information Table S2). We chose genes belonging to the inflammatory cluster to validate the microarray results by quantitative PCR on a larger group of mice (*n* = 6 per group; Supporting Information Fig S11B) in which separate groups of non-diabetic controls were also included. Interestingly, STZ-*Timp3*^*−/−*^ mice also showed a significant reduction in the expression of transcription factors connected to the control of oxidative stress such as *Foxo1* and *Foxo3a* (0.6- and 0.5-fold change, respectively; Fig 3A), along with several FoxOs targets (Supporting Information Fig S11C). 

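Foxo3, a transcription factor of stress resistance, fell to 0.53-fold in STZ-Timp3-/- kidneys, from 3177 ± 560 to 1690 ± 285 (SD, n = 3 per group, adjusted p = 0.038 from limma at its brightest probe set). Its other probe sets, at log2 fold changes of -0.93 and -1.09, had an adjusted p of 0.052 and 0.060. Foxo1 did not pass the test at any of its 4 probe sets. The brightest read 1605 ± 368 and 1146 ± 29.8 (SD, n = 3 per group), a 0.73-fold value with an adjusted p of 0.16, and the others had log2 fold changes of -0.64 (adjusted p = 0.070), -0.36 (0.082) and -0.13 (0.68). The Foxo1 probe set at -0.64, a 0.64-fold value, met the thresholds of Table S2 (unadjusted p = 0.0039 from limma). At the brightest probe sets of both genes every STZ-Timp3-/- array lay below every STZ-WT array. The groups did not overlap, in either direction, for 30.2% of all probe sets. Of 31 FoxO targets, listed when the heat map of Fig S11C had been seen, 7 fell, among them Igfbp1, the Akt inhibitor Pik3ip1, the stress sensor Sesn1, Irs2 and Txnip, the last 4 with log2 fold changes from -1.42 to -0.94, and 1 rose, the repressor Bcl6, by 1.84 (15 lower and 2 higher when adjusted over the list alone). The list was lower as a group (camera adjusted p = 0.00034, and adjusted p = 0.57 with an estimated correlation). It shares Igfbp1, Txnip, Sesn1, Btg1 and other genes with that heat map of the same arrays, so its direction is not independent evidence.
Foxo3 lost its call without any 1 of the arrays other than STZ-WT replicate 1, with an adjusted p of up to 0.099, and its log2 fold change lay between -1.03 and -0.77 with 1 array left out. Without STZ-Timp3-/- replicate 3, Pik3ip1, Sesn1, Irs2 and Txnip lost their calls too, all but Txnip also without others, and Bcl6 kept its call without each array. The paper goes on with FoxO1 because of what is known of it in the survival of cells, their handling of oxidants and the growth of kidney tumour cells.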

No significant differences in the expression of these genes were observed when normoglycemic WT and *Timp3*^*−/−*^ mice were compared (Fig 3A).

**Figure 3:**
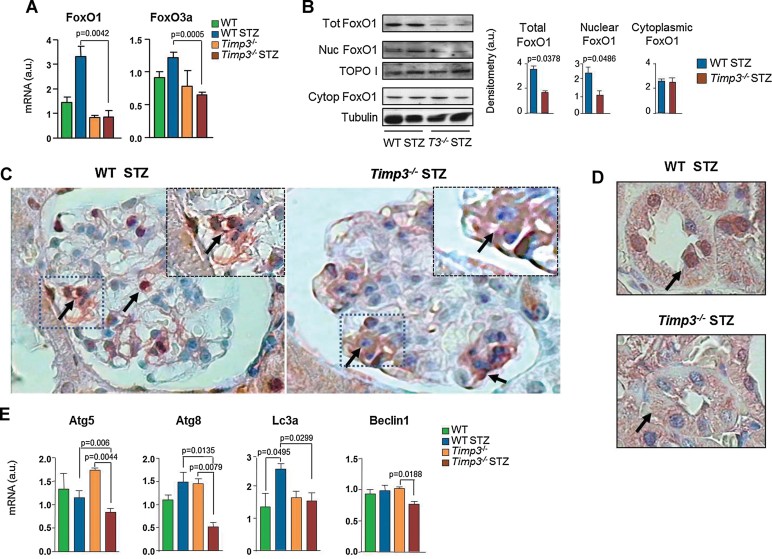
FoxO1 regulation in healthy and diabetic *Timp3^−/−^* kidneys Real-time PCR on kidney mRNA from healthy and diabetic WT and *Timp3*^*−/−*^ mice showing FoxO1 and FoxO3A levels of expression (*n* = 6, Student's *t*-test).Western blot analysis of cytoplasmic, nuclear and total lysates from kidneys of WT and *Timp3*^*−/−*^ diabetic mice. Topoisomerase I (TOPO I) and tubulin were used to normalize levels of nuclear and cytoplasmic proteins, respectively. Densitometric analysis of results are shown on the right (*n* = 6, Student's *t*-test). Source data is available for this figure in the Supporting Information.Foxo1 immunostaining on kidney sections from WT and *Timp3*^*−/−*^ diabetic mice. Arrows indicate nuclear staining in STZ-WT mice (left panel) or cytoplasmic staining in STZ-*Timp3*^*−/−*^ mice (right panel). Magnification: 400×.Higher magnification of panel C (1000×) showing FoxO1 staining in renal tubules (inserts are from Supporting Information Figure S13).Real-time PCR analysis of autophagy related FoxO1 target genes in WT and *Timp3*^*−/−*^ diabetic and normoglycemic kidney (*n* = 6, Student's *t*-test).

### FoxO1 regulation in diabetic *Timp3*^*−/−*^ kidneys

Giving the importance of FoxO1 in regulating cell survival and oxidative stress (Nemoto & Finkel, 2002), and renal neoplastic cell proliferation (Gan et al, 2010), we next focused on FoxO1 regulation in STZ-*Timp3*^*−/−*^ kidney. IHC staining of renal sections from STZ-WT and STZ-*Timp3*^*−/−*^ mice confirmed a decrease in FoxO1 expression in the KO strain compared to the WT, while there were no significant differences on FoxO1 expression in healthy WT and *Timp3*^*−/−*^ mice (Supporting Information Fig S12). Importantly, analysis of subcellular compartments revealed that the pool of nuclear Foxo1 (*i.e.* the transcriptionally competent fraction) was mostly affected in STZ-*Timp3*^*−/−*^ mice, as the amount of cytoplasmic FoxO1 remained unchanged in both genotypes (Fig 3B and Supporting Information Fig S13). Immunohistochemical analysis supported the prevalent effect of STZ-*Timp3*^*−/−*^ on nuclear FoxO1, both in the glomerular and tubular compartments (Fig 3C, D and Supporting Information Fig S13). 

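Igfbp1, which binds insulin-like growth factors, fell to 0.12-fold in STZ-Timp3-/- kidneys, from 2415 ± 1978 to 243 ± 46.7 (SD, n = 3 per group, adjusted p = 0.030 from limma). The growth arrest genes Gadd45b and Gadd45g fell to 0.50-fold and 0.33-fold (adjusted p = 0.022 and 0.018), and Gadd45a did not change detectably (1.05-fold, adjusted p = 0.83). Cdkn1a, which encodes the cell cycle inhibitor p21, had a 0.66-fold value that did not pass (adjusted p = 0.12). Ccnd2, a D-type cyclin, was higher rather than lower, at 268 ± 66.6 in STZ-WT and 771 ± 377 in STZ-Timp3-/- kidneys (SD, n = 3 per group), a log2 fold change of 1.45 with an adjusted p of 0.064 at its brightest probe set. Of its other probe sets, 3 passed the test, with log2 fold changes of 1.47, 1.49 and 1.44 (adjusted p = 0.039, 0.043 and 0.046), and the dimmest was at 0.14. Ucp2 carries no symbol in the annotation used. Of the 12 measured genes of the study's FoxO1 target list, 3 fell and none rose (6 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.083). The list was called with dim probe sets filtered out (0.042), without STZ-WT replicate 3 (0.035) and over the mean of all probe sets (0.012), and not with an estimated correlation (adjusted p = 0.57). The study chose this list on the same arrays, so its direction is not independent evidence. Without STZ-Timp3-/- replicate 3 the calls of Igfbp1, Gadd45b and Gadd45g were lost (adjusted p = 0.098, 0.089 and 0.077). That of Igfbp1 was also lost without STZ-WT replicate 1 or STZ-Timp3-/- replicates 1 or 2 (adjusted p up to 0.089), that of Gadd45b without STZ-WT replicate 2 (0.057) or STZ-Timp3-/- replicate 1 (0.068), and that of Gadd45g without STZ-WT replicate 2 (0.057). The log2 fold change of Igfbp1 was -2.38 without STZ-WT replicate 3.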

Consistently with FoxO1 exclusion from the nucleus, the expression of several FoxO1 target genes (such as *Ccnd2*, *Cdkn1a*, *Igfbp1*, *Gadd45* and *Ucp2*) that were down-regulated in the microarray analysis, showed also a significant reduction when STZ-*Timp3*^*−/−*^ kidneys were compared to STZ-WT control by quantitative PCR (Supporting Information Fig S14A). Interestingly, FoxO1 targets not found in the microarray analysis (*Bim*, *FasL*) maintained a similar unchanged pattern of expression in PCR validation (Supporting Information Fig S14B). 

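Bcl2l11, which encodes the pro-apoptotic protein Bim, was on the arrays with 5 probe sets. The brightest read 876 ± 280 in STZ-WT and 376 ± 57.1 in STZ-Timp3-/- kidneys (SD, n = 3 per group), a 0.44-fold value with an adjusted p of 0.053 from limma. Every STZ-Timp3-/- array lay below every STZ-WT array there, and 30.2% of all probe sets had no overlap between the groups. Among its dimmer probe sets, those with log2 fold changes of -0.86 and -0.79 passed the test (adjusted p = 0.039 and 0.043), and those with -0.96 (adjusted p = 0.054) and -0.27 (adjusted p = 0.35) did not. The probe set at -0.79 lost its call when any 1 of the arrays was left out (adjusted p up to 0.12), and the brightest passed without STZ-WT replicate 1 (0.019). Fasl, the ligand of the Fas death receptor, was near the background of the arrays in both groups, at 16.1 ± 1.58 and 17.0 ± 1.92 (SD, n = 3 per group, adjusted p = 0.76).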

One peculiar set of FoxO1 targets that was consistently downregulated in the microarray and confirmed by PCR validation included *Atg5*, *Atg8*, *LC3a* and *Beclin1* (Fig 3E); all these genes are primarily involved in regulation of autophagy, a lysosomal protein degradation pathway that plays a crucial role in removing protein aggregates as well as damaged or excess organelles to maintain intracellular homeostasis and cell integrity. However, other pathways known to be involved in the pathogenesis of diabetic nephropathy through intracellular stress induced-autophagy (such as AMPK and mTOR activity, hypoxia and ER stress; Fogo, 2011; Godel et al, 2011; He et al, 2010; Inoki et al, 2011; Kume et al, 2010, 2012; Nath, 2010) were not affected in our models (Supporting Information Fig S15A–C).

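Map1lc3a, which encodes LC3a, fell to 0.54-fold at the dimmer of its probe sets (log2 fold change -0.90, standard error 0.14, adjusted p = 0.023 from limma). At the brighter one it read 3644 ± 469 in STZ-WT and 3137 ± 142 in STZ-Timp3-/- kidneys (SD, n = 3 per group, adjusted p = 0.33). Gabarapl1, an Atg8 homologue, had a 0.68-fold value at its brightest probe set (adjusted p = 0.100) and a 0.66-fold value at the other (adjusted p = 0.20). Becn1, which encodes Beclin1, did not change detectably at its brightest probe set, at 2829 ± 215 and 2827 ± 124 (SD, n = 3 per group, adjusted p = 1.00), and had a log2 fold change of -0.80 at a dimmer one (adjusted p = 0.052). Atg5, needed to lengthen the autophagosome membrane, was higher rather than lower at its brightest probe set, at 529 ± 21.6 and 761 ± 82.2 (SD, n = 3 per group), a 1.43-fold value with an adjusted p of 0.051. Its other probe sets had log2 fold changes of 0.07 and 0.02. Of 33 genes of the autophagy machinery, the kinase Ulk1 (log2 fold change -0.79, adjusted p = 0.045) and Wipi1 (-0.99, adjusted p = 0.0499) fell and none rose (7 lower and 3 higher when adjusted over the list alone), and the list was not called (camera adjusted p = 0.15). At their brightest probe sets none of the 22 measured genes of the lysosome list, which does not hold Galc, passed the test (camera adjusted p = 0.49). The call of Map1lc3a was lost without STZ-WT replicate 3 or STZ-Timp3-/- replicates 1 or 3 (adjusted p = 0.070, 0.068 and 0.097), and those of Ulk1 and Wipi1 without 5 of the 6 arrays each (adjusted p up to 0.15 and 0.17). The autophagy list was called over the mean of all probe sets (camera adjusted p = 0.041), with a further quantile normalization (0.026) and without STZ-Timp3-/- replicate 2 (0.0497), with adjusted p = 0.72 with an estimated correlation.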

### TIMP3^knockdown^ MES 13 mesangial cells recapitulate *in vitro* FoxO1 regulation *in vivo*

To investigate the molecular role of FoxO1 in the regulation of autophagy in diabetic nephropathy, we generated *Timp3*^*knockdown*^ cells by stably transfecting SV40 MES13 cells with three shRNA plasmids that target different sequences in the *Timp3* mRNA (*T3*^*kd*^ MES13). These cells exhibited a significant reduction in *Timp3* mRNA and protein (Fig 4A), and similarly to STZ-*Timp3*^*−/−*^ kidney, higher inflammatory response (up-regulation of *ccl2* and down-regulation of *IkBalpha* and *IkBbeta*) and activation of signal transduction pathways (increased EGFR, Akt and ERK phosphorylation; Supporting Information Fig S17A and B), confirming the validity of this model to further explore the role of Timp3/FoxO1 axis in autophagy. As expected *T3*^*kd*^ MES13 cells showed a decreased expression of Foxo1, FoxO3A (Fig 4B) and expression of the autophagy genes *Atg5*, *Atg8*, *Lc3a* and *Beclin* was also reduced, both at the mRNA (Fig 4C) and protein level (Fig 4D). LC3II/I ratio, which is enhanced in the course of autophagy activation, confirmed that the autophagic process was impaired in *T3*^*kd*^ MES13 compared to control MES13. A similar pattern was confirmed by immunofluorescence study of LC3 redistribution inside cells, a marker of autophagosome assembly, that was impaired in *T3*^*kd*^ MES13 cells compared to control MES13 both in high glucose conditions and in a positive control for autophagy activation such as serum starvation (Fig 4E and Supporting Information Fig S16). Moreover, in *T3*^*kd*^ MES13 cells FoxO1 compartmentalization was also altered, and a decrease in the nuclear Foxo1 pool seemed to entirely account for the overall reduction of protein level observed in total lysate of *T3*^*kd*^ MES13 cells, as was observed in STZ-*Timp3*^*−/−*^ mice (Fig 5A). Interestingly, nuclear FoxO1 exhibited a higher degree of acetylation in *T3*^*kd*^ MES13 cells compared to the controls (Fig 5B), and we rationalized this to underlie its nuclear exclusion (Frescas et al, 2005) along with a decline of its transcriptional activity; recent studies have demonstrated that FoxO1 acetylation results in its loss of function (Banks et al, 2011). To verify this hypothesis, we performed chromatin immunoprecipitation on *T3*^*kd*^ and control MES13 cells, either untreated or treated with high glucose. We found that binding of FoxO1 to *Atg8* and *Lc3a* promoters was significantly reduced in the absence of TIMP3 (Fig 5C), explaining the reduction in their mRNA expression observed both in *Timp3*^*−/−*^ mice and cells. This reduction was reverted by infecting *T3*^*kd*^ and control MES13 cells with an adenovirus over-expressing constitutively nuclear FoxO1 (FoxO1-ADA), confirming a direct role of this transcription factor in regulating autophagy-related gene expression in Timp3 knockdown cells (Supporting Information Fig S18).

**Figure 4:**
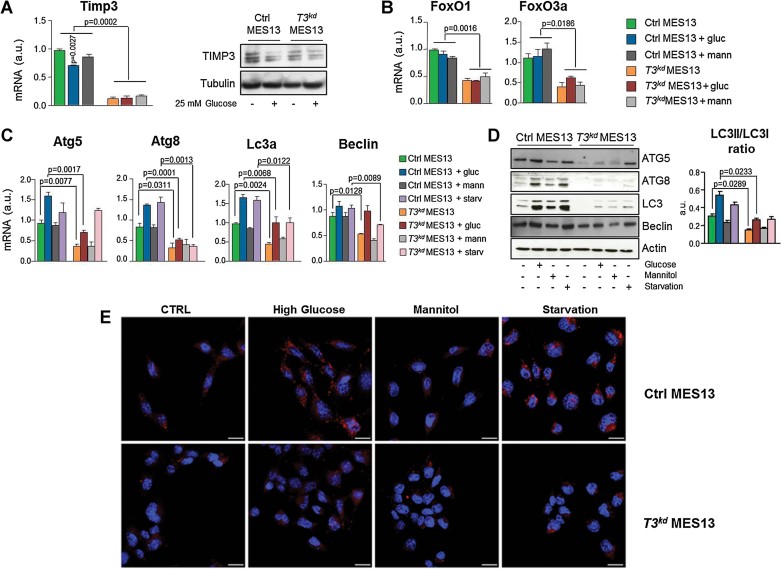
FoxO1 regulation in *T3^kd^* MES13 cell line Analysis of Timp3 mRNA (left panel) and protein (right panel) expression in *T3*^*kd*^ or control MES13 cells grown in basal medium (low glucose) or treated with high glucose (25 mM) for 48 h before harvesting. Mannitol treatment was included in the real time PCR experiment as osmolarity control (*n* = 3, Student's *t*-test). Source data is available for this figure in the Supporting Information.Real-time PCR on *T3*^*kd*^ and control MES13 cells treated as in (**A**), showing FoxO1 and FoxO3A mRNA modulation (*n* = 3, Student's *t*-test).Expression of autophagic FoxO1 target genes in *T3*^*kd*^ and control MES13 cells treated with high glucose or mannitol (25 mM), or serum-starved for 24 h before harvesting (*n* = 3, Student's *t*-test).Western blot analysis of autophagic FoxO1 target genes on lysates from *T3*^*kd*^ and control MES13 cells treated as in (**C**). Ratio between LC3II and LC3I form is shown on the left (*n* = 3, Student's *t*-test).Immunofluorescence (IF) for LC3A/B (red) in *T3*^*kd*^ and control MES13 cells treated as in (**A**). Cells were counterstained with DAPI to detect nuclei (blue). Magnification views: 60×. Scale bars: 20 µm.

**Figure 5:**
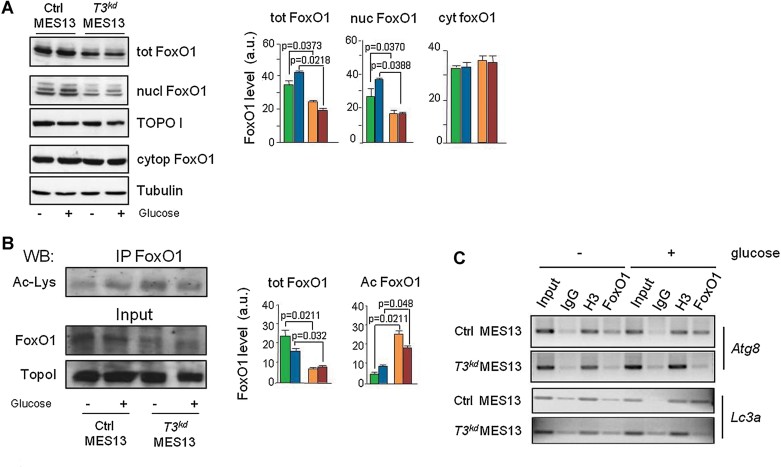
FoxO1 subcellular distribution in *T3^kd^* MES13 cell line Representative Western blot analysis of total, nuclear and cytoplasmic lysates from *T3*^*kd*^ and MES13 control cells grown in low or high glucose. Topoisomerase I and tubulin were used to normalize levels of nuclear and cytoplasmic proteins, respectively. Densitometric analysis of results is shown on the right (*n* = 3, Student's *t*-test). Source data is available for this figure in the Supporting Information.Nuclear FoxO1 protein was immunoprecipitated from *T3*^*kd*^ and control MES13 cells grown in low or high glucose and then subjected to Western blot with an anti-acetyl-lysine antibody. FoxO1 and Topoisomerase I were used as loading control. Densitometric analysis of results is shown on the right (*n* = 3, Student's *t*-test).Chromatin immunoprecipitation (ChIP) on *T3*^*kd*^ or control MES13 cells. Primers used to amplify the FoxO1 binding site on *LC3a* and *Atg8* promoters are described in the Materials and Methods section. IgG, negative control; H3 antibody, positive control.

### FoxO1 regulation in primary mesangial cells

To demonstrate that FoxO1 down-regulation in *Timp3*^*−/−*^ mice and cells was due to the absence of TIMP3, we used a more physiological cell model and purified primary mesangial cells (pMes) from WT and *Timp3*^*−/−*^ mice. Primary mesangial cells derived from *Timp3*^*−/−*^ mice (*T3*^*ko*^ pMes) showed a higher degree of ADAM17 activation, and a consequent increase of TNF-α release in the growing medium compared to the WT pMes cells. Both features were promptly reversed by infection of these cells with a Timp3 adenovirus (Supporting Information Fig S19A and B). As shown in Fig 6A and B, TIMP3 over-expression was also sufficient to rescue FoxO1 mRNA and protein expression, either in low or high glucose conditions, as well as that of ATG5, ATG8, LC3 and Beclin, demonstrating a direct link between *Timp3* deficiency and FoxO1 down-regulation. Since the mRNA and protein studies suggested that reintroduction of TIMP3 in *T3*^*ko*^ pMes might restore the autophagic process, we analysed LC3 redistribution in *T3*^*ko*^ pMes infected with a Timp3 adenovirus (*T3*^*ko*^ pMes + AdTimp3) or an adenovirus encoding for GFP as control. These experiments confirmed that TIMP3 was able to enhance LC3 redistribution under both high glucose and serum deprivation condition, suggesting an effect on the autophagy machinery (Fig 6C and Supporting Information Fig S20).

**Figure 6:**
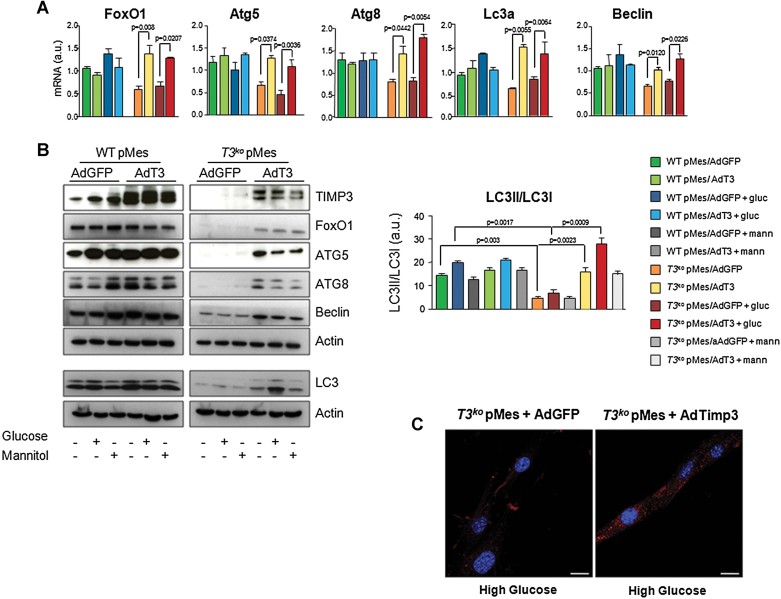
Re-expression of TIMP3 in *T3^ko^* primary mesangial cells rescues FoxO1 effect on autophagy genes Rescue of expression of FoxO1 and its targets in *T3*^*ko*^ primary cells (pMes) following reintroduction of TIMP3. RNA from *T3*^*ko*^ or WT pMes cells infected with GFP or TIMP3 adenovirus and grown either in low or high glucose was used for real-time PCR analysis of FoxO1, Atg5, Atg8, LC3a and Beclin expression (*n* = 3, Student's *t*-test).Western blot analysis of *T3*^*ko*^ and WT pMes cells infected and treated as in (**A**). Samples were run on a 4–12% gradient gel (TIMP3, FoxO1, ATG5, ATG8, Beclin and Actin) or on a 15% gel (LC3 and actin). Ratio between LC3II and LC3I form is shown on the left (*n* = 3, Student's *t*-test). Source data is available for this figure in the Supporting Information.Immunofluorescence analysis of LC3A/B (red) in *T3*^*ko*^ pMes cells infected with AdGFP (left) and AdTimp3 (right) in HG condition. Cells were counterstained with DAPI to detect nuclei (blue). Magnification views: 60×. Scale bars: 20 µm.

### STAT1 regulates FoxO1 expression in *Timp3*^*−/−*^ diabetic mice and cells

Among the genes differentially regulated in the kidney of diabetic *Timp3*^*−/−*^ mice, *Stat1* was noted to be over-expressed between three- and sevenfold in the KO strain compared to the WT. As STAT family members have been loosely implicated in the regulation of FoxO1 promoter, and STAT1 in particular has a negative effect on FoxO1 transcription (Luo et al, 2011; Ono et al, 2007), we next analysed STAT1 expression in mice. A significant increase of STAT1 mRNA and protein occurred in *Timp3*^*−/−*^ diabetic kidneys compared to the WT (Fig 7A–C and Supporting Information Fig S21). Real-time PCR analysis showed that primary mesangial cells derived from *Timp3*^*−/−*^ kidneys had higher STAT1 mRNA and protein expression than controls, regardless of the cell exposure to high glucose concentrations (Fig 7D). This regulation seemed to be directly linked to deficiency of *Timp3*, as infection of these cells with TIMP3 adenovirus promptly decreased STAT1 mRNA and protein expression to control levels (Fig 7D and E). To further verify the role of STAT1 in FoxO1 regulation, we transfected our *T3*^*ko*^ and control pMes cells with a pool of siRNAs directed against *Stat1* and found that abolishing STAT1 expression in *T3*^*ko*^ pMes cells resulted in a rescue of FoxO1 levels, evoking a possible role of STAT1 as a mediator between *Timp3* deficiency and FoxO1 regulation (Fig 7F–H).

**Figure 7:**
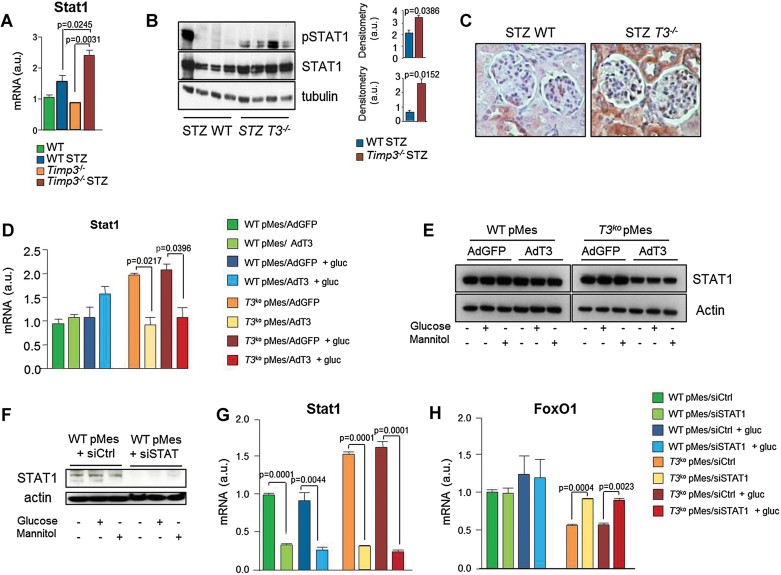
FoxO1 and STAT1 interplay Real-time PCR of STAT1 expression in WT and *Timp3*^*−/−*^ diabetic and normoglycemic kidney (*n* = 6, Student's *t*-test).Representative western blot analysis of STAT1 expression in kidneys from healthy and diabetic WT and *Timp3*^*−/−*^ mice. Quantification for STZ-treated animals is shown on the right (*n* = 3, Student's *t*-test). Source data is available for this figure in the Supporting Information.Immunohistochemical staining of diabetic WT and *Timp3*^*−/−*^ kidney sections showing STAT1 expression. Magnification: 250×.Real-time PCR of STAT1 expression in *T3*^*ko*^ or WT pMes cells infected with GFP or TIMP3 encoding adenovirus (*n* = 3, Student's *t*-test).Western blot analysis of STAT1 expression in *T3*^*ko*^ or WT pMes cells infected with GFP or TIMP3 encoding adenovirus (representative analysis of three independent experiments with the same results).Western blot analysis on control cells transfected with a pool of control or STAT1 siRNA, confirming inhibition of STAT1 expression.Real-time PCR on *T3*^*ko*^ or control pMes cells transfected with a pool of siRNA directed against STAT1, showing reduction of STAT1 expression (*n* = 3, Student's *t*-test).Real-time PCR on *T3*^*ko*^ or WT pMes cells transfected with a pool of siRNA directed against STAT1, showing reciprocal regulation of STAT1 and FoxO1 expression (*n* = 3, Student's *t*-test).

### TIMP3/FoxO1 interplay in human diabetic kidney disease

Diabetic nephropathy is a serious complication of diabetes mellitus in humans, and has become a major health problem worldwide. We explored whether the interplay between TIMP3, FoxO1 and STAT1 was indeed present in humans, and performed real time PCR analysis of Adam17 and the four Timp genes in kidney biopsies from five diabetic patients and four healthy controls (Supporting Information Table S3). Timp3 was significantly reduced in diabetic patients (Fig 8A). Consistent with the results obtained in mice, the patients also showed a diminished expression of *FoxO1* and *FoxO3A*, as well as that of *Atg5*, *Atg8*, *Lc3a* and *Beclin* (Fig 8A) by quantitative PCR. Moreover, *Stat1* gene expression was significantly increased in diabetic subjects (Fig 8A). IHC on kidney sections from these patients confirmed a reduction of TIMP3 and FOXO1 and increase of STAT1 protein in all compartments, particularly in glomeruli, while TIMP3 staining was intact in normal renal tissue (Fig 8B and C, Supporting Information Fig S22 and S23). Immunofluorescence analysis confirmed that in the glomerular area TIMP3 is localized in the extracellular compartment and may play a role to block the activity of ADAM17 and other proteases on multiple cell types (Fig 8D). Enlargement of immunofluorescence images also showed positive TIMP3 immunoreactivity in podocyte cell body and primary processes suggesting that podocyte cells are a site of production of TIMP3 (Fig 8E).

**Figure 8:**
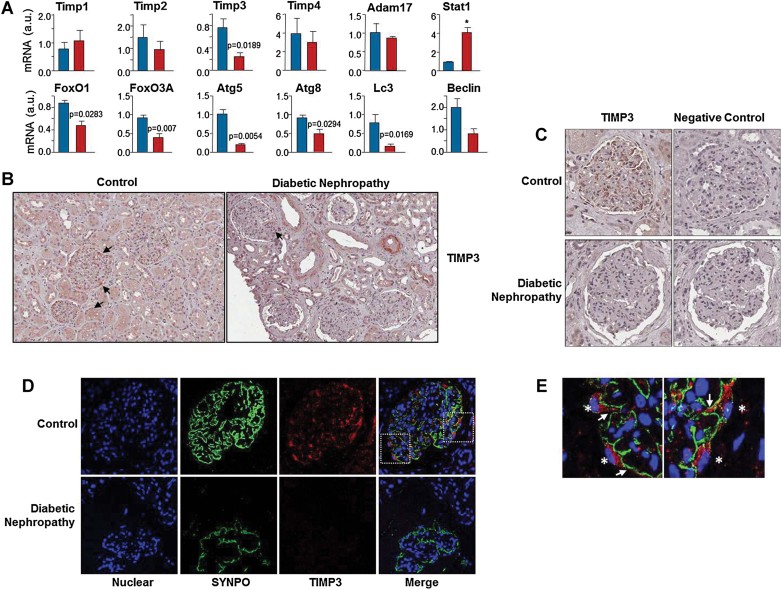
TIMP3 and FoxO1 regulation in diabetic patients Real-time PCR on RNA extracted from four controls and five patients affected by Diabetic Nephropathy (Student's *t*-test).TIMP3 and control staining of kidney sections from healthy and diabetic subjects. Arrows indicate some TIMP3 positive cells. 40× scanning magnification, 10× zoom.Higher magnification of panel (**B**) (20× zoom).Co-immunofluorescence of control and diabetic human kidney sections showing nuclei (blue) synaptopodin (green) and TIMP3 (red). Merged images are shown on the right panels. Magnification: 63×.Higher magnification of panel (**D**) (20× zoom). Synaptopodin immunolabelling (green) highlights podocyte foot processes and is characterized by thin linear staining along the surface of the glomerular basement membranes (GBM) of capillary loops. Timp3 immunoreactivity (red) is mainly observed in the podocyte cell body (*) and primary processes (white arrows).

## DISCUSSION

Our study demonstrates a previously unknown mechanism in which the absence of TIMP3, a metalloprotease inhibitor, exacerbates renal damage in response to a chronic hyperglycaemic stress caused by diabetes. MMPs produced by the mesangial cells account for up to 70% of extracellular matrix degradation and turnover in the kidney. Abnormal extracellular matrix deposition is the hallmark of diabetic nephropathy, and a number of studies have reported a link between aberrant MMP expression/activation and the progression of diabetic nephropathy (Catania et al, 2007). TIMP3 is the most highly expressed TIMP in the kidney and has a broad protease inhibition profile; loss of this protein is associated with age-dependent renal fibrosis and tubulointerstitial injury in mice (Kassiri et al, 2009; Kawamoto et al, 2006). Moreover, TIMP3 is the only known physiological inhibitor of ADAM17, a metalloprotease responsible for shedding of several ligands, in particular HB-EGF and TGFα, which are involved in the pathogenesis of chronic kidney disease and glomerulonephritis (Bollee et al, 2011; Lautrette et al, 2005). ADAM17 also participates in the generation of transcriptionally active form of Notch, which is important in glomerular development and regulation of podocytes dysfunction (Niranjan et al, 2008).

Here we report that TIMP3 expression was reduced in the kidney of STZ treated-mice, a well-established model of hyperglycemia and glucotoxicity. *Timp3*^*−/−*^ diabetic kidneys showed a higher degree of inflammation and some evidence of podocyte dysfunction compared to WT diabetic control, indicating that loss of TIMP3 is detrimental to the progression of DKD. These effects arise due to unrestrained activation of ADAM17 which results in a systemic increase in TNF-α signalling and additionally in EGFR activation (Black, 2004). 

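None of the 10 genes of VEGF ligands and receptors passed the test in STZ-Timp3-/- against STZ-WT kidneys, either over all probe sets or when adjusted over the list alone (camera adjusted p = 0.65). Their largest log2 fold change was that of Vegfc, at 0.62 (adjusted p = 0.15 from limma), and Kdr, the main VEGF receptor, was at 0.08 (standard error 0.18). A list of 11 genes of the EGFR receptor family and its ligands was not called (camera adjusted p = 0.71). In it the neuregulin Nrg1 rose by 1.33 and the receptor Erbb3 fell by 1.19 on the log2 scale (adjusted p = 0.022 and 0.028). Neither gene encodes Egfr or a ligand of Egfr. Egfr itself was at 0.17 (adjusted p = 0.47) at its brightest probe set, and 1 of its dimmer ones rose by 1.05 (adjusted p = 0.037). The calls of Nrg1 and Erbb3 were lost without STZ-WT replicate 2 or STZ-Timp3-/- replicate 3, that of Nrg1 also without STZ-WT replicate 3 and that of Erbb3 without STZ-Timp3-/- replicates 1 or 2 (adjusted p up to 0.071 and 0.11). Adam17, the sheddase that Timp3 inhibits, had a 1.38-fold value (adjusted p = 0.100). Of 21 cell cycle genes, 1 rose, the helicase subunit Mcm6, from 136 ± 19.2 to 792 ± 53.1 (SD, n = 3 per group, adjusted p = 0.0013), and the list was not called (camera adjusted p = 0.11, 0.034 without STZ-Timp3-/- replicate 3, and adjusted p = 0.72 with an estimated correlation).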

Through gene expression profiling of *Timp3*^*−/−*^ diabetic kidneys, our study confirms that many critical mediators of inflammation and proliferation are found up-regulated, although we did not observe a perturbation of the VEGFR pathway that has been reported to bind TIMP3 (Qi et al, 2003). Noteworthy were the down-regulation of FoxOs transcription factors and some of their target genes, especially those involved in the control of autophagy. FoxO transcription factors are implicated in regulating diverse cellular functions, including differentiation, proliferation, metabolism and survival (Hedrick, 2009; van der Vos & Coffer, 2011). In the kidney, changes in their expression levels may represent a connection between altered metabolic and inflammatory cues which characterize diabetic nephropathy. It is conceivable that TIMP3 deficiency, through an increase in ADAM17 sheddase activity, may concur to dampen FoxO1 activity in two ways. First, an increase in circulating TNF-α levels may be responsible for the observed transcriptional induction of STAT1, which acts as a repressor for FoxO1 promoter and attenuates its expression. While the majority of FoxO1-related research focuses on the FoxO1 function as a transcriptional activator/repressor, the underlying mechanisms that govern FoxO1 gene transcription *per se* are largely unknown. It has been shown that members of the STAT family of transcription factors can bind FoxO1 promoter (Luo et al, 2011; Ono et al, 2007) and STAT1 exerts a negative role on FoxO1 promoter activity in RINm5F cells (Luo et al, 2011). Actually, *Stat1* was over-expressed in *Timp3*^*−/−*^ diabetic kidney compared to the WT; moreover, abolishing *Stat1* expression by RNA interference caused a complete rescue of FoxO1 expression, suggesting a possible role of STAT1 in linking *Timp3* deficiency to FoxO1 regulation.

Second, the activation of EGFR and AKT pathways that we observed in diabetic *Timp3*^*−/−*^ kidney and *T3*^*kd*^ MES13 cells may explain the reduction of the nuclear pool of FoxO1 protein and the consequent attenuation of its transcriptional activity, as indicated by microarray and ChIP analyses. In *T3*^*kd*^ MES13 cells, the amount of FoxO1 protein in the nucleus was not only reduced but also hyper-acetylated compared to control cells. It has been shown that this post-transcriptional modification acts as an ‘off’ signal for FoxO activity (Banks et al, 2011), and it additionally promotes a rapid export of FoxO1 from the nucleus to the cytoplasm, which correlates with a decrease in transcriptional activity of the protein. Thus, in our systems we envision a ‘two-hit hypothesis’ by which TIMP3 deficiency impacts FoxO1 function: a transcriptional down-regulation of the gene (through STAT1 over-expression) and a nuclear exclusion caused by EGFR/AKT phosphorylation and/or hyper-acetylation. This unexplored effect of TIMP3 on FoxO1 function in the kidney is dependent on a hyperglycaemic environment which contributes to reduce TIMP3 expression possibly through epigenetic regulation of its promoter (Cardellini et al, 2009; Federici et al, 2002). Our *in vitro* data suggest that TIMP3 impinges on FoxO1 expression and transcriptional activity through complex mechanisms, since knockdown or over-expression of TIMP3 in cells is able to reproduce or rescue this effect on FoxO1, respectively.

Recently, some of the FoxO1 and FoxO3A target genes were shown to be involved in autophagic protection of skeletal myocytes, cardiomyocytes and neurons from stress conditions (Hariharan et al, 2010; Masiero et al, 2009; Medema & Jaattela, 2010; Sengupta et al, 2009; van der Vos et al, 2011; Xu et al, 2011; Zhao et al, 2007). Autophagy can also be induced by intracellular stresses that are involved in the pathogenesis of diabetic nephropathy including hypoxia or ER stress (Kume et al, 2012; Mizushima & Komatsu, 2011), and plays an important role as a survival factor especially in post-mitotic cells such as podocytes (Fogo, 2011; Godel et al, 2011; Hartleben et al, 2010; He et al, 2010; Inoki et al, 2011; Kume et al, 2010; Nath, 2010). Activated FoxOs stimulate autophagy mainly through a transcription-dependent mechanism and increase the expression of several autophagy-related genes, such as, *Atg5*, *Atg8*, *Lc3* and *Atg12*, as part of a general mechanism of oxidative stress resistance (Kume et al, 2012). However, Zhao and colleagues recently described a different mechanism in which the cytoplasmic pool of acetylated FoxO1 molecules appeared to be essential for induction of autophagy (Zhao et al, 2010), and FoxO1-mediated induction of autophagy was independent of FoxO1 transcriptional activity. Thus we hypothesize that in a diabetic, metabolically stressed context the effect of TIMP3 deficiency on the FoxO-regulated autophagic pathway may contribute, through the ‘two-hit’ model, to attenuate the protective function of the autophagic process and hence worsen diabetic nephropathy.

Previous studies have focused on the involvement of TIMP3 in kidney pathology (Kassiri et al, 2009; Kawamoto et al, 2006): loss of TIMP3 associated with renal fibrosis and tubular interstitial injury in a mouse model of unilateral urethral obstruction (UUO; Kassiri et al, 2009), even though in human kidney biopsies TIMP3 expression was shown to be increased in patients with diabetic nephropathy secondary to T2DM or with chronic allograft nephropathy compared to healthy controls, possibly as a compensatory mechanism aimed at minimizing renal damage and disease progression. We also analysed kidney biopsies from diabetic patients and found a significant decreased of TIMP3 expression especially in diabetic glomeruli compared to the controls. Consistently with our findings, in a recent transcriptome analysis of human DKD biopsies, TIMP3 was significantly down-regulated in glomeruli but not in tubuli of diabetic kidneys compared to their healthy controls (Woroniecka et al, 2011), and it is therefore possible that TIMP3 may have different roles in these distinct compartments, and/or may be differentially regulated at subsequent stages of the progression of diabetic nephropathy (Kassiri et al, 2009). Consistently with the results obtained in *Timp3*^*−/−*^ mice we found increased STAT1 expression and reduced FoxO1 expression in the diabetic biopsies. Moreover, since also the expression of autophagic genes was found reduced in our patients with diabetic nephropathy, we might speculate that there is a parallel between the two models.

Our study has clearly some limitations: being TIMP3 an extracellular protein it is conceivable that its reduction affects more than one cell type, including podocytes, and therefore some of the effects that we have observed in this study may be not cell specific but indirect. Furthermore, the effect of increased ADAM17 activity may differ depending on its distribution between the different compartments of the kidney. Finally, the human data are limited given that the source material does not allow performing all the experiments as in experimental models and some differences with the experimental models might be due to concomitant medications used in patients.

Nevertheless, our study demonstrates that loss of TIMP3 is a hallmark of DKD in human and mouse models. Reduction of TIMP3 causes a concomitant STAT1-dependent and compartment-specific loss of FoxO1 activity, which in turn diminishes the expression of protective autophagy genes to fuel glomeruli damage in a mouse model. Thus, TIMP3 plays an important function in maintaining kidney homeostasis and represents a new protective candidate to be explored for controlling diabetic nephropathy.

## MATERIALS AND METHODS

### Reagents

STZ, glucose, proteinase K and other common chemicals were from Sigma–Aldrich (St. Louis, MO). Anti p-Akt (#9271), Akt (#9272), p-ERK (#9101), ERK (#9102), p-EGFR (#2234), p-FOXO1 (#9461), FOXO1 (#2880), acetyl-lysine (#9441), mTOR (#2972), p-mTOR (#2971), p70S6k (#2708), p-p70S6k (#9205) and LC3A/B (#4108) antibodies were from Cell Signaling (Beverly, MA). TIMP3 (#39185), TNF-α (#9739), Fibronectin (#6328), ATG5 (#78073), ATG8 (#86947) and BECLIN (#16998) antibodies were from Abcam (Cambridge, UK). Actin (#1616), tubulin (#53646), EGFR (#03), Topoisomerase I (#5342), STAT1 (#592) and p-STAT1 (#136229) antibodies were from Santa Cruz (Santa Cruz, CA). Small interfering STAT1 (#44124) and control (#37007) RNAs were from Santa Cruz.

### Animal models and induction of diabetes

*Timp3*^*−/−*^ mice were previously described (Federici et al, 2005). The animal methods are described *in extenso* in the online only Supporting Information section.

### TACE activity

TACE activity was determined using the SensoLyte 520 TACE Activity Assay Kit (AnaSpec, San José, CA), accordingly to the manufacturers protocol. Thirty micrograms of tissue proteins were used for the assay. Reaction was started by adding 40 µM of the fluorophoric QXL520/5FAM FRET substrate. Fluorescence of the cleavage product was measured in a fluorescence microplate reader (FLx800, BIO-TEK Instruments, Winooski, VT) at lex 490 nm and lem 520 nm.

### TNF-α ELISA

Measurements of TNF-α concentration in mice sera and cells supernatants were obtained using an ELISA kit (R&D Systems), according to the manufacturer's protocol.

### Measurement of albuminuria

Prior to sacrifice, mice were placed into metabolic cages for a 24 h urine collection. Urine albuminuria was determined using a mouse albumin ELISA kit (Assaypro, St. Charles, MO) and a mouse creatinine ELISA kit (Cusabio, Newark, DE) according to the manufacturers' instructions. Values of urine albumin were normalized against urine creatinine concentration.

### Histological analysis and quantification of renal lesions

All methods are reported in the Supporting Information section.

### EM analysis

Kidney specimens were fixed in 0.1 mol/L phosphate-buffered Karnovsky's fixative. Tissue samples were post-fixed in 1% phosphate-buffered osmium and embedded in epoxy resin (Epon 812; Electron Microscopy Sciences, Hatfield, PA). Ultrathin sections were examined by means of Hitachi H-7100FA electron microscope (Hitachi Software Engineering, Yokohama, Japan).

### Cell culture

SV40 MES 13 mesangial cells were obtained from ATCC and cultured in low glucose DMEM. To induce hyperglycaemia, 20 mM glucose was added to the culture medium (25 mM final concentration) for 24–48 h. For osmolarity control, 20 mM mannitol was used. To generate *Timp3*^*kd*^ MES13 cells, WT MES 13 cells were stably transfected with three different pLKO.1 Timp3 shRNA lentiviral vectors (Open Biosystems, Huntsville, AL; *T3*^*kd*^ MES13 cells) or a scramble control shRNA lentiviral vector (Ctrl MES13 cells). After 1-week of puromycin selection, single clones were isolated and analysed for Timp3 expression. For siRNA experiments, primary mesangial cells were transfected with a pool of STAT1 or control siRNA using the Amaxa nucleofector according to the manufacturer instructions.

### Gene expression analysis by RNA microarray

Total RNA was isolated from three WT and three *Timp3*^*−/−*^ mice using the Qiagen RNeasy kit (Qiagen, Valencia, CA). RNA labelling, hybridization, scanning and data analysis was performed by DNA Vision (Charleroi, Belgium) using the GeneChip® Mouse Genome 430 2.0 Array (Affimetrix, Santa Clara, CA) that contains probe sets for over 39,000 transcripts. Expression data were processed in Log2 scale. Differentially expressed transcripts were selected by the Limma package of R-Bioconductor. Heatmaps and hierarchical clusters were created using MeV 4.4 (MultiExperiment Viewer, TM4 suite; Saeed et al, 2006).

The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus database and are accessible for referees through GEO Series accession number GSE36336 at the following website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xliplckueyyqyds&acc=GSE36336.

**The paper explained**

PROBLEM:

DKD is a major long term complication of diabetes; its prevalence has been increasing worldwide, generating an urgent need to identify new therapeutic targets to prevent diabetic nephropathy. Extracellular matrix accumulation in the glomerular basement membrane is a major feature of this disease, pointing at a possible involvement of matrix metalloprotease in the development of diabetic kidney disease. Activation of ADAM17 (a member of the ADAM subfamily of matrix metalloproteases) has been involved in the pathogenesis of diabetic nephropathy, but the role of this enzyme and its specific inhibitor TIMP3 in the development of diabetic kidney disease is still unknown. Here we investigated whether a loss of TIMP3 contributes to the onset and progression of DKD in a mouse model of diabetes.

RESULTS:

We found that TIMP3 expression was reduced in the kidney of diabetic mice compared to control littermates, while ADAM17 proteolytic activity was increased. Diabetic *Timp3*^*−/−*^ mice showed increased albuminuria and their kidneys presented a higher degree of inflammation along with morphological and molecular alterations of podocytes and increased basal membrane thickness compared to diabetic WT littermates, indicating that loss of TIMP3 is detrimental to the progression of diabetic kidney disease. Gene expression analysis of diabetic *Timp3*^*−/−*^ kidneys showed a significant reduction of *Foxo1* expression, along with FoxO1 target genes involved in autophagy, and an increase of STAT1, a repressor of FoxO1 transcription. Studies on kidney biopsies from patients with diabetic nephropathy confirmed a significant reduction in TIMP3, FoxO1 and FoxO1 target genes involved in autophagy compared to controls, while STAT1 expression was strongly increased.

IMPACT:

Our study suggests that loss of TIMP3 is a hallmark of diabetic kidney disease in human and mouse models. Reduction of TIMP3 causes a concomitant STAT1-dependent loss of FoxO1 activity, which in turn increases the expression of deleterious oxidative genes and diminishes that of protective autophagy genes to fuel glomeruli damage. Therefore, TIMP3 reduction primes the diabetic kidney with reduced ability to use autophagy proteins if needed as a consequence of other processes. Thus, TIMP3 plays an important function in maintaining kidney homeostasis and represents a new possible therapeutic target for controlling diabetic nephropathy.

### Gene expression analysis by qRT-PCR

Total RNA was isolated from different samples using Trizol reagent (Invitrogen Corp, Carlsbad, CA). Two micrograms of total RNA were reverse-transcribed into complementary DNA (cDNA) using the High Capacity cDNA Archive kit (Applied Biosystems, Foster City, CA). Quantitative real-time polymerase chain reaction was performed using an ABI PRISM 7700 System and TaqMan reagents (Applied Biosystems). Each reaction was performed in triplicate using standard reaction conditions and results were normalized by β-actin and 18S ribosomal protein expression in mouse and human samples, respectively. Sequences of the Applied Biosystems primers used are available upon request.

### Preparation of nuclear and cytoplasmic extracts

Kidneys, *T3*^*kd*^ MES13 and control MES 13 cells were resuspended in hypotonic buffer and incubated for 15 min on ice. After centrifugation, supernatants were removed and kept as cytoplasmic fractions. Nuclear pellets were briefly washed in hypotonic buffer, resuspended in hypertonic buffer and incubated on ice for 20 min, vortexing every 5 min. Nuclear extracts were obtained after centrifugation. Both nuclear and cytoplasmic fractions were quantified spectrofotometrically using the Bradford reagent (BioRad, Hercules, CA).

### Western blot and immunoprecipitation

Kidneys and cell lines were lysed in RIPA buffer, total extracts were quantified using the Bradford reagent (BioRad) and then analysed by SDS–PAGE. Nuclear cell extracts were also immunoprecipitated using a FOXO1 antibody from Santa Cruz and then probed with anti-acetyl lysine antibody.

### Chromatin immunoprecipitation

ChIP assays were performed as follow: *T3*^*kd*^ MES 13 and control cells underwent cross-linking with 1% formaldehyde at room temperature for 10 min, followed by quenching with 0.125 M glycine. Cells were then rinsed with cold PBS, detached with tripsin and centrifuged. Cells were lysed in cell lysis buffer (10 mM HEPES pH 8.0, 10 mM NaCl, 0.2% NP40 and protease inhibitors). Nuclei were collected by centrifugation, resuspended in nuclei lysis buffer (50 mM Tris–Cl, pH 8.1, 10 mM EDTA, 1% SDS and protease inhibitors) and incubated on ice for 10 min. Samples were sonicated to an average DNA fragment length of 500 bp and then centrifuged. The chromatin solution was pre-cleared by adding protein A beads (GE Healthcare, Little Chalfont, UK). Immunoprecipitation of chromatin was carried out overnight at 4°C, using 2 µg of control (normal rabbit IgG) or specific (anti-FOXO1 or anti-histone H3) antibodies, and collected by incubation with protein A beads for 2 h. Immunoprecipitates were washed several times with wash buffers at different ionic strengths and finally with TE. Antibody/protein/DNA complexes were eluted in 1% SDS elution buffer, treated with proteinase K (Sigma–Aldrich), and incubated at 65°C overnight to reverse crosslinking. DNA was purified from samples using QIAquick PCR Purification Kit (Qiagen). PCR was performed using 5 µl of immunoprecipitated DNA. Primers sequences are: *Atg8* forward 5′-CCATTCTCCAGCTCCCAATA-3′; *Atg8* reverse 5′-AAGGGCAGTTCTTCAGTCCA-3′; *Lc3a* forward 5′-CATGCCTTGGGACACCAGAT-3′; *Lc3a* reverse 5′-ACCTTCTTCAAGTGCTGTTTGT-3′.

### Immunofluorescence

*T3*^*kd*^ MES13 and control cells were treated with 25 mM glucose or mannitol, or serum-starved for 24 h, then washed in PBS and fixed for 15 min with 4% paraformaldehyde, permeabilized with methanol for 10 min at −20°C and blocked in PBS containing 5% normal goat serum and 0.3% Triton-X-100 for 1 h at room temperature. Primary antibody against LC3A/B (Cell Signaling, #4108) was used overnight at 4°C in PBS containing 1% of BSA and 0.3% Triton. Anti-goat IgG antibody conjugated to Alexa Fluor 568 was used for 1 h at RT then rinsed several times; cells cultures on glass slides were mounted with Vectashield mounting medium containing DAPI, and analysed with a confocal microscope (Nikon).

### Isolation of glomerular cells

Glomeruli were isolated from six WT and six *Timp3*^*−/−*^ mice by differential sieving. Briefly, kidneys were coarsely minced; tissue fragments were passed through a no. 100 mesh sieve (Falcon) with a sterile rubber stopper and rinsed several times with PBS. The suspension was then sequentially passed through no. 70 and no. 40 sieves. Glomeruli were digested with type IV collagenase (Sigma, St. Louis, MO, USA) for 40 min at 37°C before plating on gelatin coated-tissue culture dishes. Mesangial cells (WT and *T3*^*ko*^ pMes) were cultured in RPMI with 20% FCS in a 37°C humidified 10% CO_2_ incubator. After the first passages, they were shifted to 10% FCS culture medium.

### Statistical analysis

Results of the experimental studies are mean ± SD, as indicated. Statistical analysis was performed using one-way ANOVA or unpaired Student's *t*-test as appropriate. Values of *p* < 0.05 were considered statistically different.

For more detailed materials and methods see the Supporting Information.

## Supplementary material

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re-organized for online delivery, but are not copy-edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 1D (TIMP3)

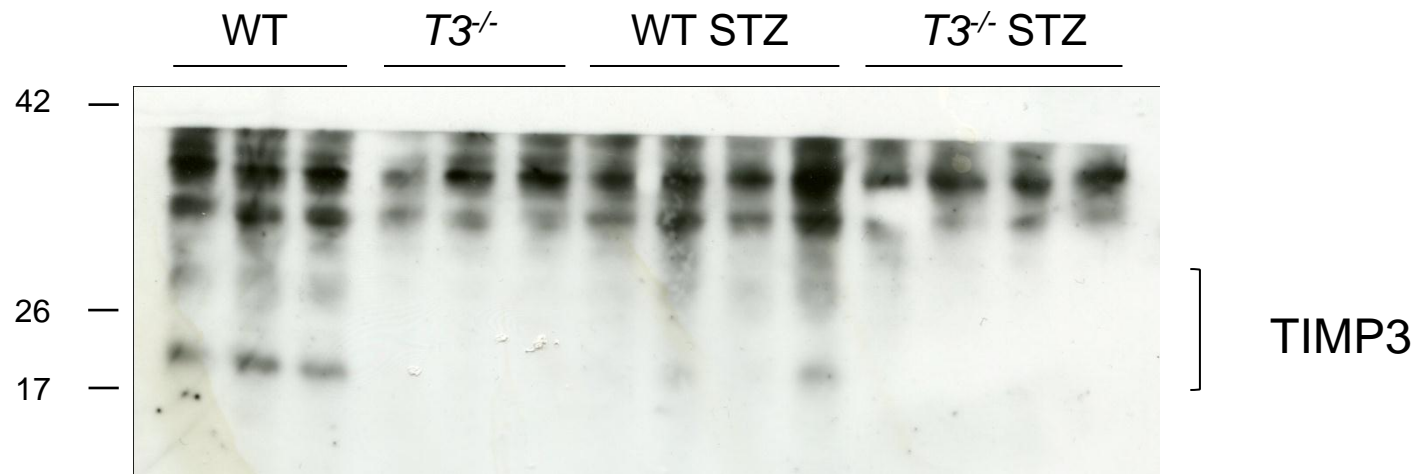

Full unedited gel for Figure 1D (TUBULIN)

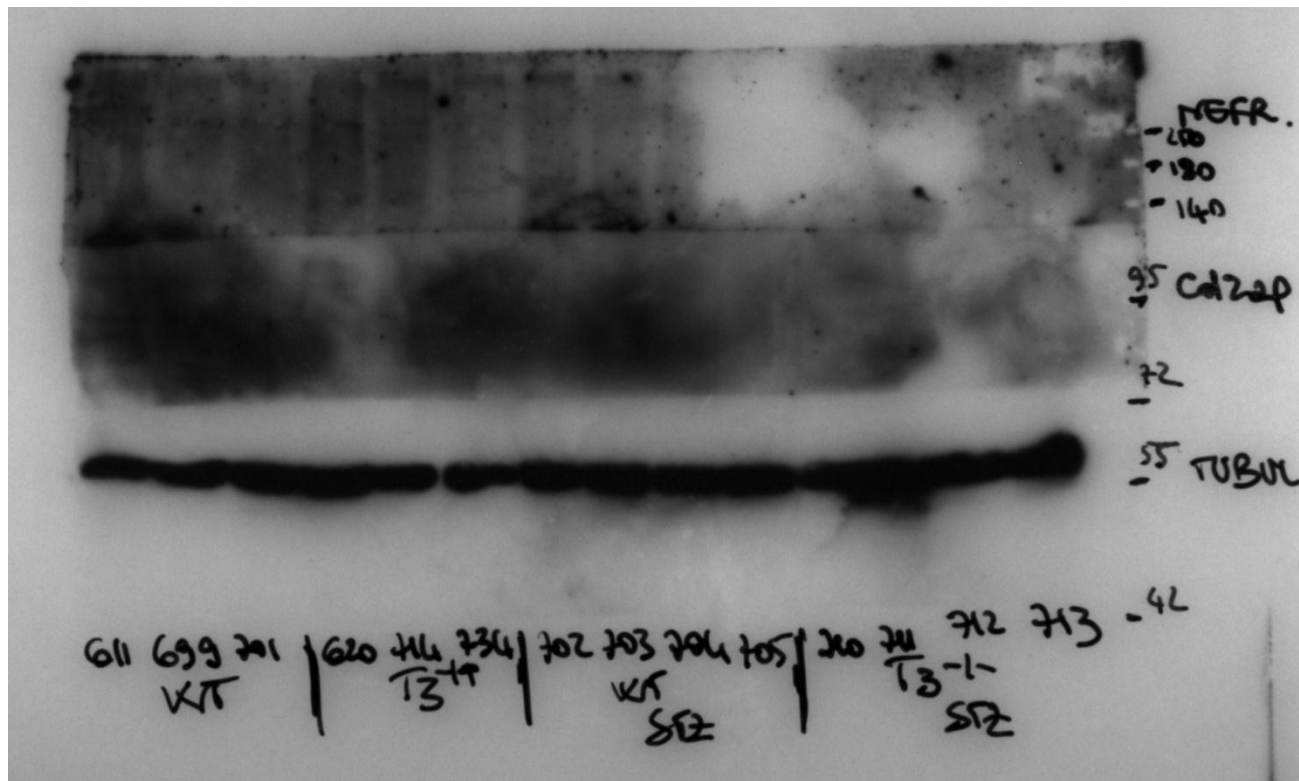

Full unedited gel for Figure 1G (TNF- α)

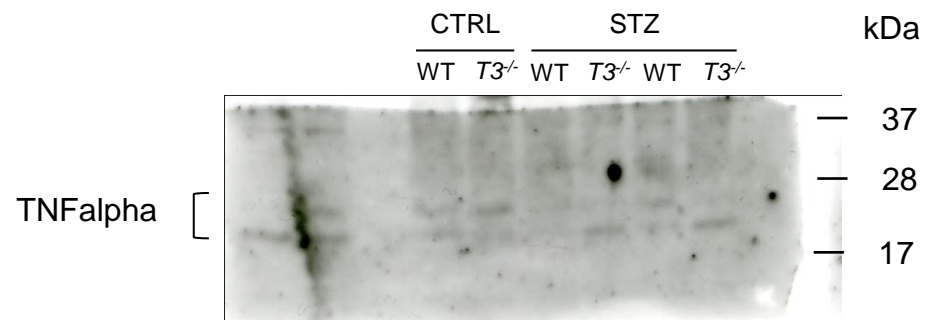

Full unedited gel for Figure 1G (ACTIN)

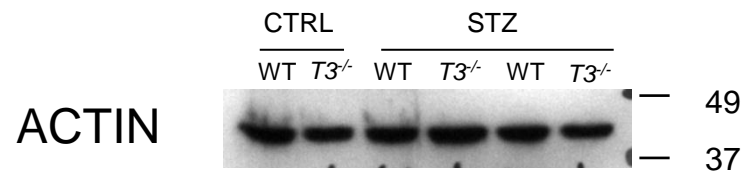

**Supplement:** Supplementary file 1

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 2C (phospho-AKT)

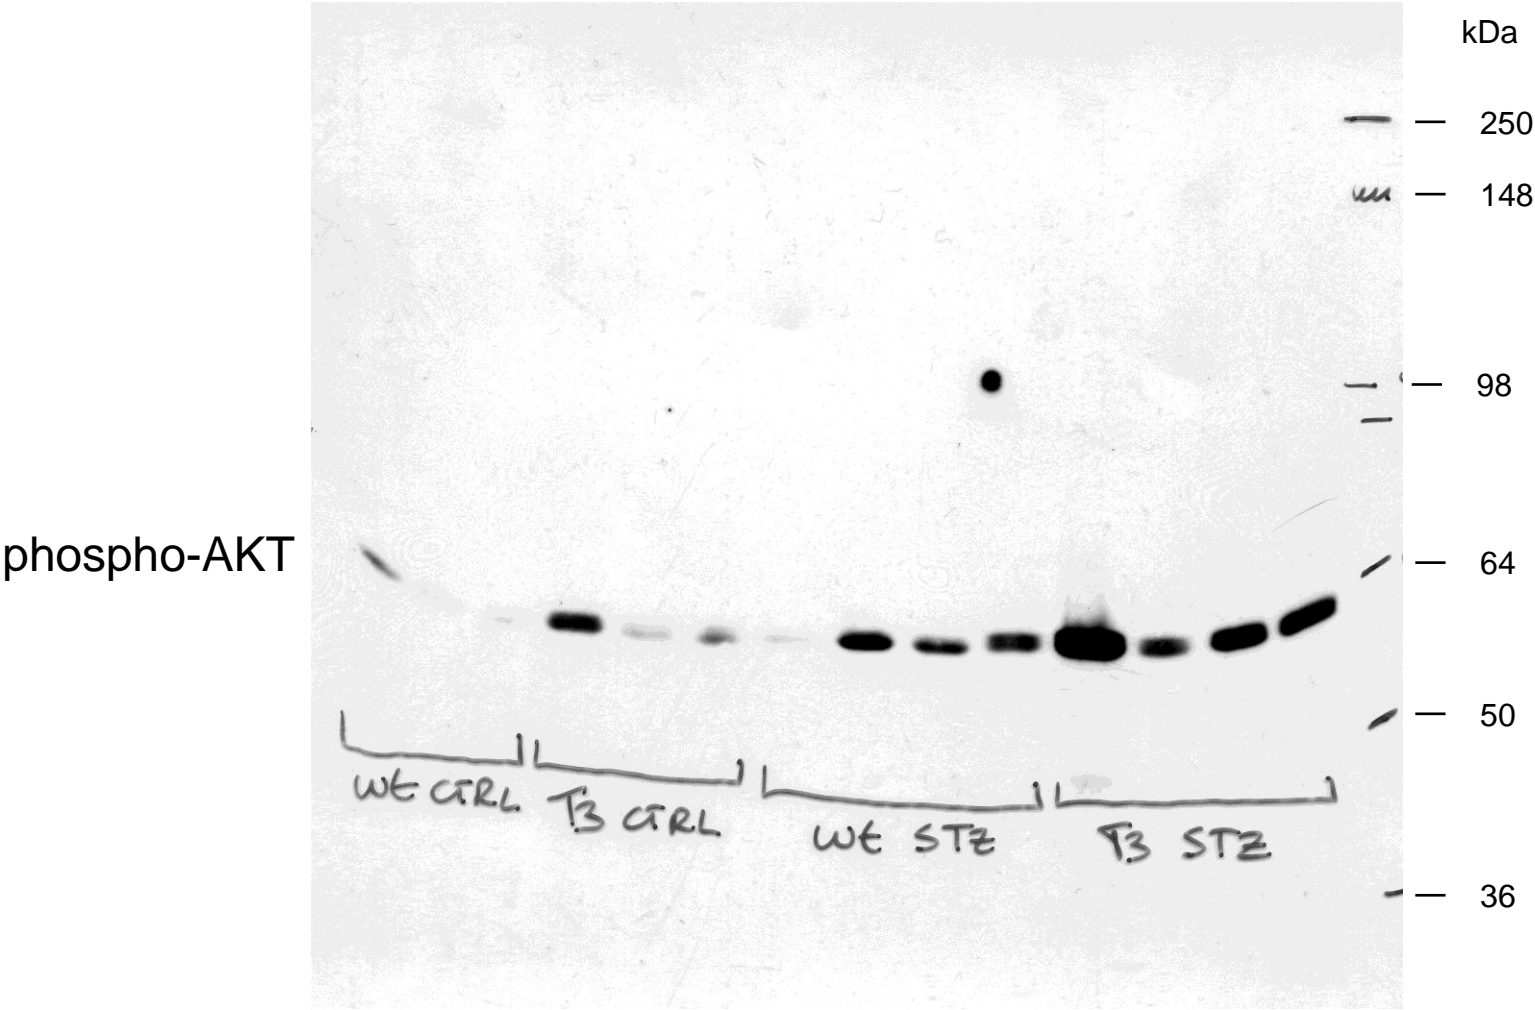

Full unedited gel for Figure 2C (total AKT)

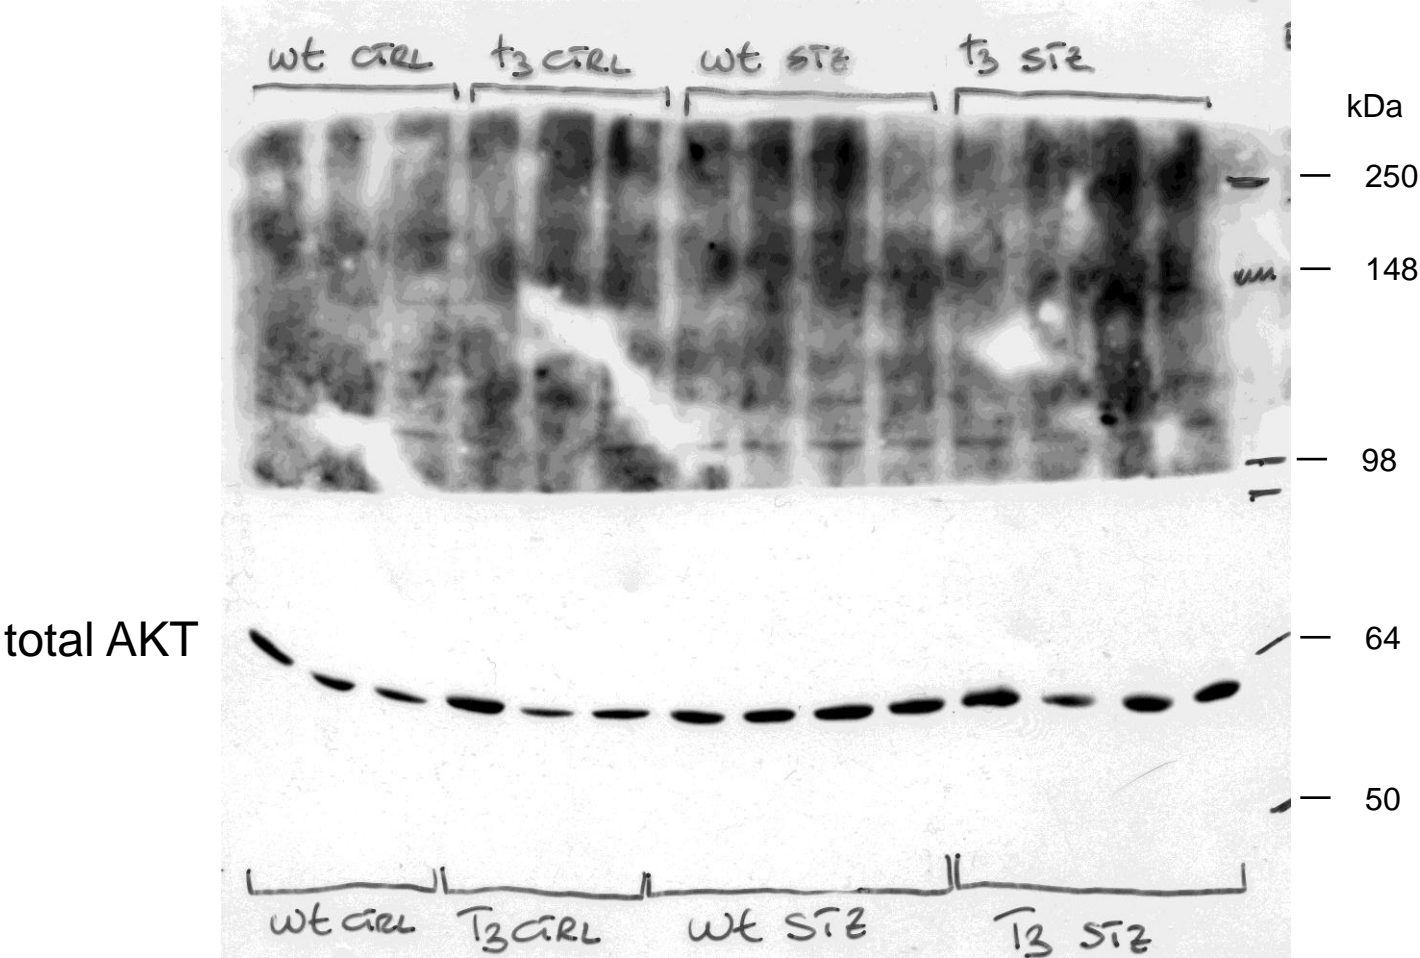

Full unedited gel for Figure 2C (phospho-ERK)

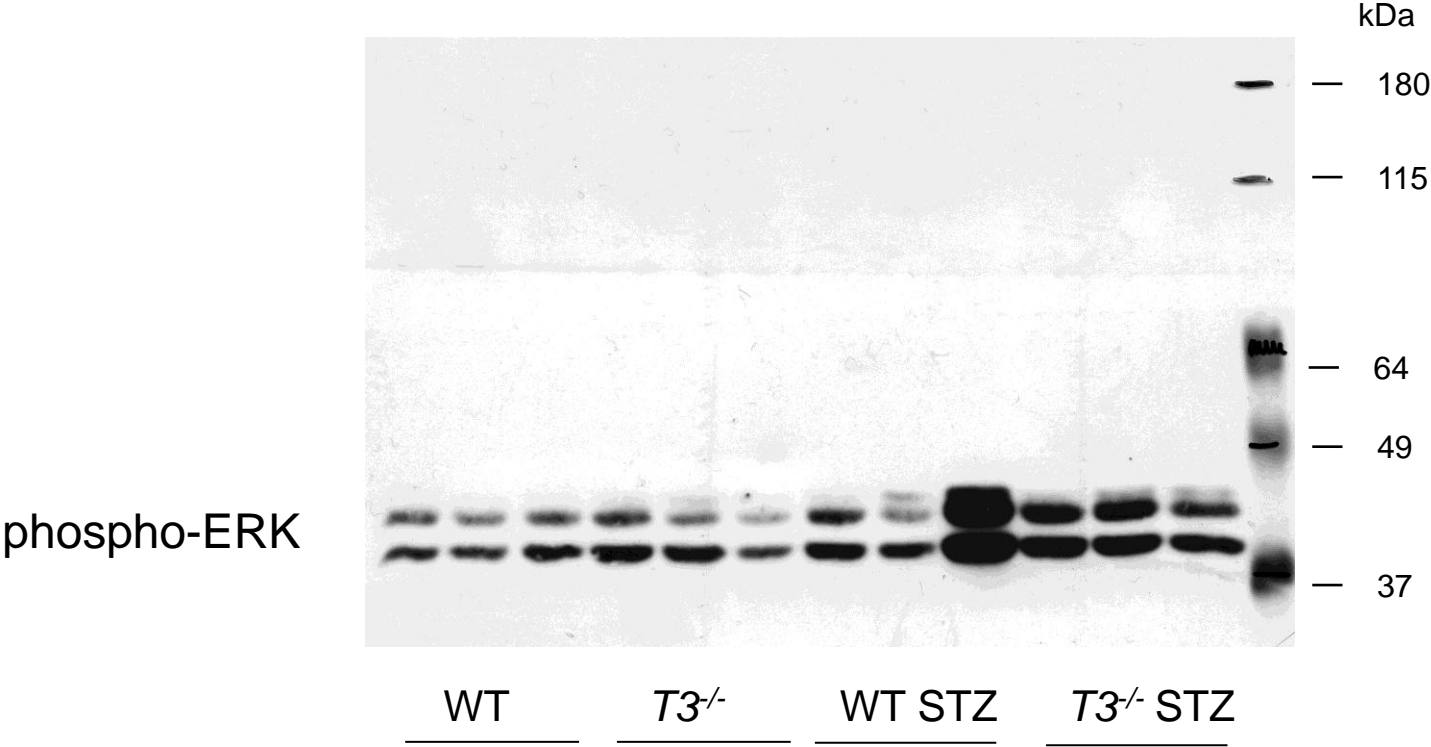

Full unedited gel for Figure 2C (total-ERK)

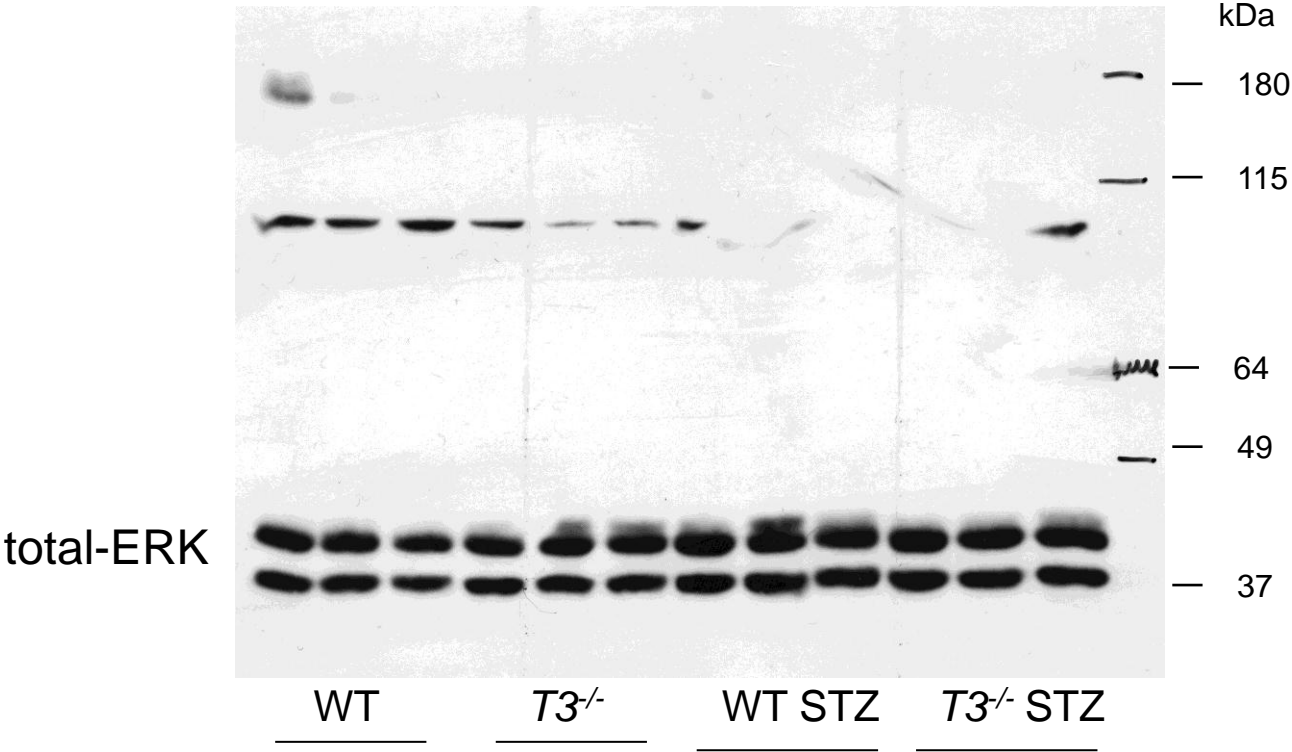

Full unedited gel for Figure 2C (phospho-EGFR)

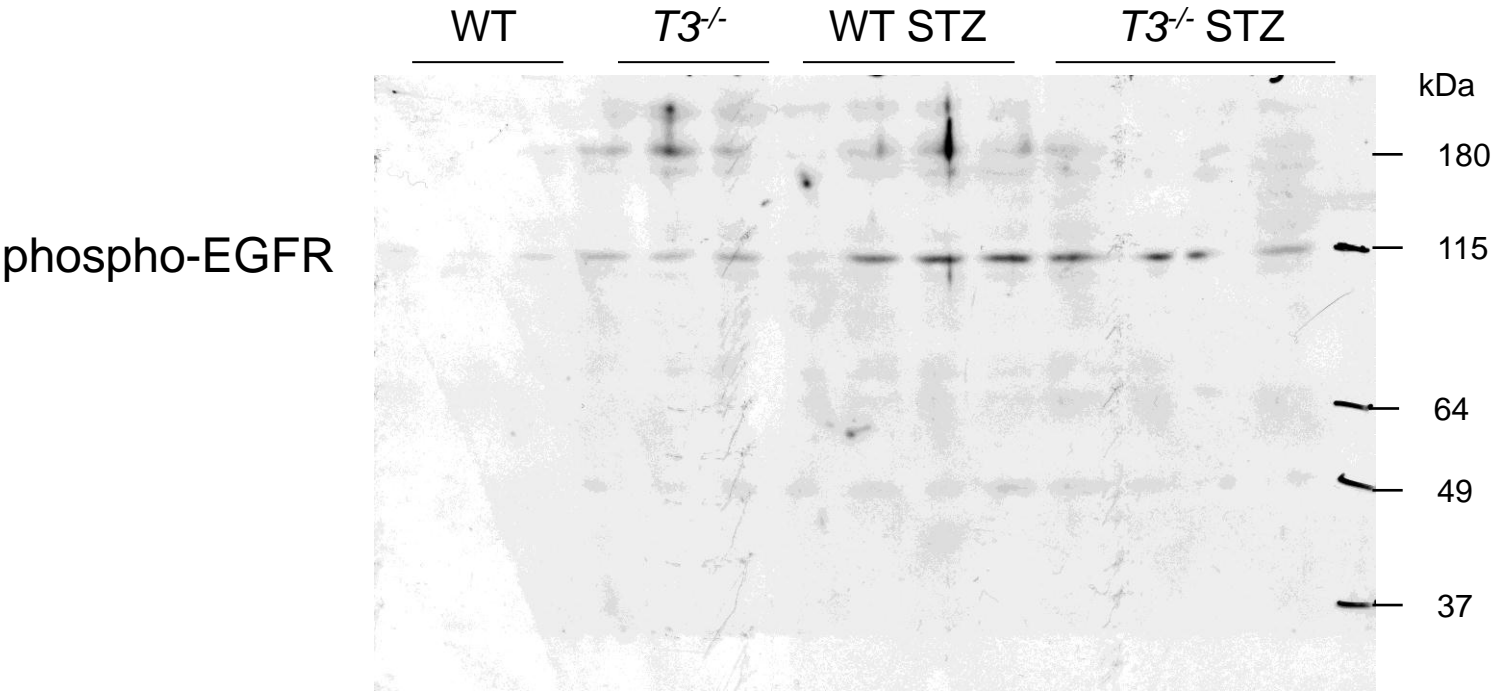

Full unedited gel for Figure 2C (total-EGFR)

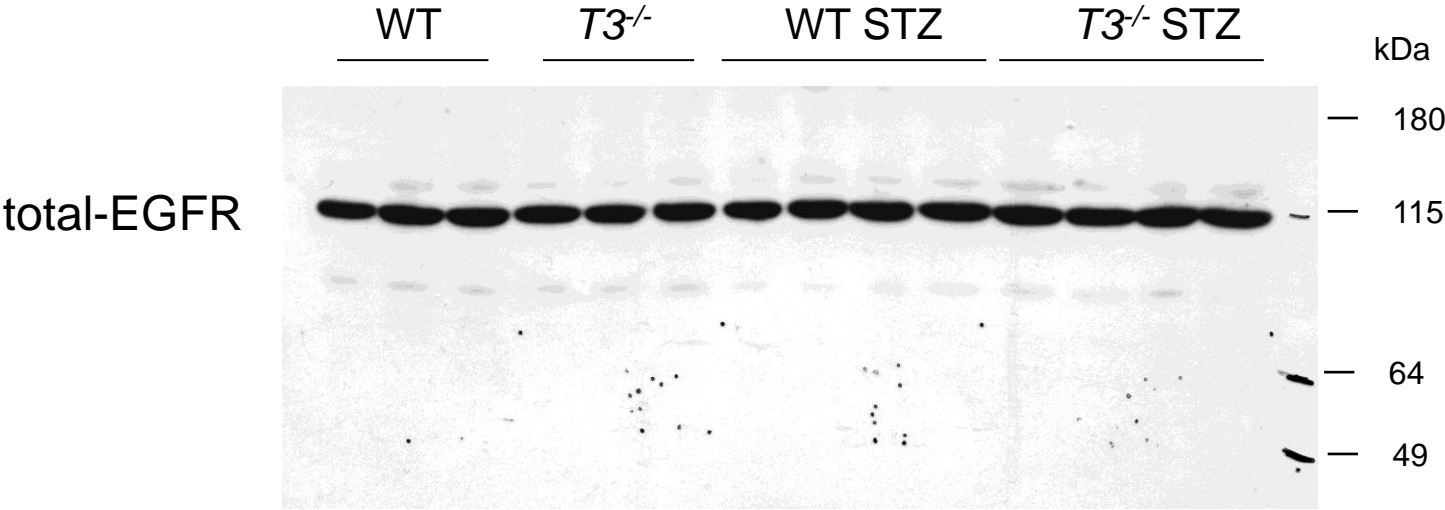

**Supplement:** Supplementary file 2

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 3B (total Foxo and tubulin)

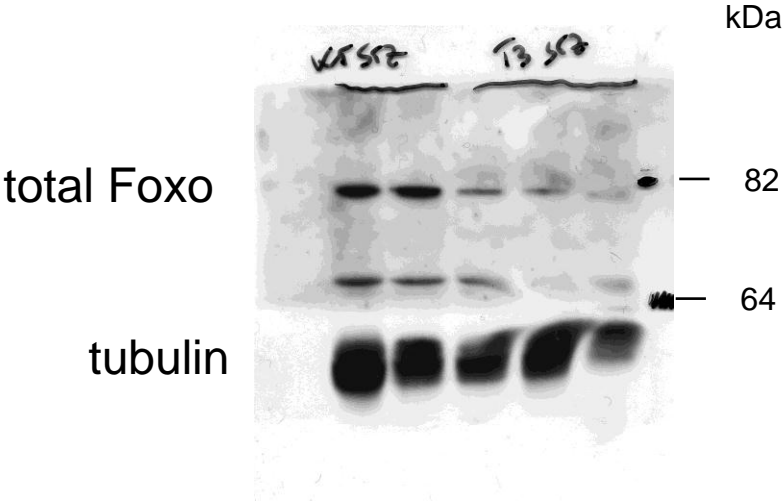

Full unedited gel for Figure 3B (nuclear Foxo)

nuclear Foxo

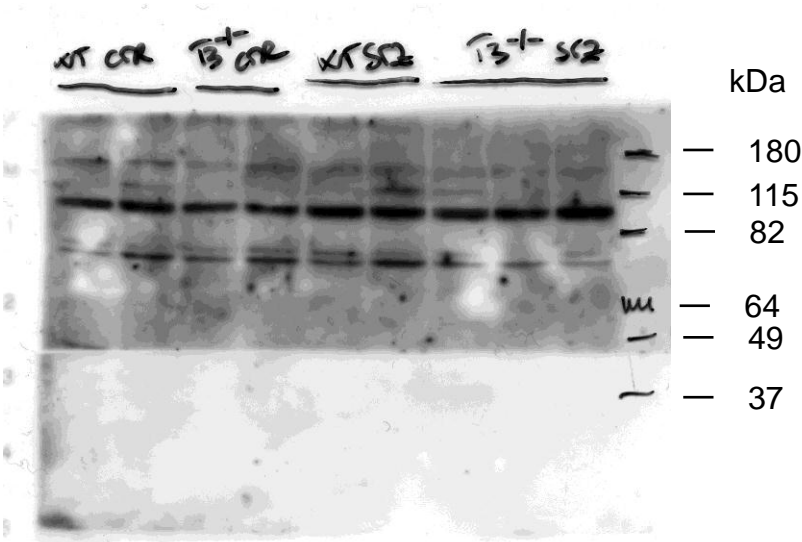

Full unedited gel for Figure 3B (Topoisomerase I)

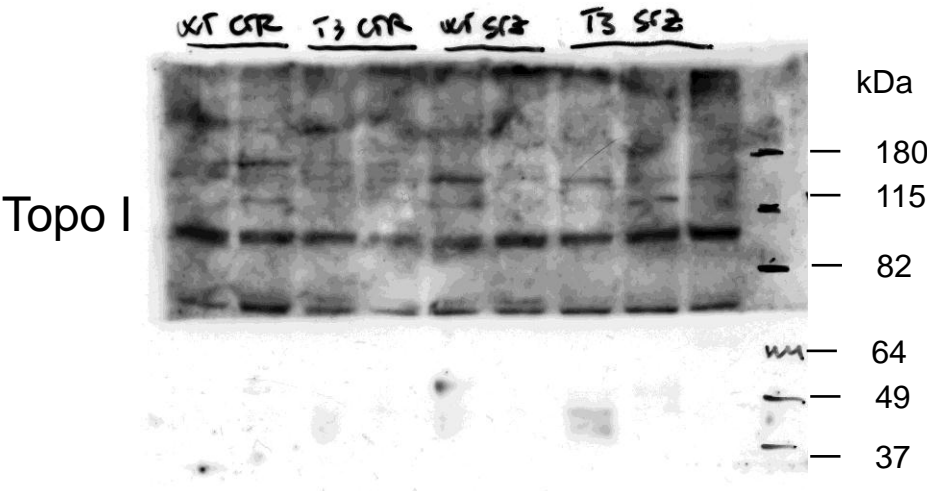

Full unedited gel for Figure 3B (cytoplasmic Foxo)

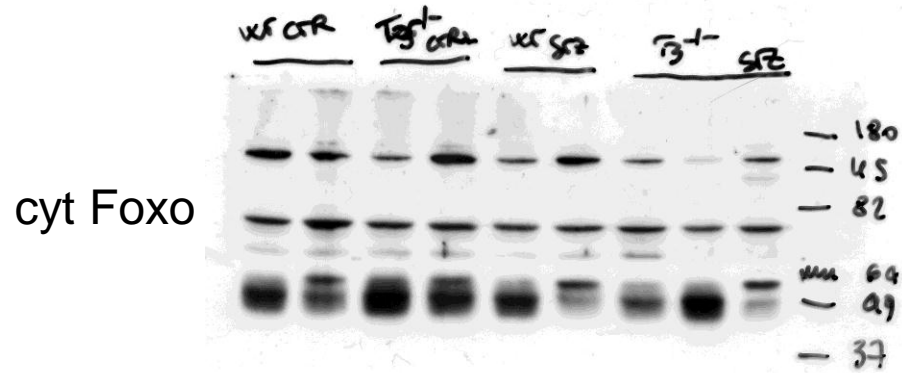

**Supplement:** Supplementary file 3

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 4A (TIMP3, long exposure)

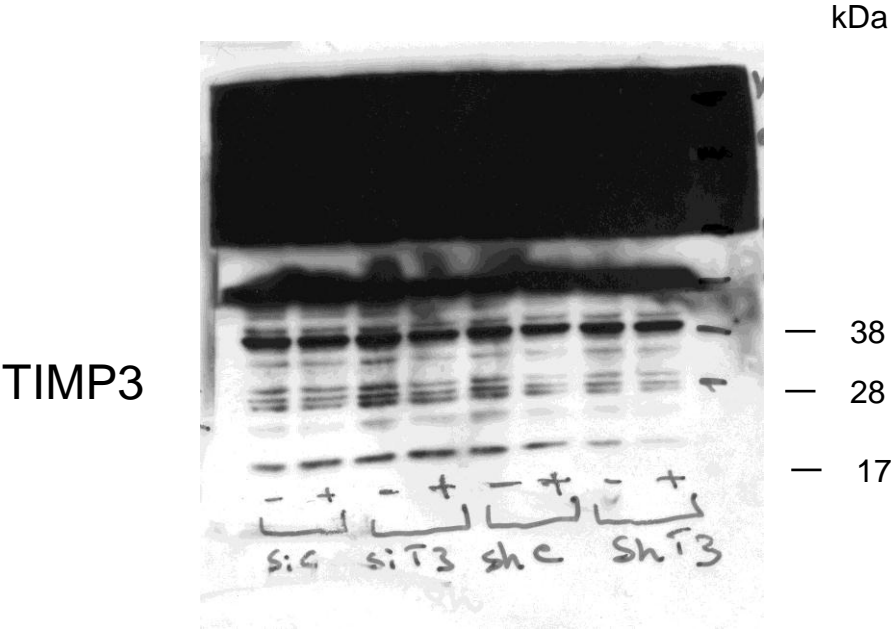

Full unedited gel for Figure 4A (tubulin, short exposure)

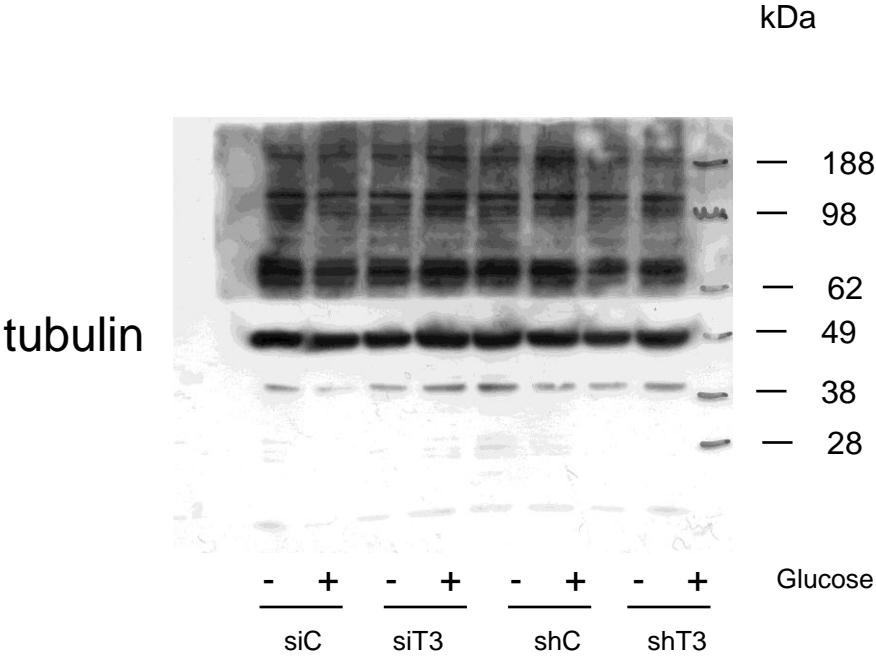

Full unedited gel for Figure 4D (ATG5)

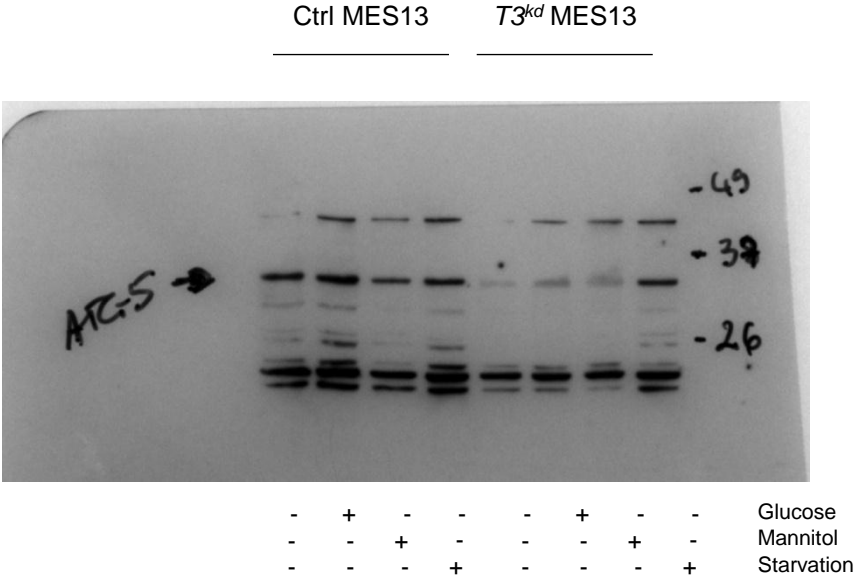

Full unedited gel for Figure 4D (ATG8)

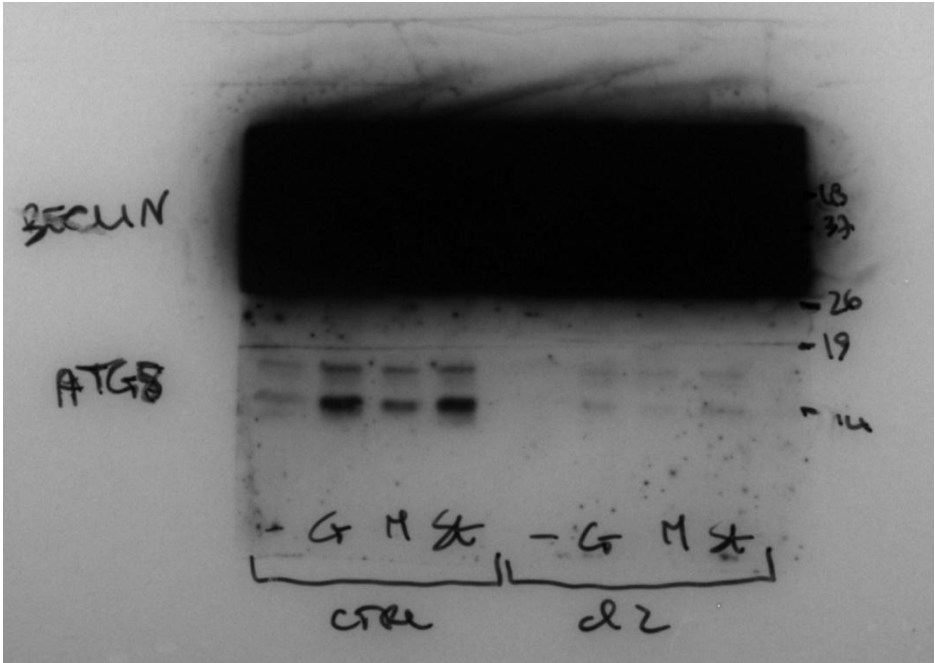

Full unedited gel for Figure 4D (LC3)

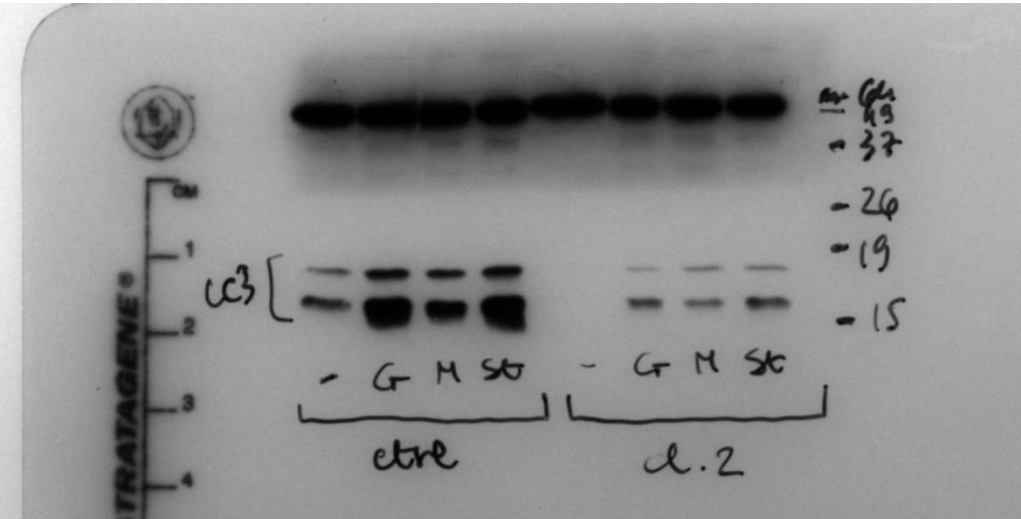

Full unedited gel for Figure 4D (BECLIN)

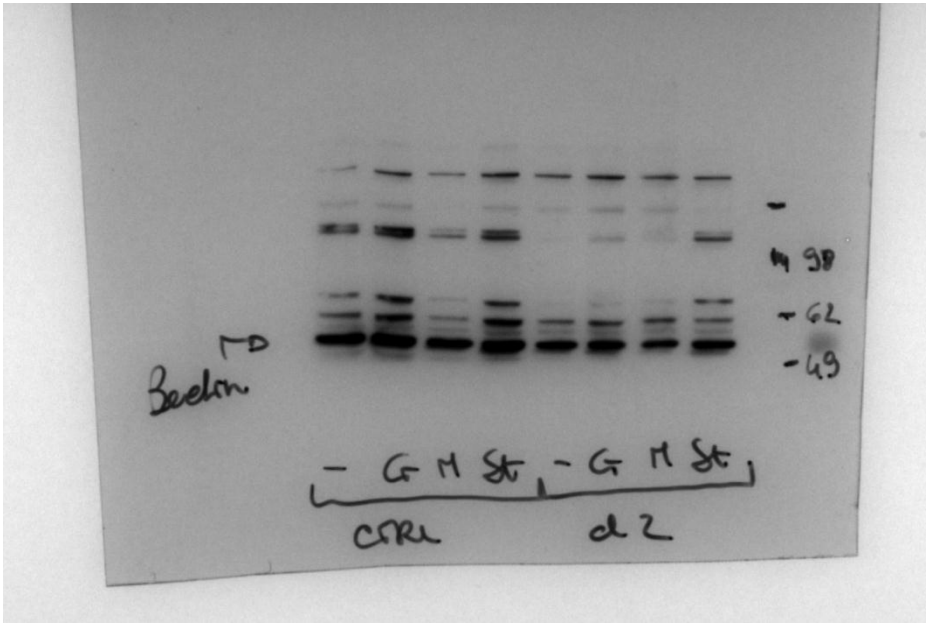

Full unedited gel for Figure 4D (ACTIN)

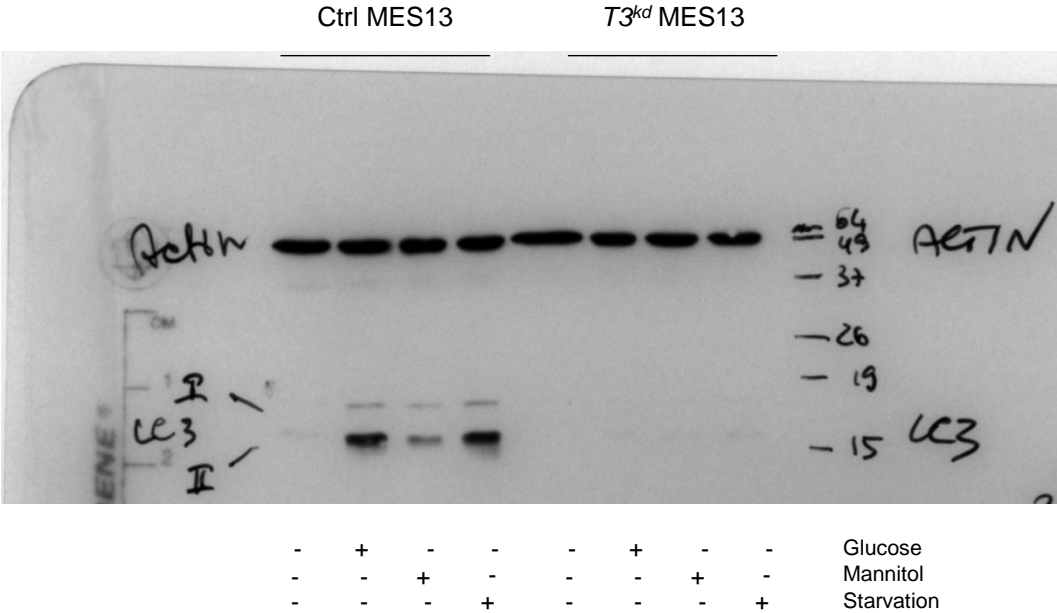

**Supplement:** Supplementary file 4

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475
**Supplement:** Supplementary file 5

Full unedited gel for Figure 5A (total Foxo)

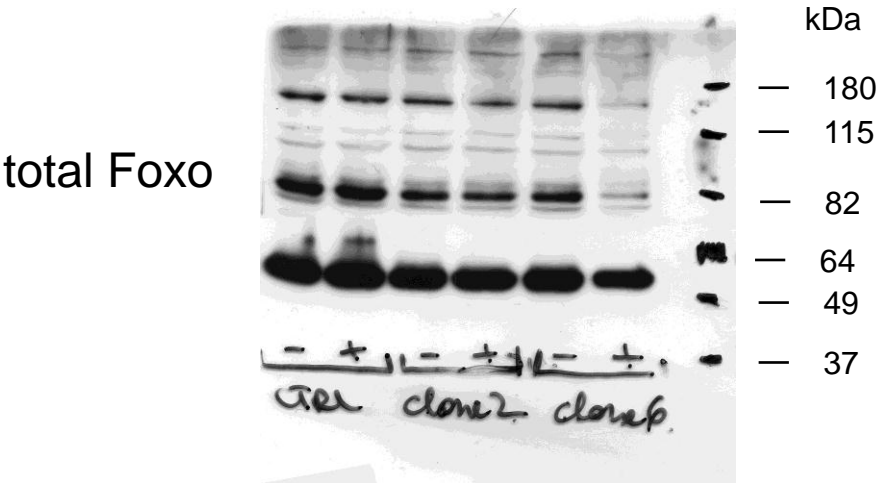

Full unedited gel for Figure 5A (nuclear Foxo)

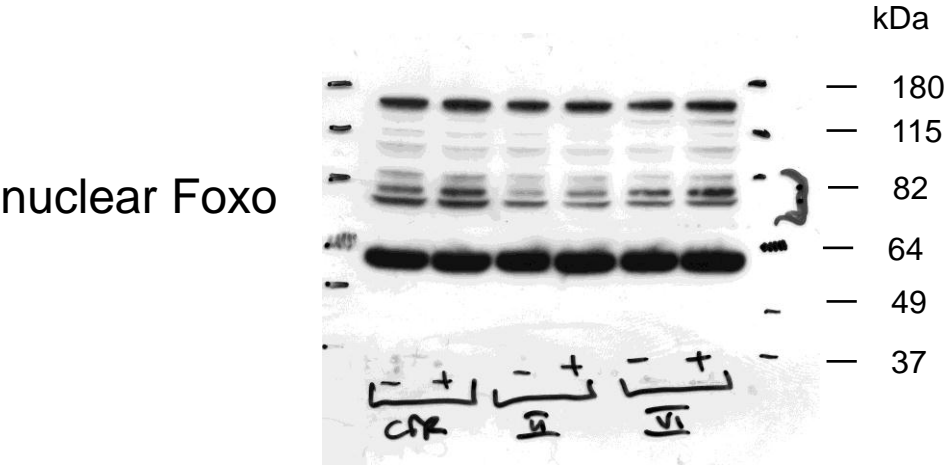

Full unedited gel for Figure 5A (Topoisomerase I)

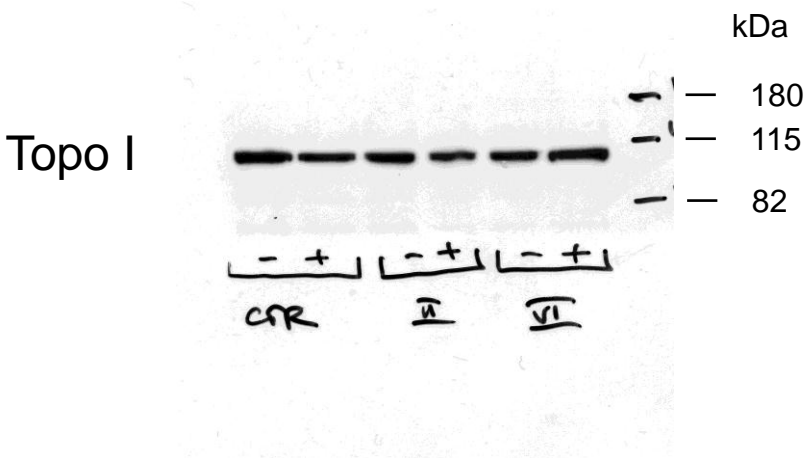

Full unedited gel for Figure 5A (cytoplasmic Foxo)

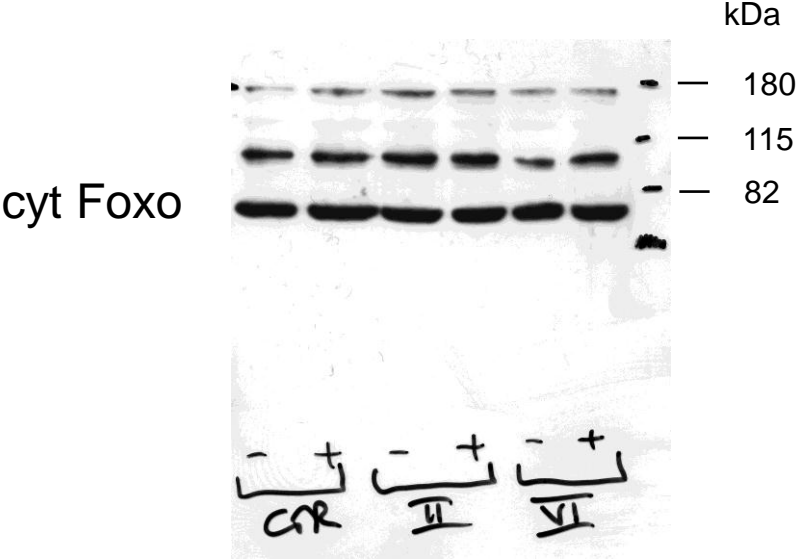

Full unedited gel for Figure 5A (tubulin)

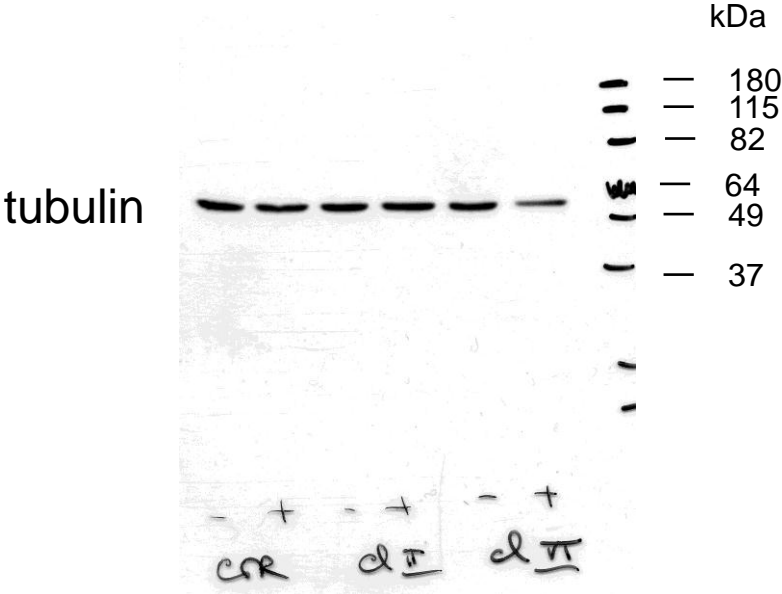

Full unedited gel for Figure 5B (acetyl-Foxo, long exposure)

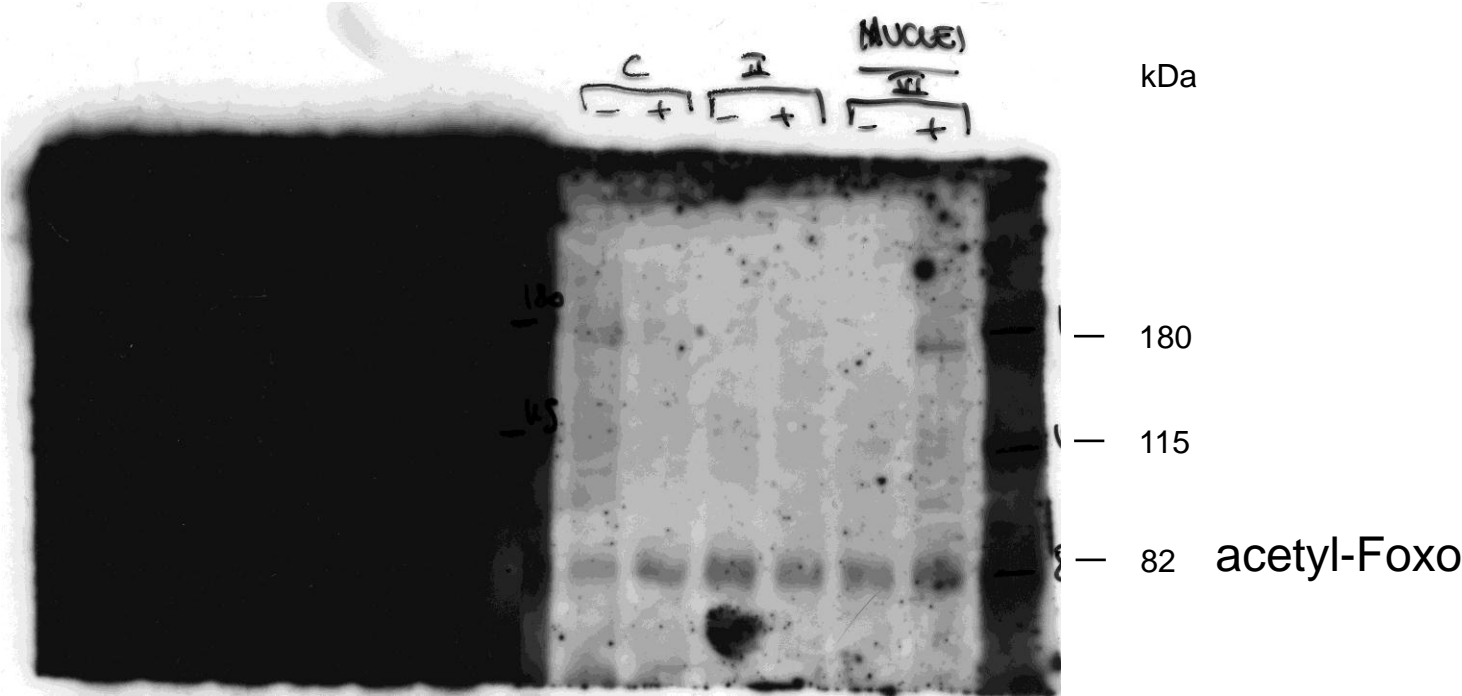

Full unedited gel for Figure 5B (total Foxo, short exposure)

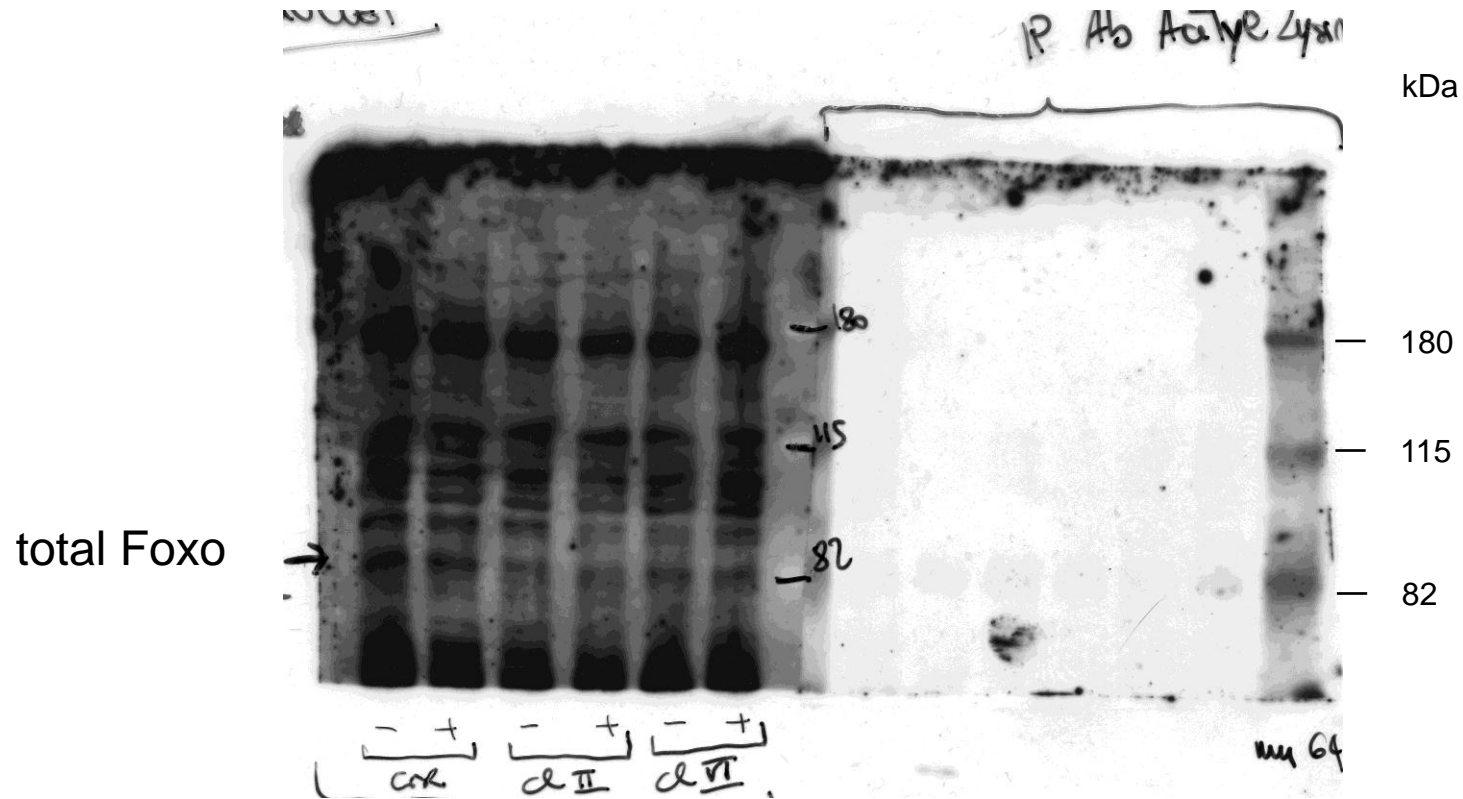

Full unedited gel for Figure 5B (Topoisomerase I)

Topo I

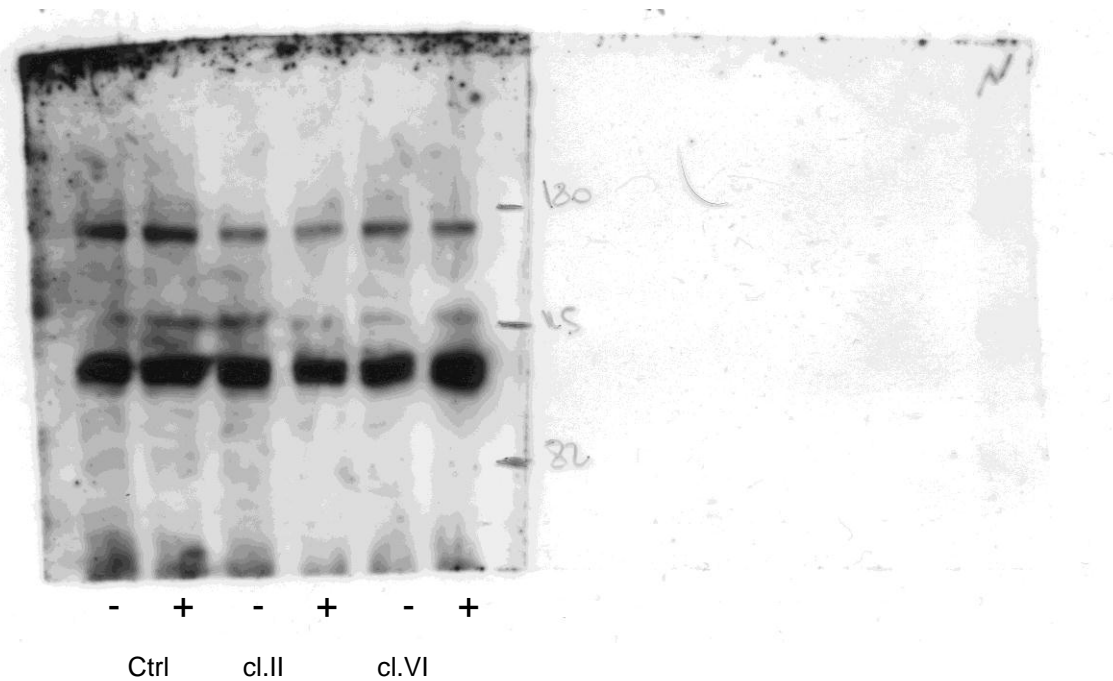

Full unedited gel for Figure 5C (Map1LC3a CHIP)

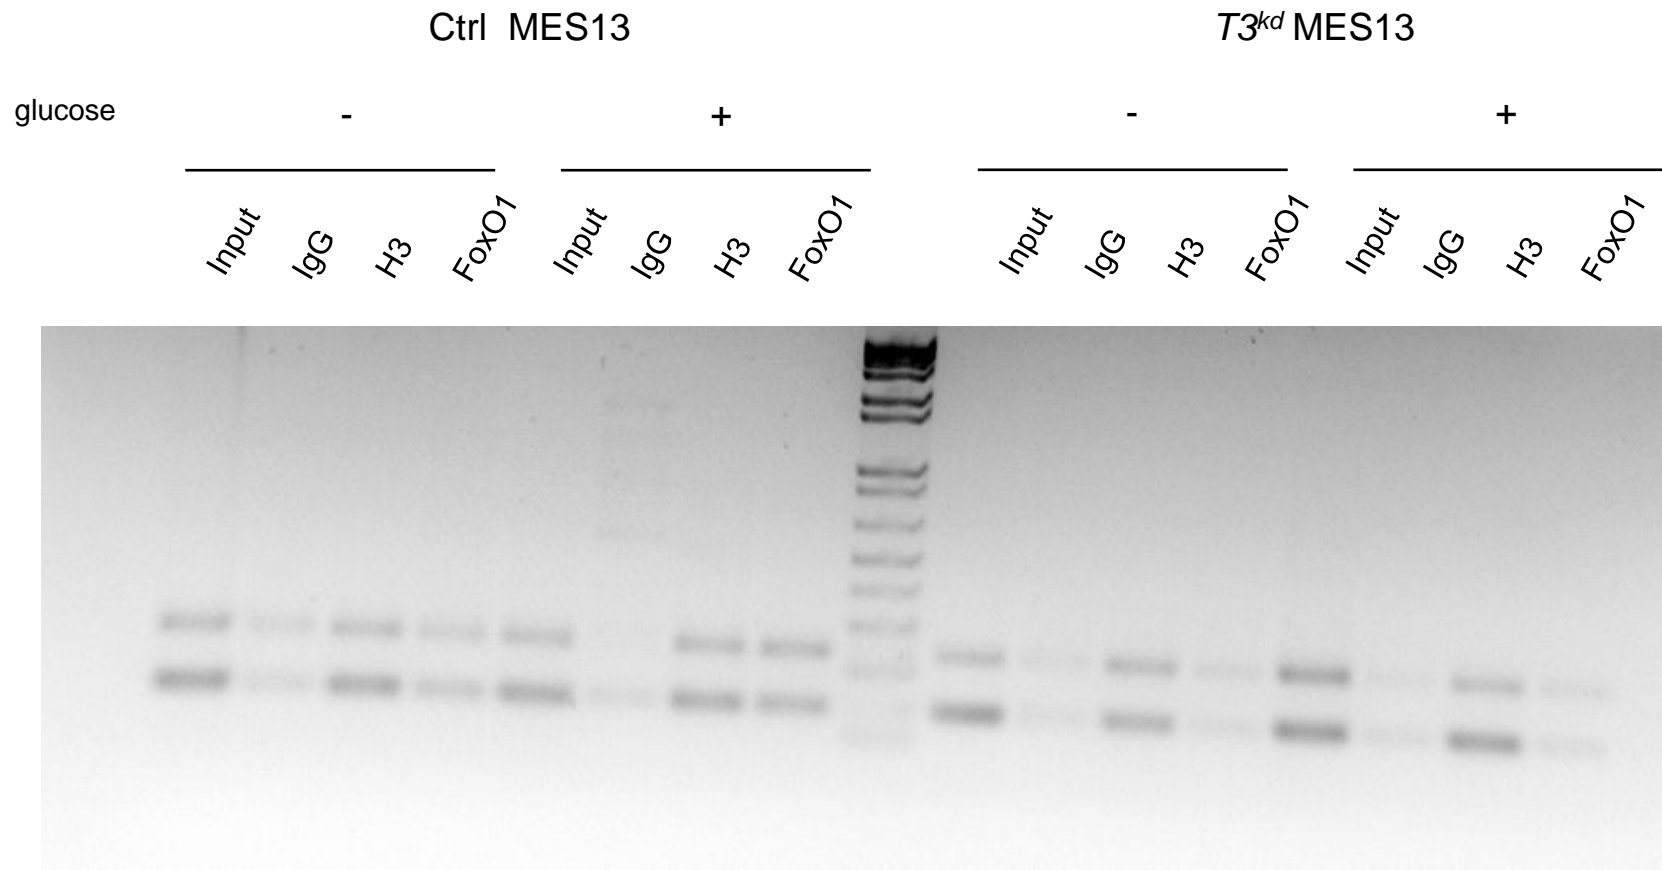

Marker = 1Kb ladder

Full unedited gel for Figure 5C (Gabarapl1 CHIP)

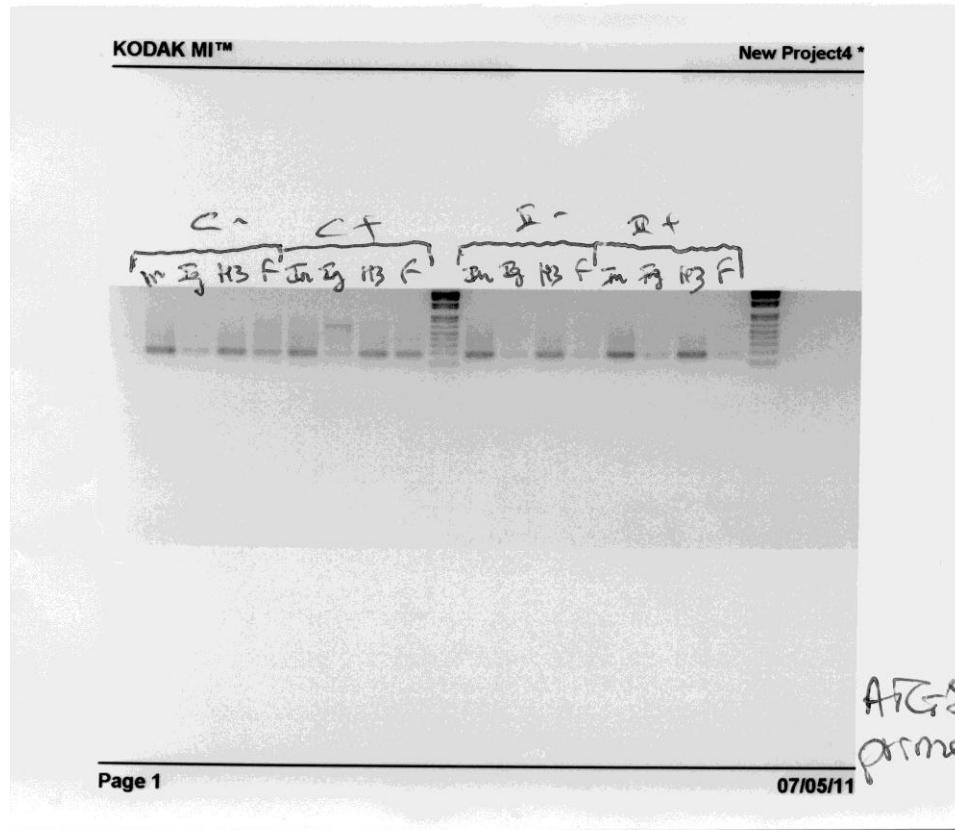

Marker = 1Kb ladder

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 6B (TIMP3)

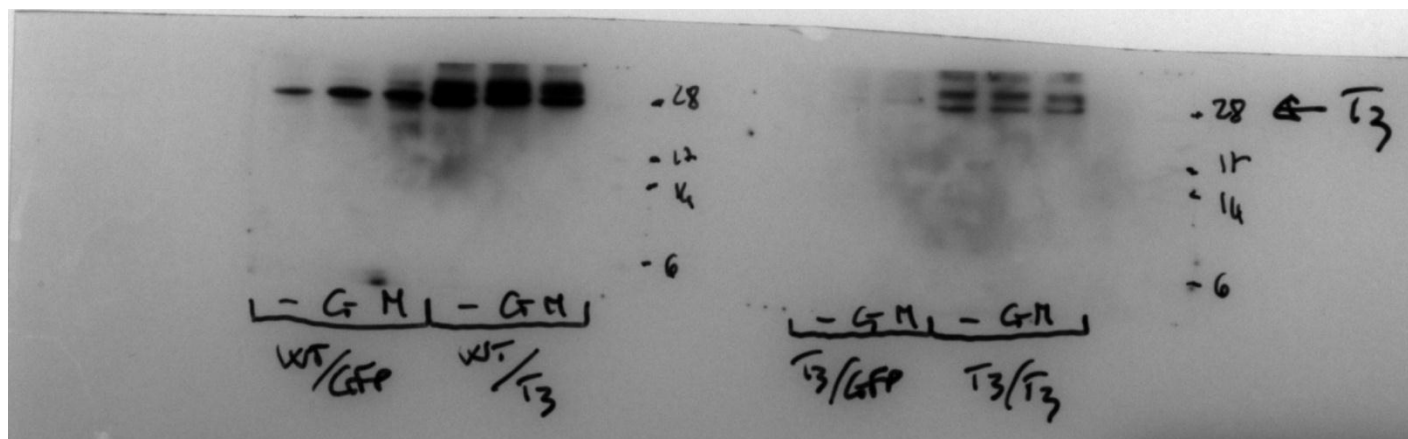

Full unedited gel for Figure 6B (FOXO1)

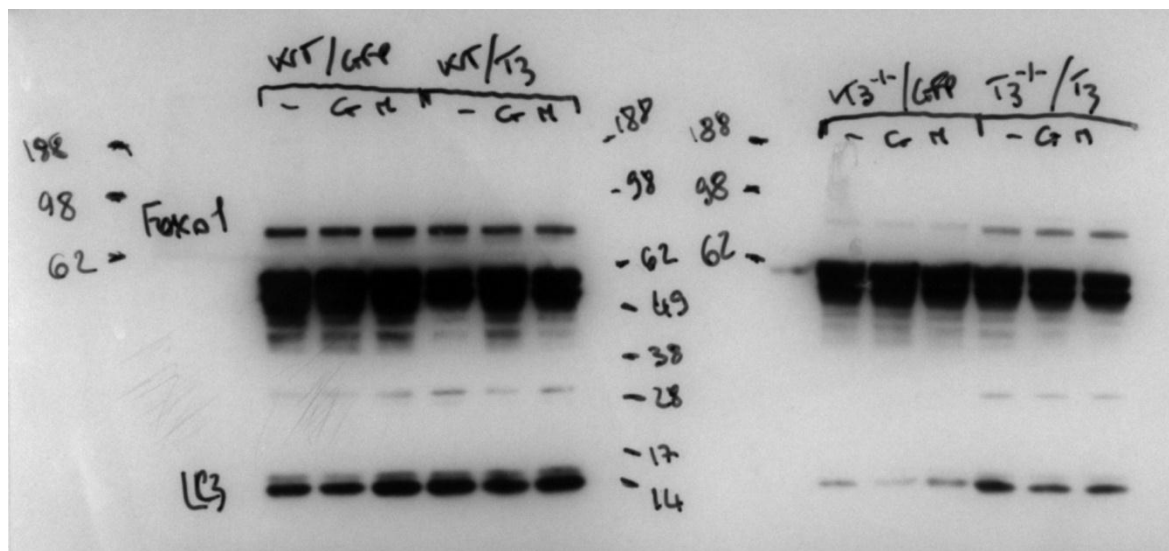

Full unedited gel for Figure 6B (ATG5)

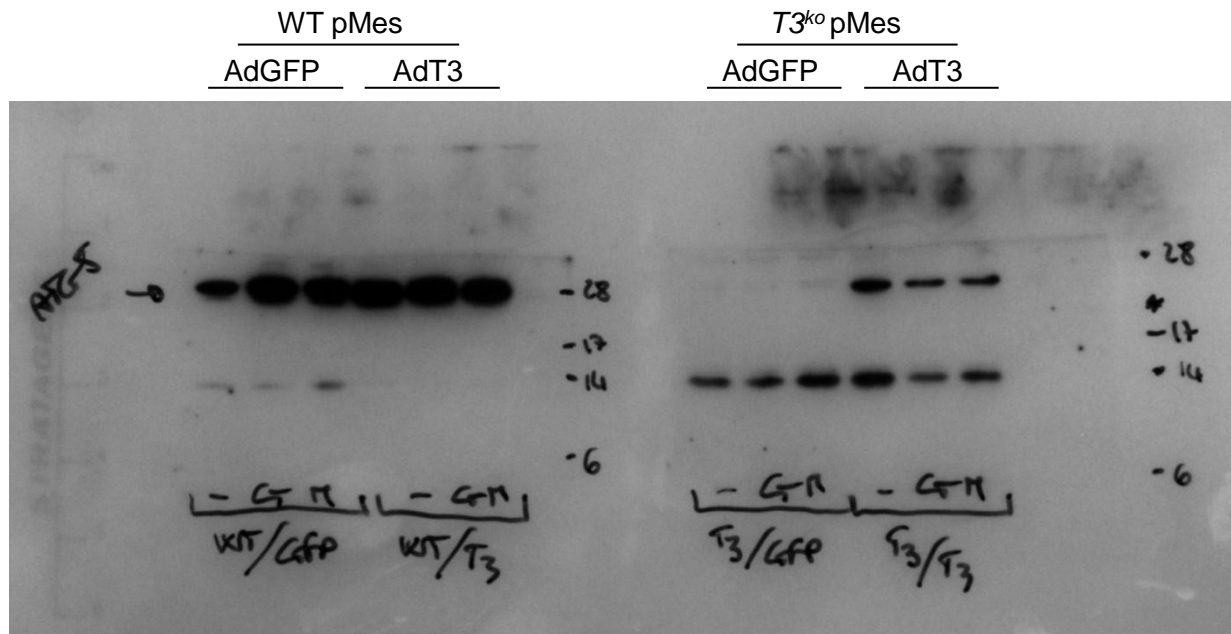

Glucose	-	+	-	-	+	-	-	+	-	-	+	-
Mannitol	-	-	+	-	-	+	-	-	+	-	-	+

Full unedited gel for Figure 6B (ATG8)

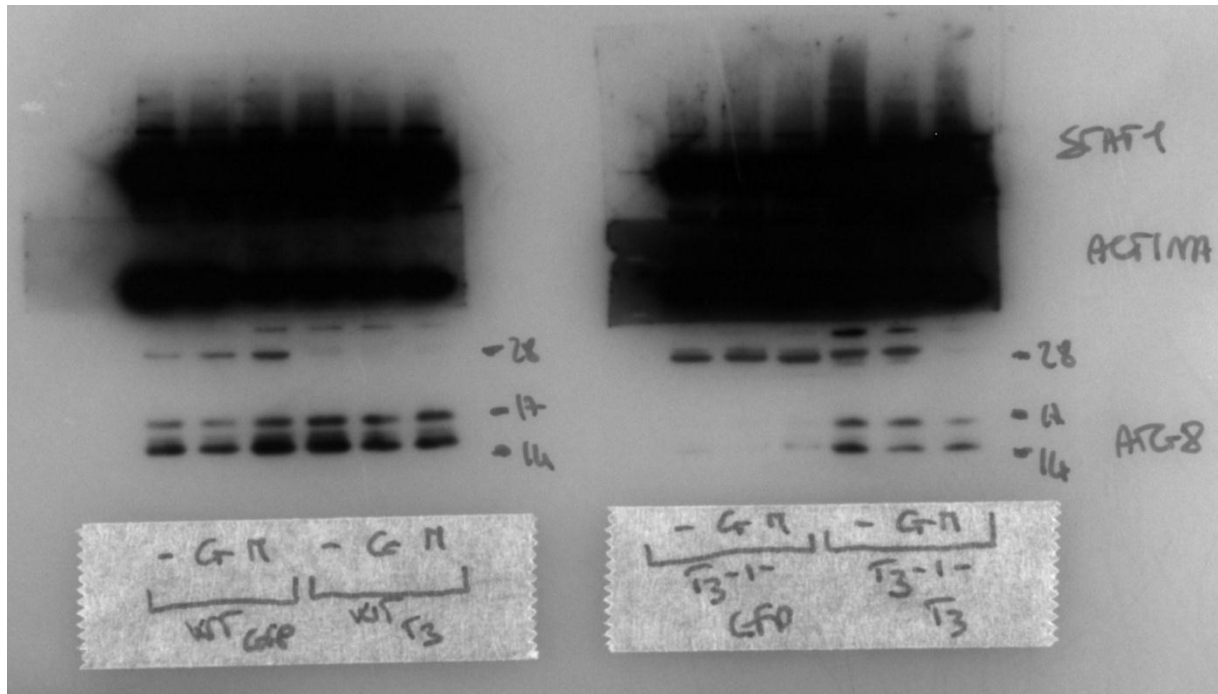

Full unedited gel for Figure 6B (BECLIN)

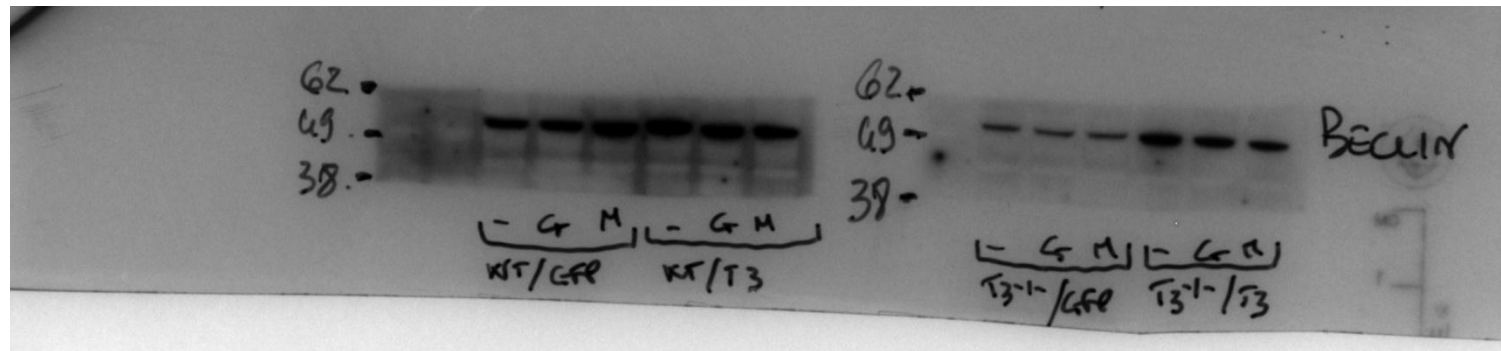

Full unedited gel for Figure 6B (ACTIN)

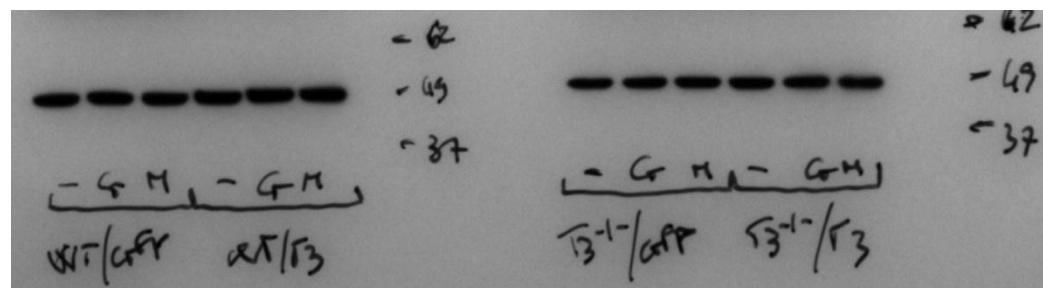

Full unedited gel for Figure 6B (LC3)

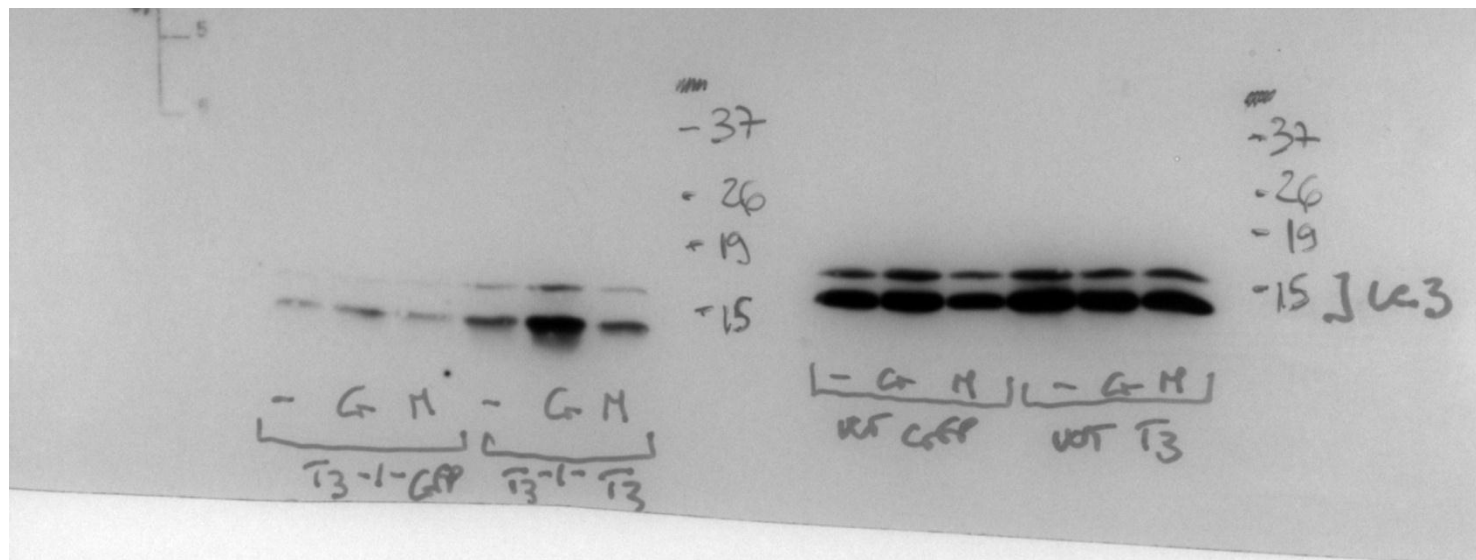

Full unedited gel for Figure 6B (ACTIN, 15%)

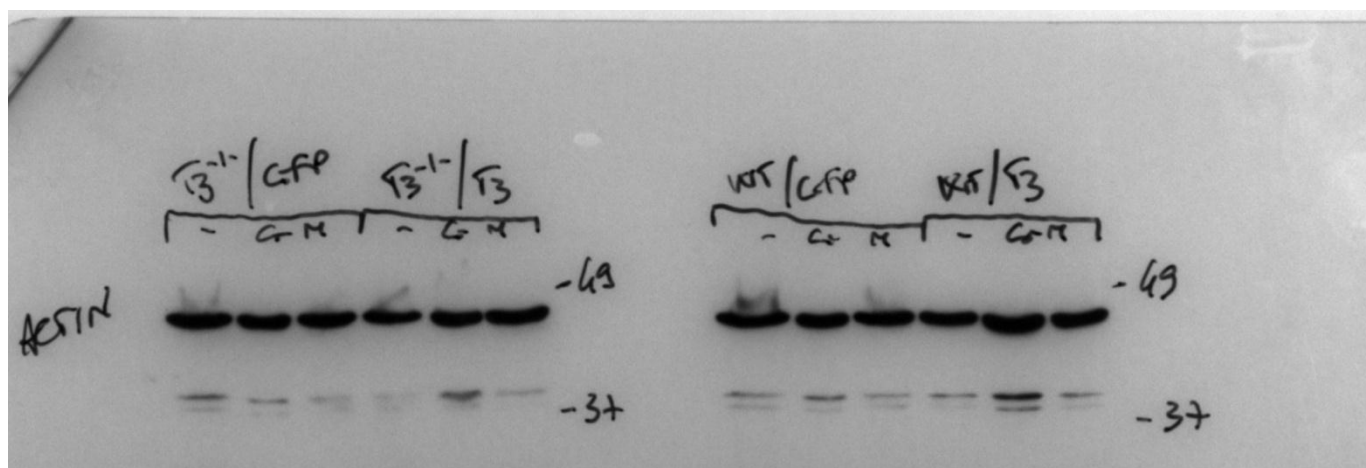

**Supplement:** Supplementary file 6

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475

Full unedited gel for Figure 7B (phospho-STAT1)

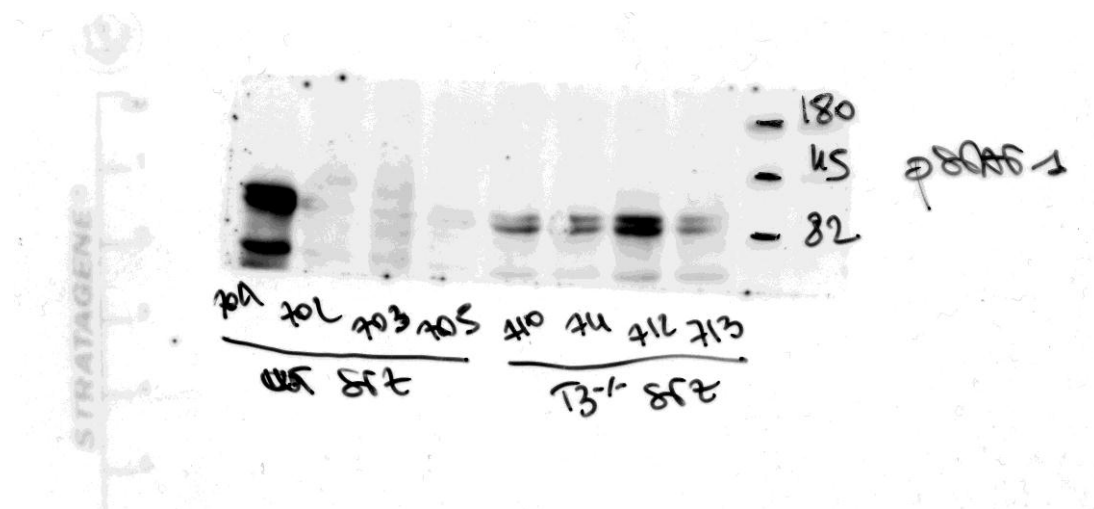

Full unedited gel for Figure 7B (total STAT1)

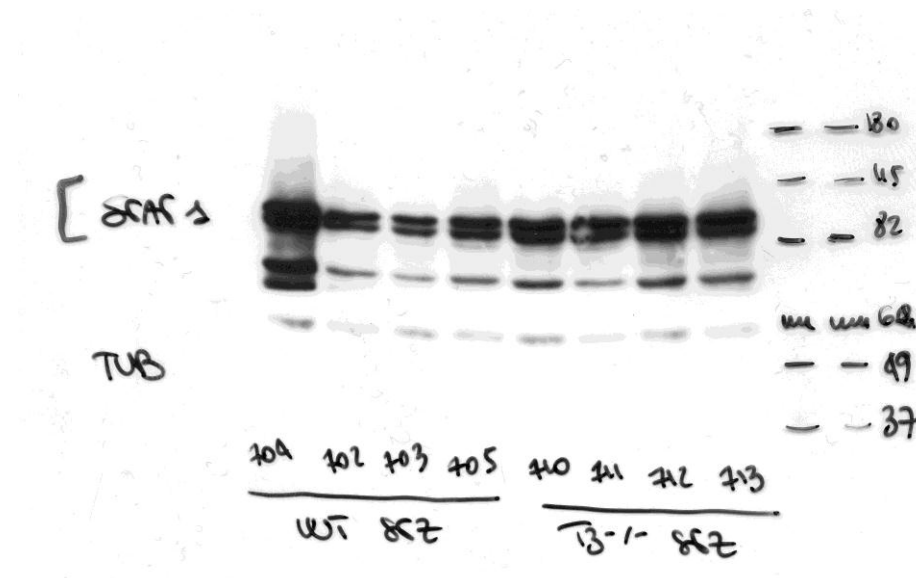

Full unedited gel for Figure 7B (tubulin)

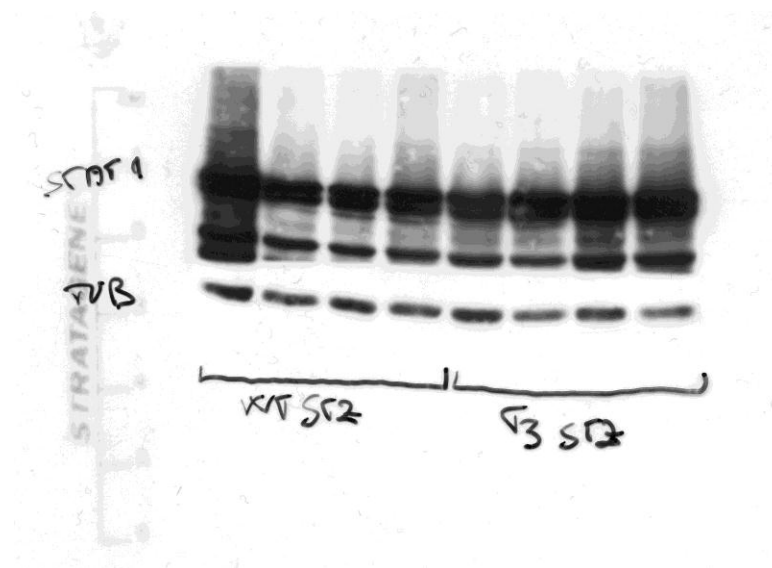

Full unedited gel for Figure 7E (STAT1 and ACTIN)

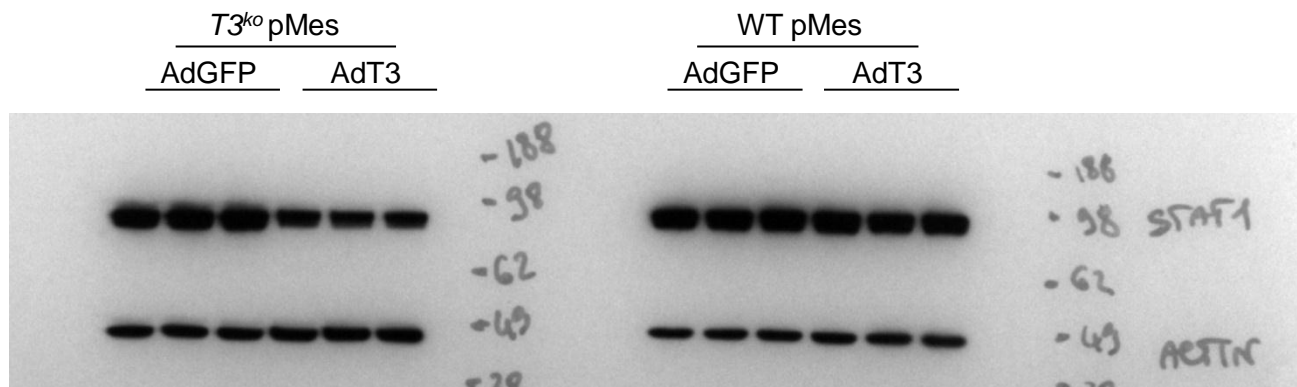

Glucose	-	+	-	-	+	-	-	+	-	-	+	-
Mannitol	-	-	+	-	-	+	-	-	+	-	-	+

Full unedited gel for Figure 7F (STAT1)

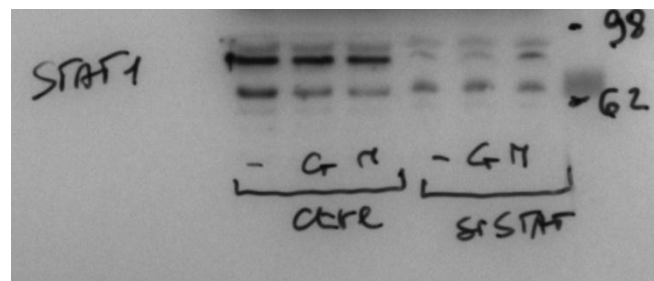

Full unedited gel for Figure 7F (ACTIN)

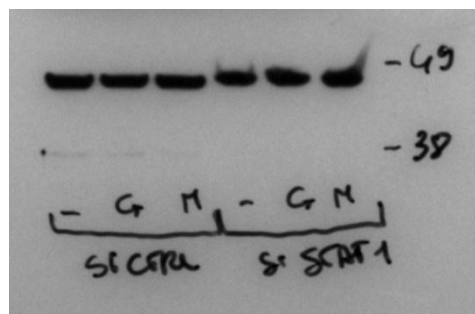

**Supplement:** Supplementary file 7

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475
**Supplement:** Supplementary file 8

Supplemental Information

Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay

Loredana Fiorentino, Michele Cavallera, Stefano Menini, Valentina Marchetti Maria Mavilio, Marta Fabrizi, Francesca Conserva, Viviana Casagrande, Rossella Menghini, Paola Pontrelli, Ivan Arisi, Mara D'Onofrio, Davide Lauro, Rama Khokha, Domenico Accili, Giuseppe Pugliese, Loreto Gesualdo, Renato Lauro and Massimo Federici

Table of contents:

Figure S1: TIMP3 expression in kidney of normoglycemic and diabetic WT mice.

Figure S2: Renal features of WT and *Timp3*^{-/-} mice after STZ treatment.

Figure S3: PAS staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S4: Histological features of WT and *Timp3*^{-/-} diabetic kidney.

Figure S5: MCP-1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S6: F4/80 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S7: RAGE expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S8: N-Carboxymethyl-lysine (CML) expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S9: Nitrotyrosine expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S10: NOX4 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S11: Expression profiling of kidneys from diabetic WT and *Timp3*^{-/-} mice.

Figure S12: FOXO1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S13: FOXO1 expression in the tubular compartment of diabetic WT and *Timp3*^{-/-} mice.

Figure S14: Modulation of FOXO target genes.

Figure S15: Signal transduction pathways unchanged by TIMP3 deficiency.

Figure S16: Immunofluorescence for LC3A/B in *T3*^{kd} and control MES13 cells.

Figure S17: Characterization of *T3*^{kd} cells.

Figure S18: Rescue of FoxO1 and its targets in *T3*^{kd} MES13 cells infected with FoxO1-ADA adenovirus.

Figure S19: ADAM17 activity in *T3*^{ko} primary mesangial cells.

Figure S20: Immunofluorescence for LC3A/B in *T3*^{ko} and control pMes cells infected with GFP or TIMP3 adenovirus.

Figure S21: STAT1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Figure S22: STAT1 expression in kidney from healthy and diabetic subjects.

Figure S23: FOXO1 expression in kidney from healthy and diabetic subjects.

Supplemental Table 1. Metabolic parameters of WT and *Timp3*^{-/-} mice used in the study.

Supplemental Table 2. Selection of differentially expressed transcripts in kidneys of diabetic WT and *Timp3*^{-/-} mice.

Supplemental Table 3. Metabolic parameters of healthy subjects and diabetic patients.

Supplemental Table 4. List of mouse (A) and human (B) primers used for real time PCR.

Supplemental methods:

List of mouse Real time PCR primers.

Animal models and induction of diabetes.

Histological analysis and quantification of renal lesions.

Supplemental Figures:

Supplemental Figure 1

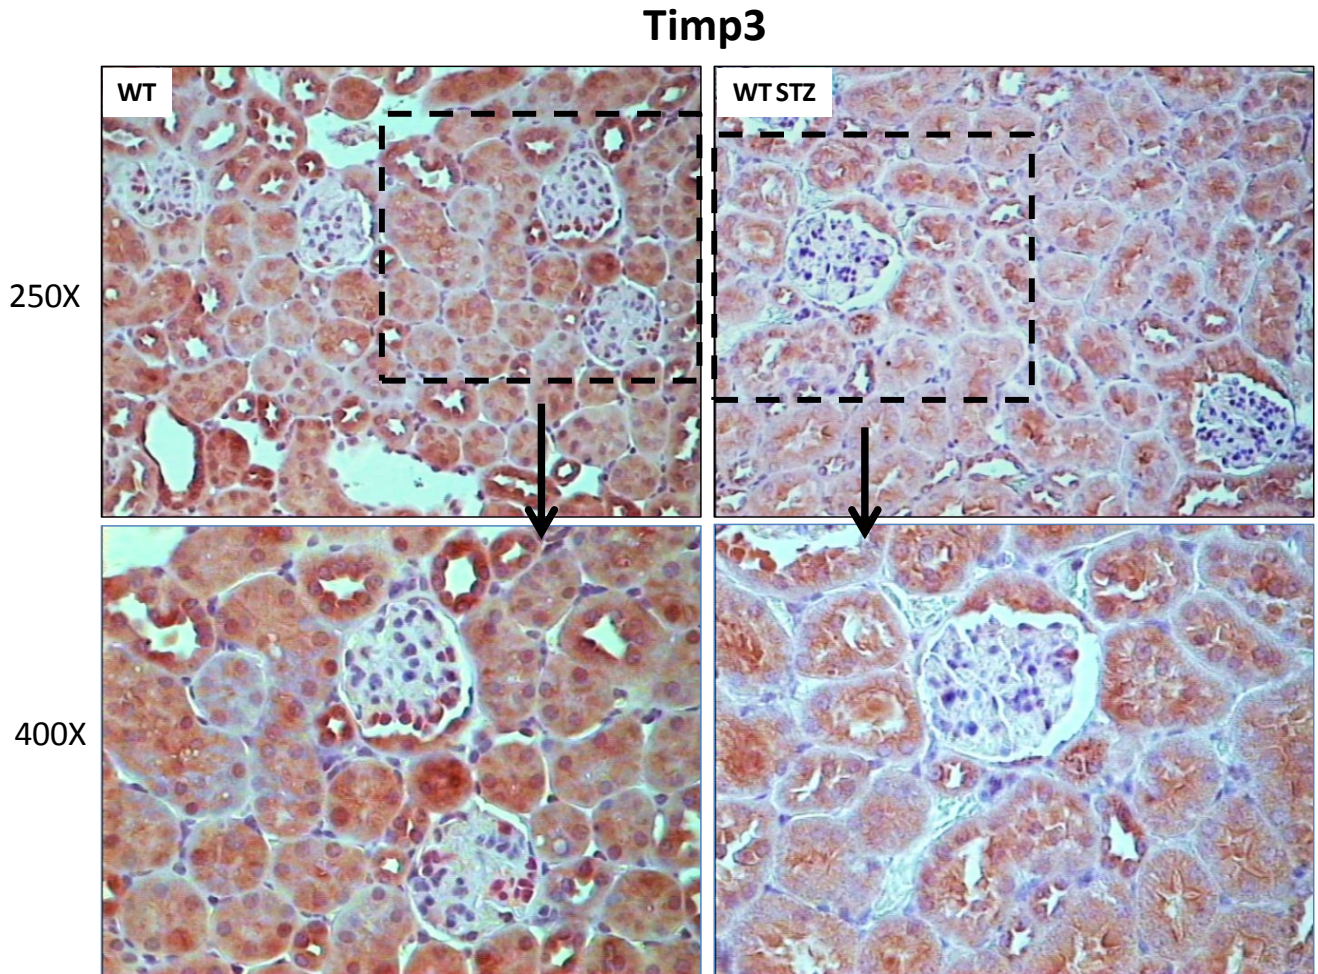

Supplemental Figure 1: TIMP3 expression in kidney of normoglycemic and diabetic WT mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT mice showing a decrease in TIMP3 expression in diabetic conditions. Magnification 250x (top panels) and 400x (bottom panels).

Supplemental Figure 2

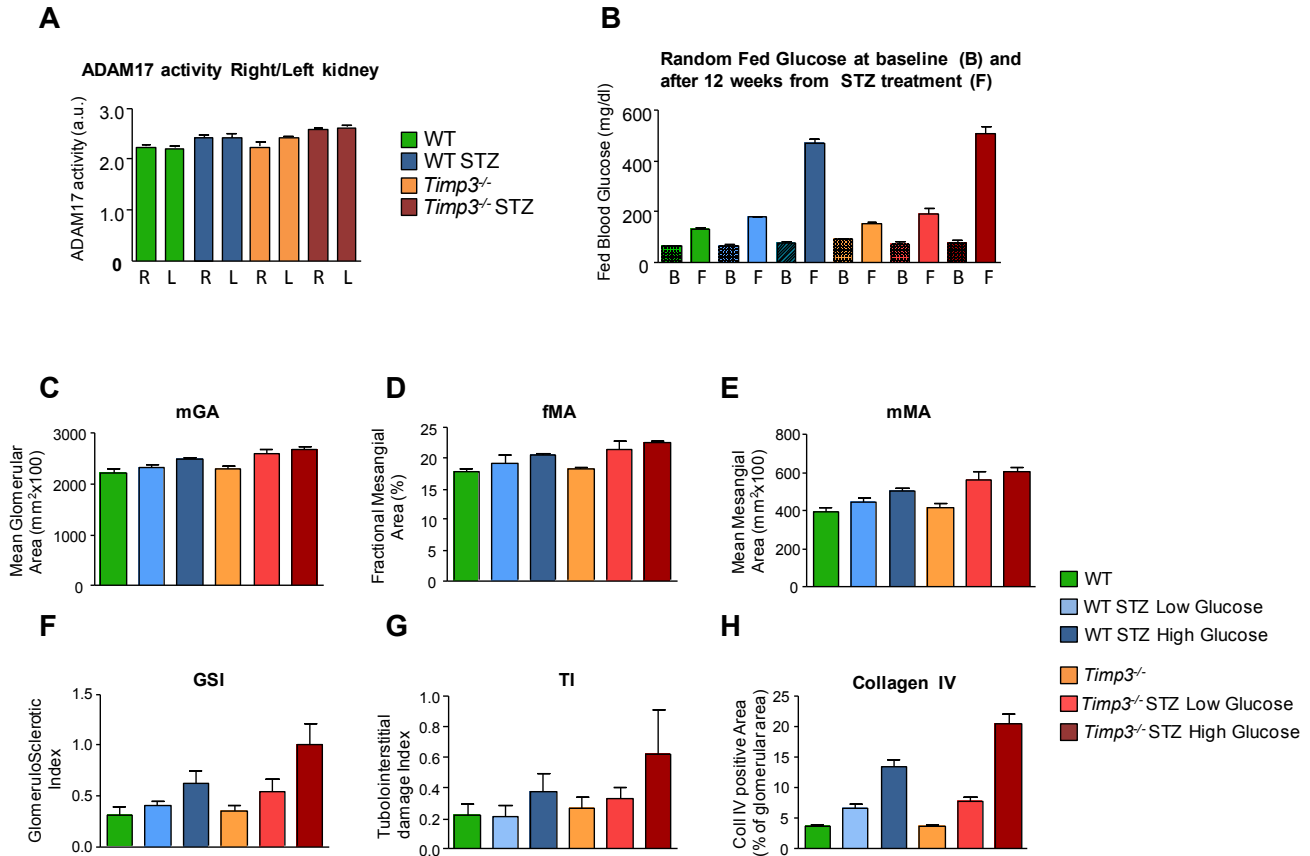

Supplemental Figure 2: Renal features of WT and *Timp3*^{-/-} mice after STZ treatment. (A) Fluorimetric measurement of ADAM17 proteolytic activity in right and left kidneys of healthy and diabetic WT and *Timp3*^{-/-} mice (n=6). (B) Glycemic values of WT and *Timp3*^{-/-} mice (either resistant, STZ LG, and sensible, STZ HG, to STZ treatment) compared to untreated control (n=6) at baseline (B) and after 12 weeks from STZ treatment. (C-G) Assessment of kidney damage in the same groups of mice described in B, estimated by mean glomerular area (mGA) (C), fractional mesangial areas (fMA) (D), mean mesangial areas (mMA) (E), glomerulosclerosis index (GSI) (F), tubulointerstitial damage index (TI) (G) (n=6 for all). (H) Evaluation of collagen IV positive areas in kidney from the same groups of mice described in B (n=6).

Supplemental Figure 3

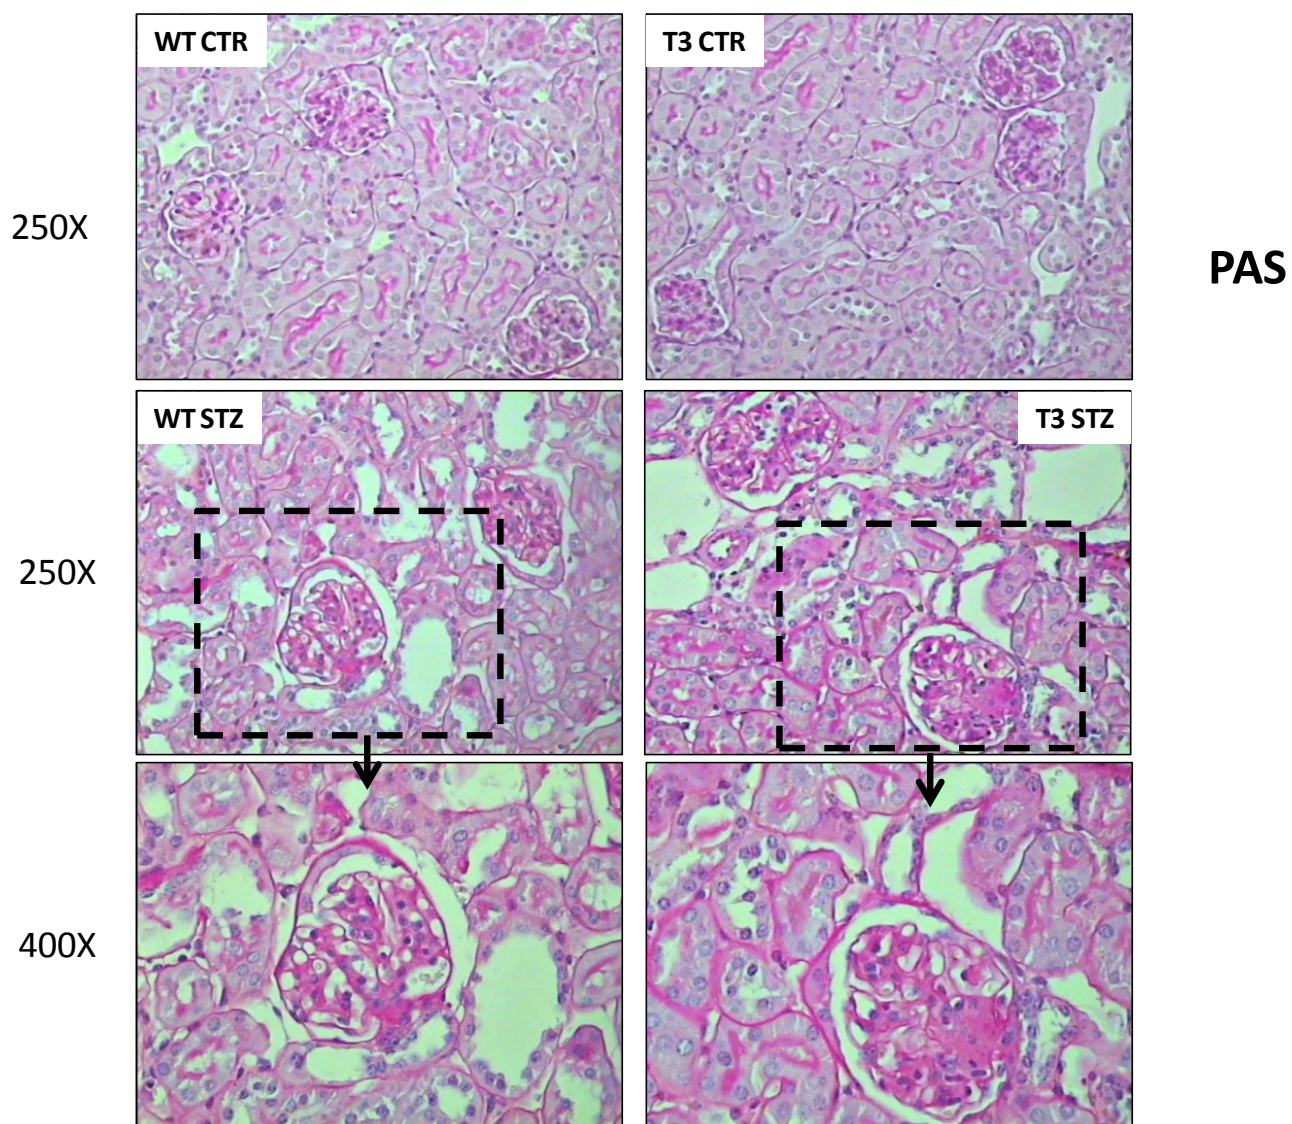

Supplemental Figure 3. PAS staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice.

Supplemental Figure 4

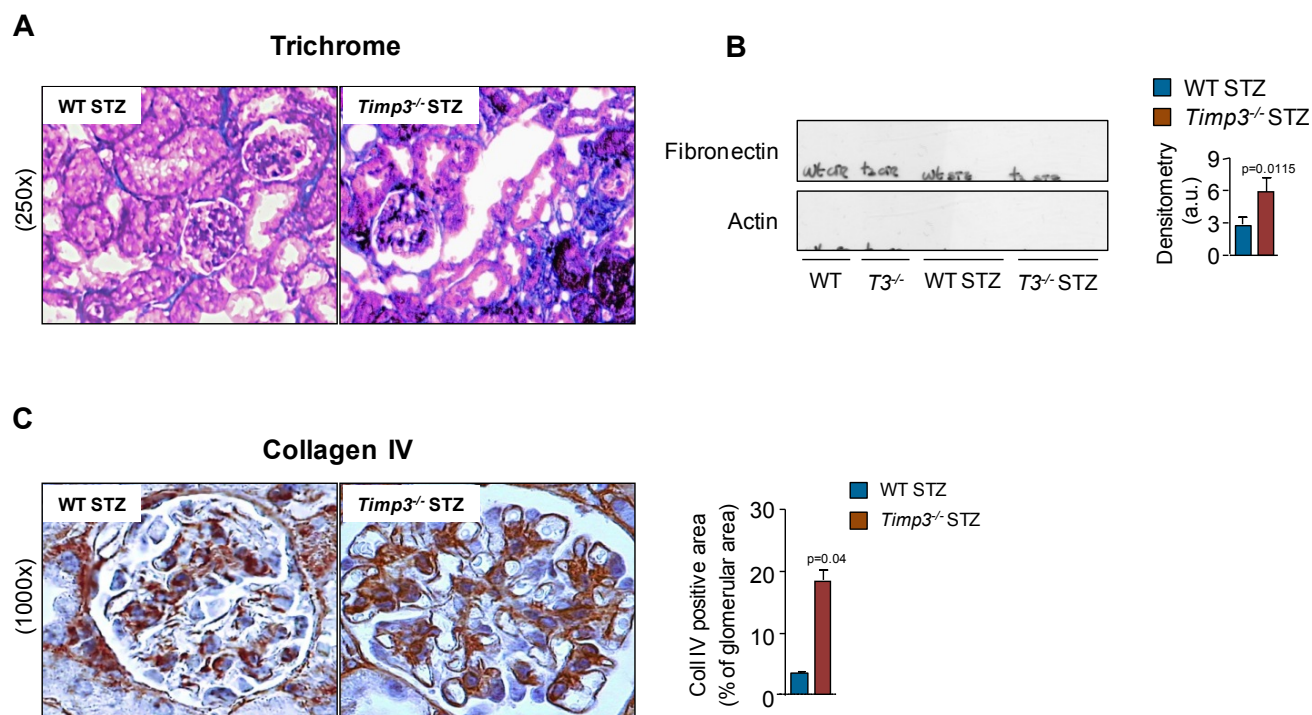

Supplemental Figure 4: Histological features of WT and $Timp3^{-/-}$ diabetic kidney. (A and C) Trichrome (A) and collagen IV (C) staining of kidney sections from diabetic WT and $Timp3^{-/-}$ mice. Picture magnification is shown on the left. Quantification of collagen IV positive area is shown (n=6, Student's t test). **(B)** Representative western blot of lysates from healthy and diabetic WT and $Timp3^{-/-}$ kidneys showing increased fibronectin expression in STZ-treated $Timp3^{-/-}$ mice. Actin was used as a loading control. Densitometric analysis of results is shown on the right (n=6, Student's t test).

Supplemental Figure 5

MCP1

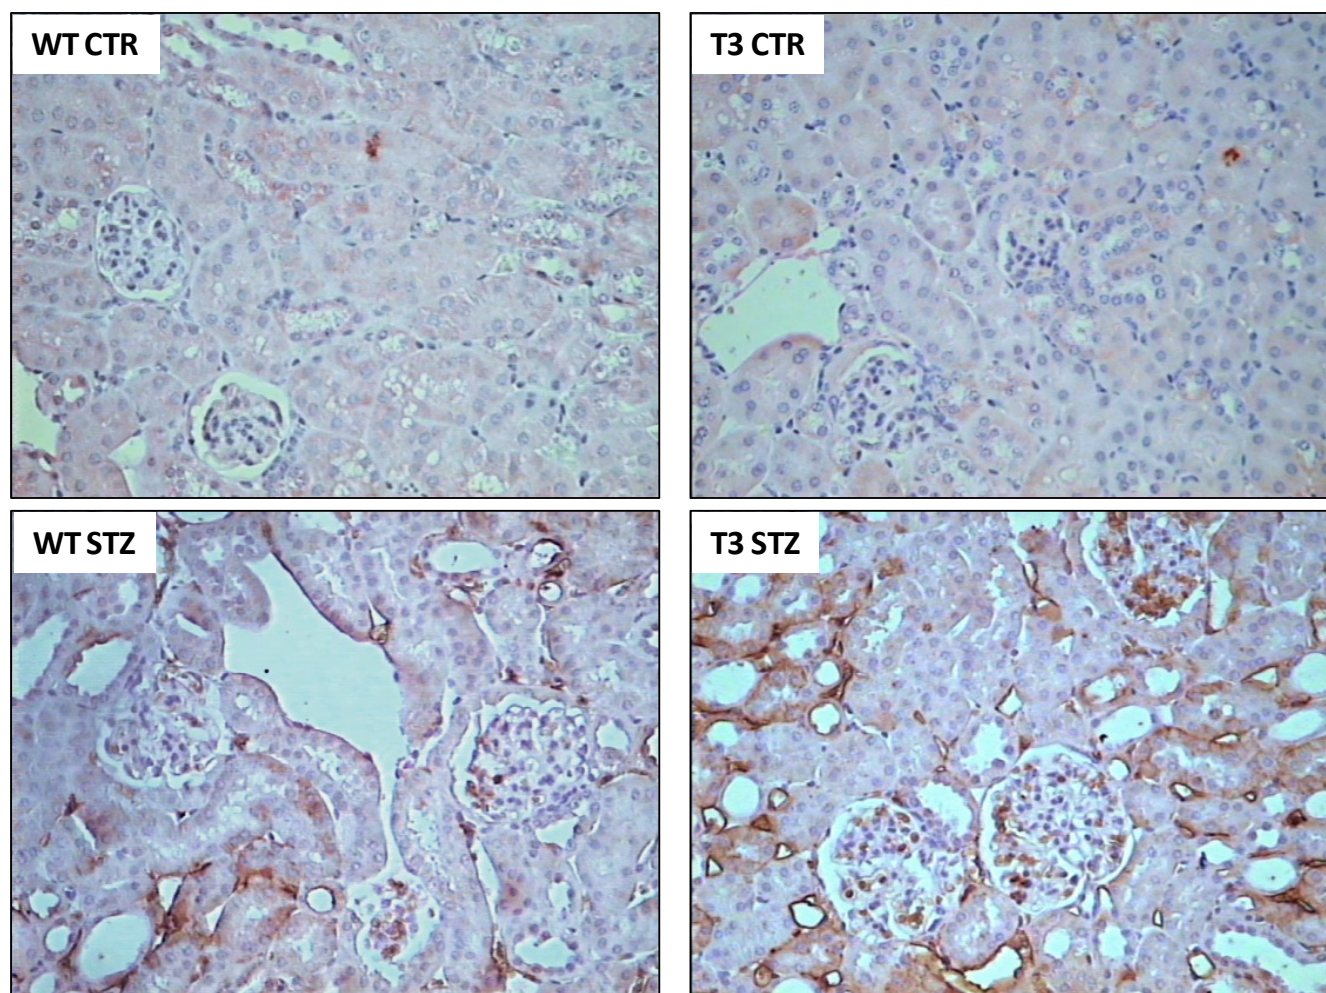

Supplemental Figure 5: MCP-1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased MCP-1 expression in diabetic conditions. Magnification 250x.

Supplemental Figure 6

F4/80

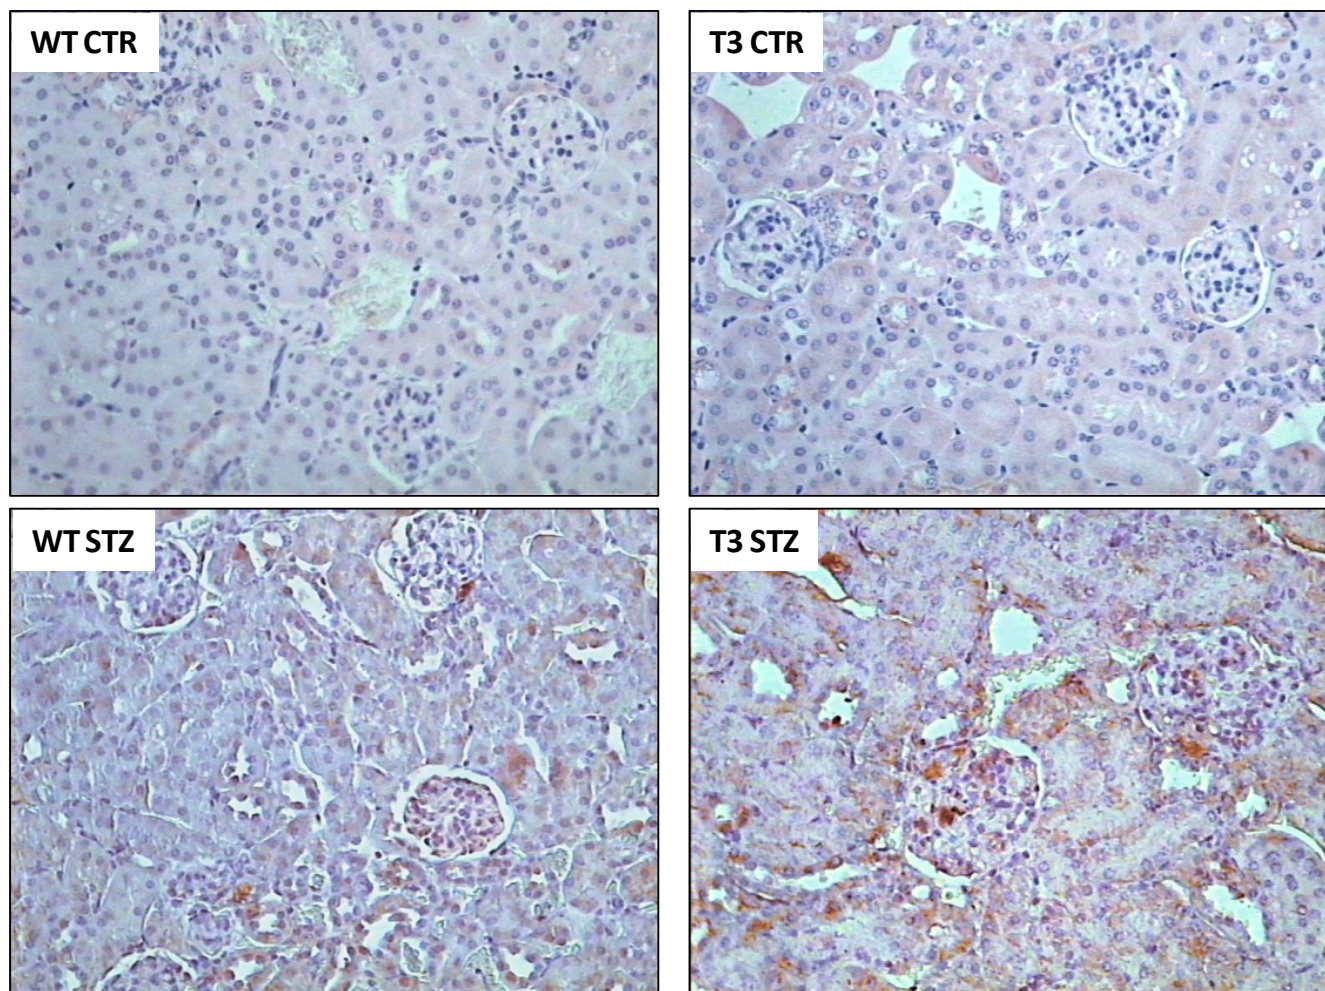

250X

Supplemental Figure 6: F4/80 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased F4/80 expression in diabetic conditions. Magnification 250x.

Supplemental Figure 7

RAGE

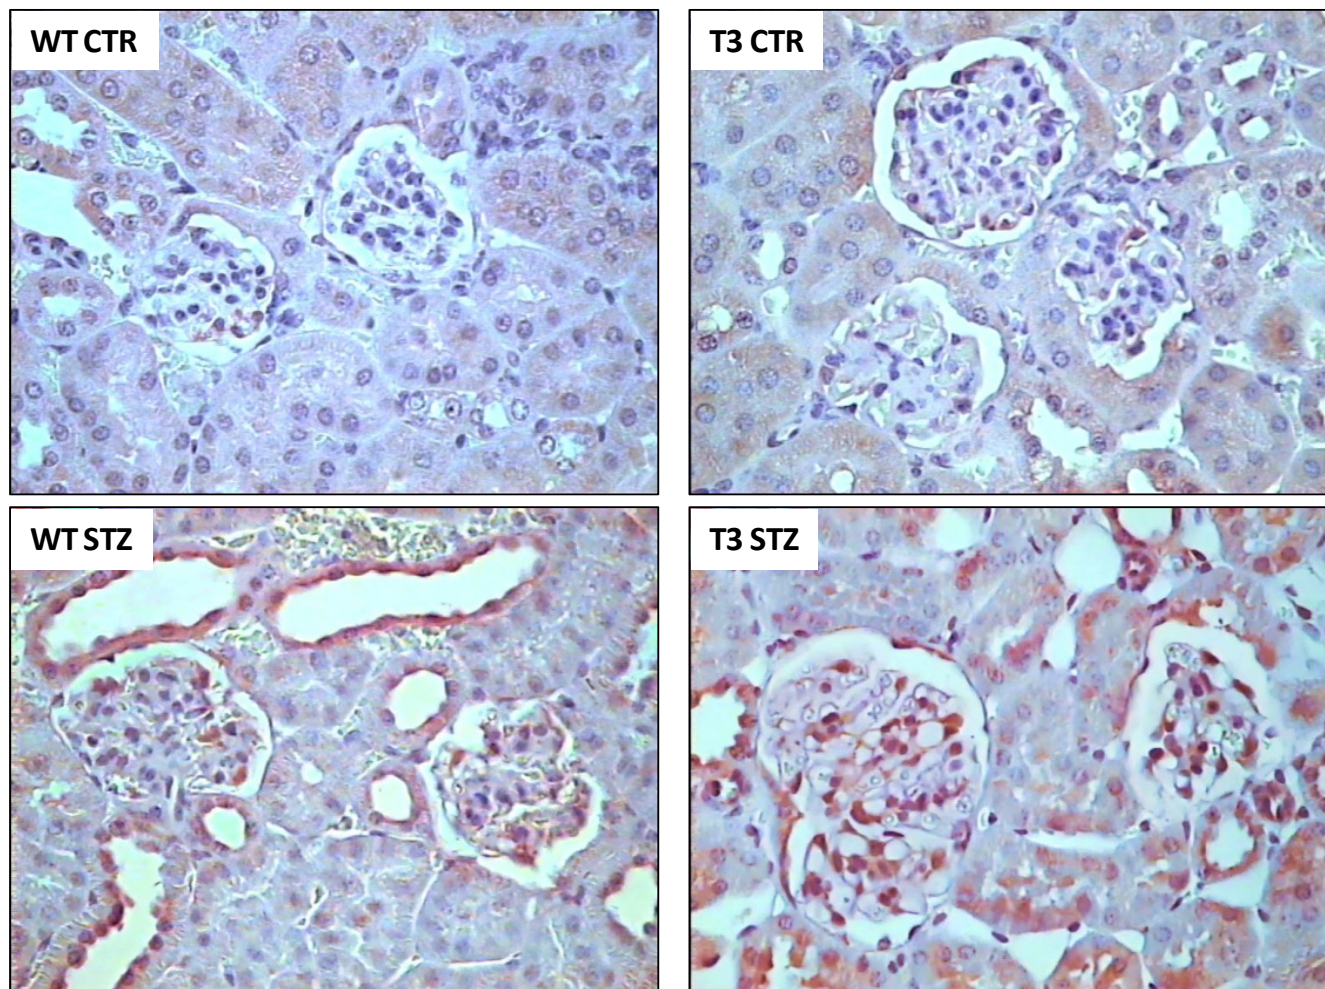

400X

Supplemental Figure 7: RAGE expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased RAGE expression in diabetic conditions. Magnification 400x.

Supplemental Figure 8

CML

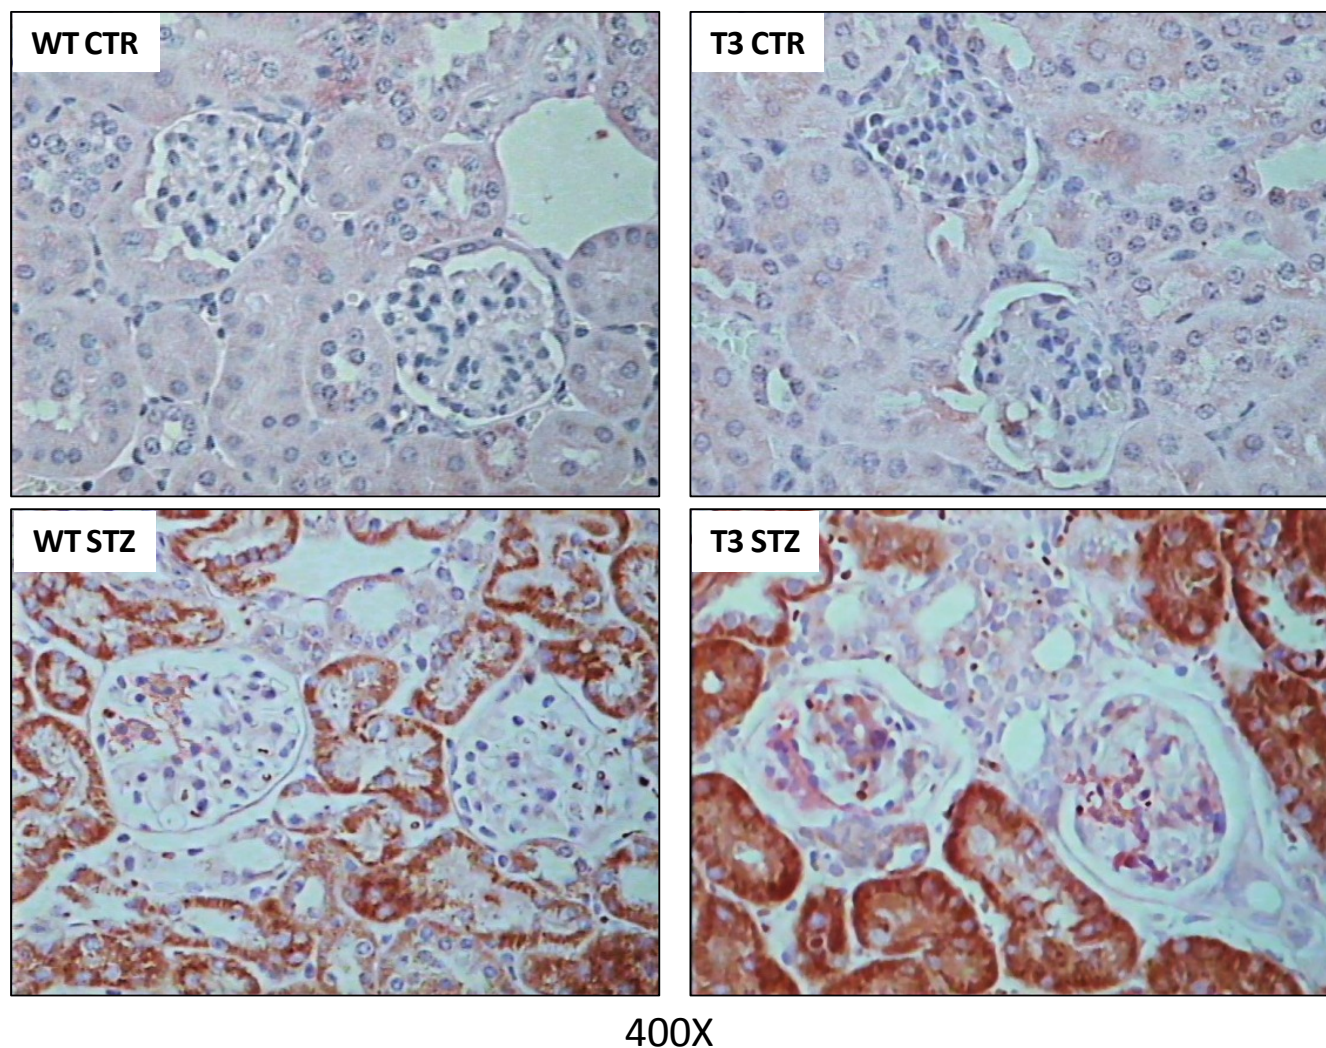

Supplemental Figure 8: N-Carboxymethyl-lysine (CML) expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased N-Carboxymethyl-lysine expression in diabetic conditions. Magnification 400x.

Supplemental Figure 9

Nitrotyrosine

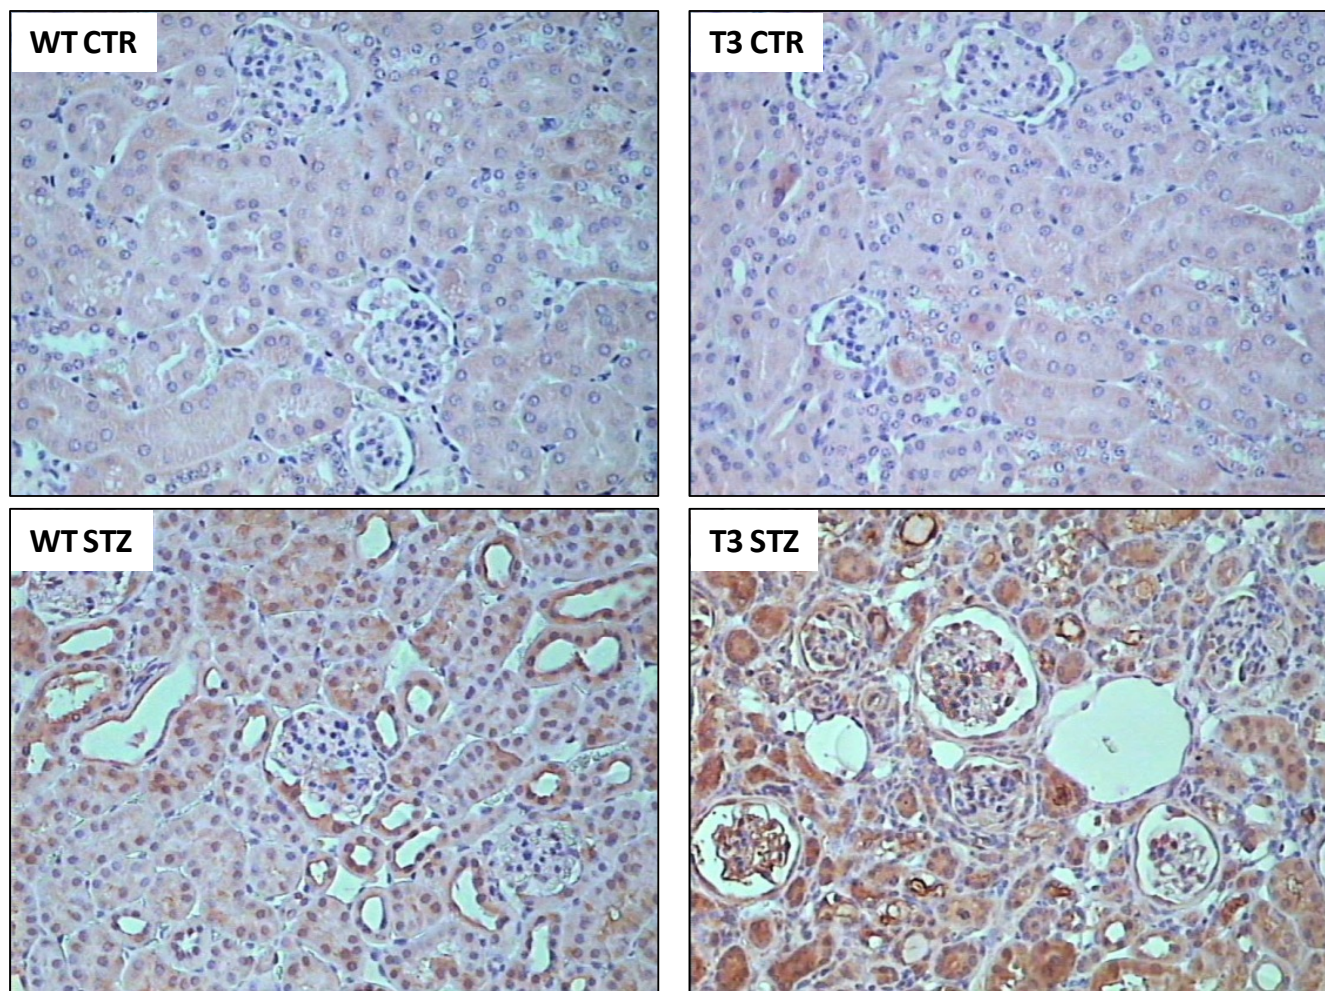

250X

Supplemental Figure 9: Nitrotyrosine expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased Nitrotyrosine expression in diabetic conditions. Magnification 250x.

Supplemental Figure 10

NOX4

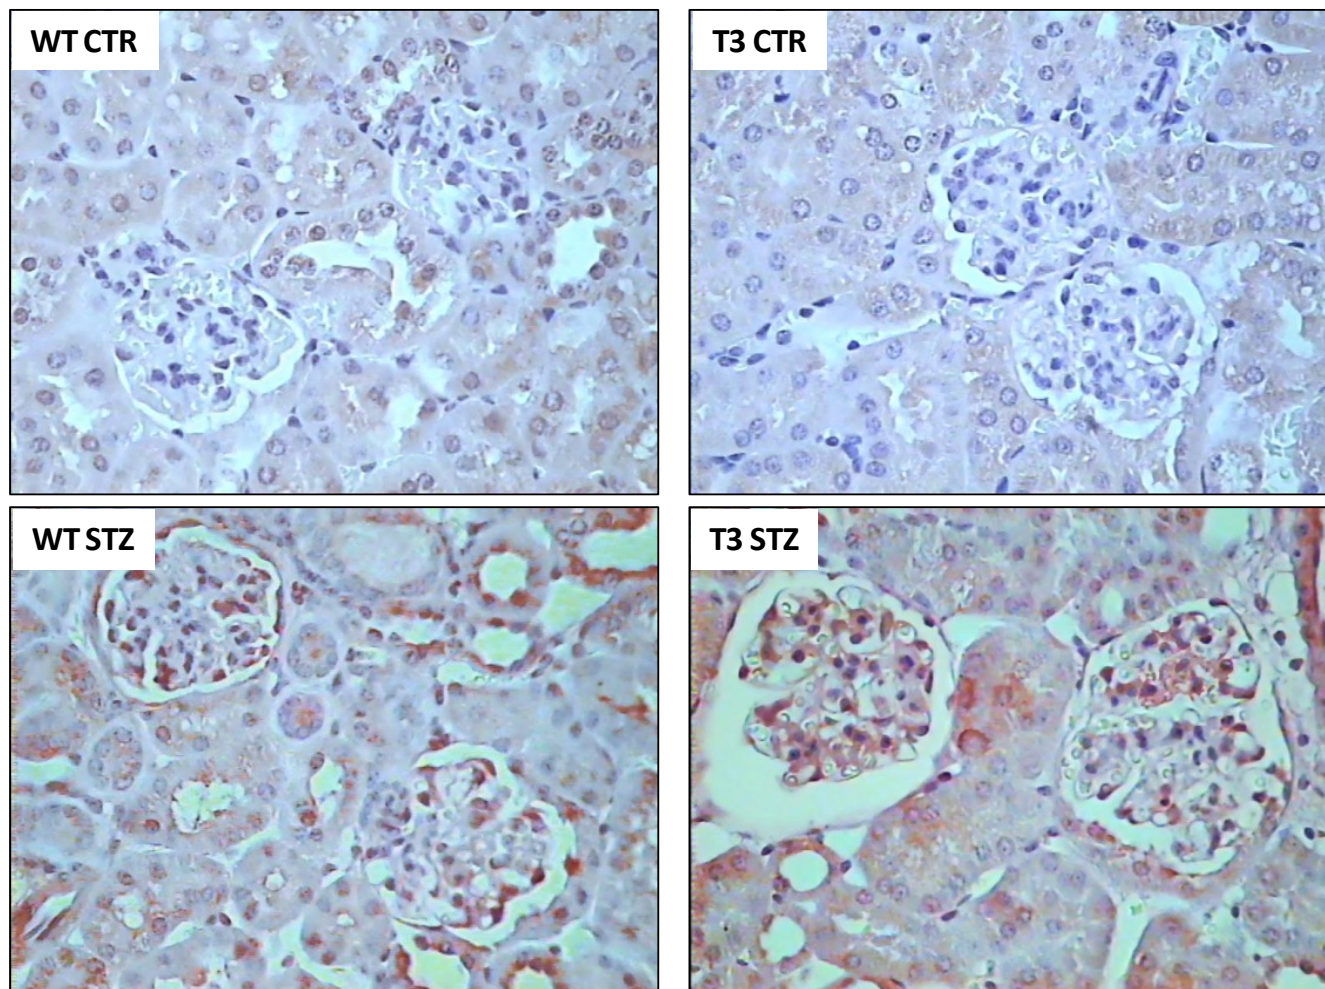

400X

Supplemental Figure 10: NOX4 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased NOX4 expression in diabetic conditions. Magnification 400x.

Supplemental Figure 11

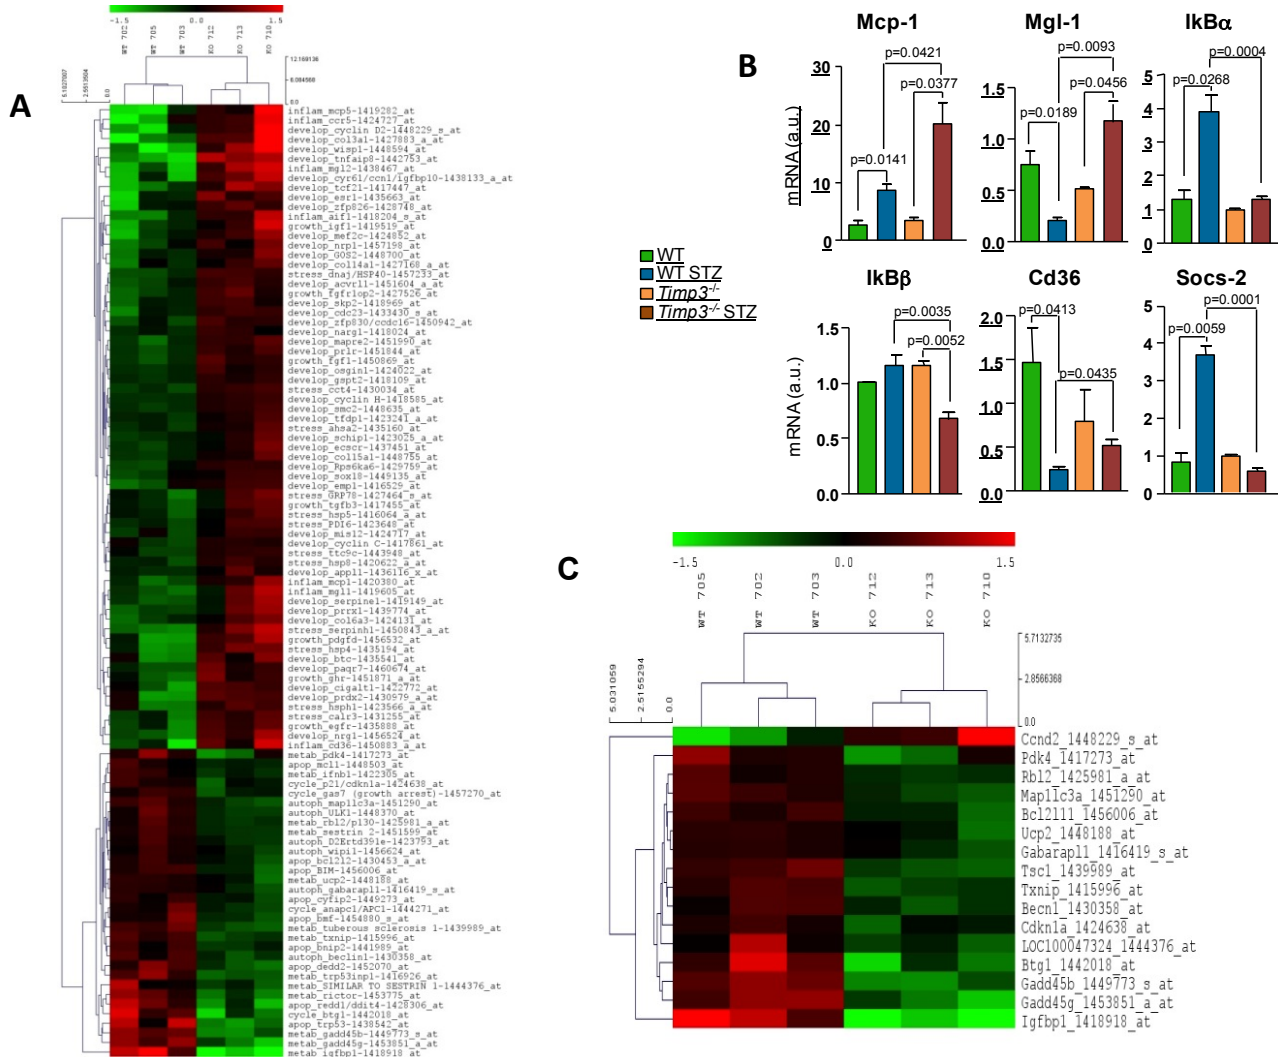

Supplemental Figure 11: Expression profiling of kidneys from diabetic WT and *Timp3*^{-/-} mice.

(A) Results are shown using a heat map visualization and hierarchical clustering in which columns represent the different kidney mouse samples analyzed and rows represent the various genes, indicated on the right with their identifier including: gene functional category, gene symbol and Affymetrix probe ID. Genes expressed at low levels are in green; those expressed at high levels are in red. Expression values are in Log2 scale and mean-centered. Each group was composed of 3 mice. (B) Real-time PCR on kidney mRNA from healthy and diabetic WT and *Timp3*^{-/-} mice showing upregulation of inflammatory genes and downregulation of anti-inflammatory ones (n=6, Student's t test). 

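The heat map of FoxO1 targets names 16 probe sets, which were read from its picture. In STZ-Timp3-/- against STZ-WT kidneys, 15 of them had a negative log2 fold change, 9 of which passed an adjusted p of 0.05 from limma, and none was significantly higher. Beyond Igfbp1, Gadd45g, Map1lc3a and Bcl2l11, those that fell were Txnip, Btg1 (log2 fold change -1.58, adjusted p = 0.043), Gadd45b at a probe set other than its brightest (-1.53, adjusted p = 0.0075), Tsc1 (-1.09, adjusted p = 0.013) and Rbl2 (-0.69, adjusted p = 0.046). Pdk4, the probe set that the heat map labels Ucp2, and that of Sesn1 had log2 fold changes of -0.98, -0.60 and -0.86 with an adjusted p from 0.12 to 0.15. Ccnd2 was the one with a positive value, 1.69 (adjusted p = 0.069). A probe set the heat map shows is not always the brightest of its gene. For Tsc1 the brightest was at -0.37 (adjusted p = 0.23). Of all 16, 4 to 6 passed with 1 array left out, but 1 without STZ-Timp3-/- replicate 3, the probe set of Gadd45b. Btg1 lost its call when any 1 of the arrays was left out, Rbl2 for each but STZ-WT replicate 1, and Tsc1 and Txnip without STZ-Timp3-/- replicate 3.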

(C) Heat map and hierarchical clustering of FoxO1 target genes in diabetic WT and *Timp3*^{-/-} kidney (n=3). Results are shown as in A.

Supplemental Figure 12

FOXO1

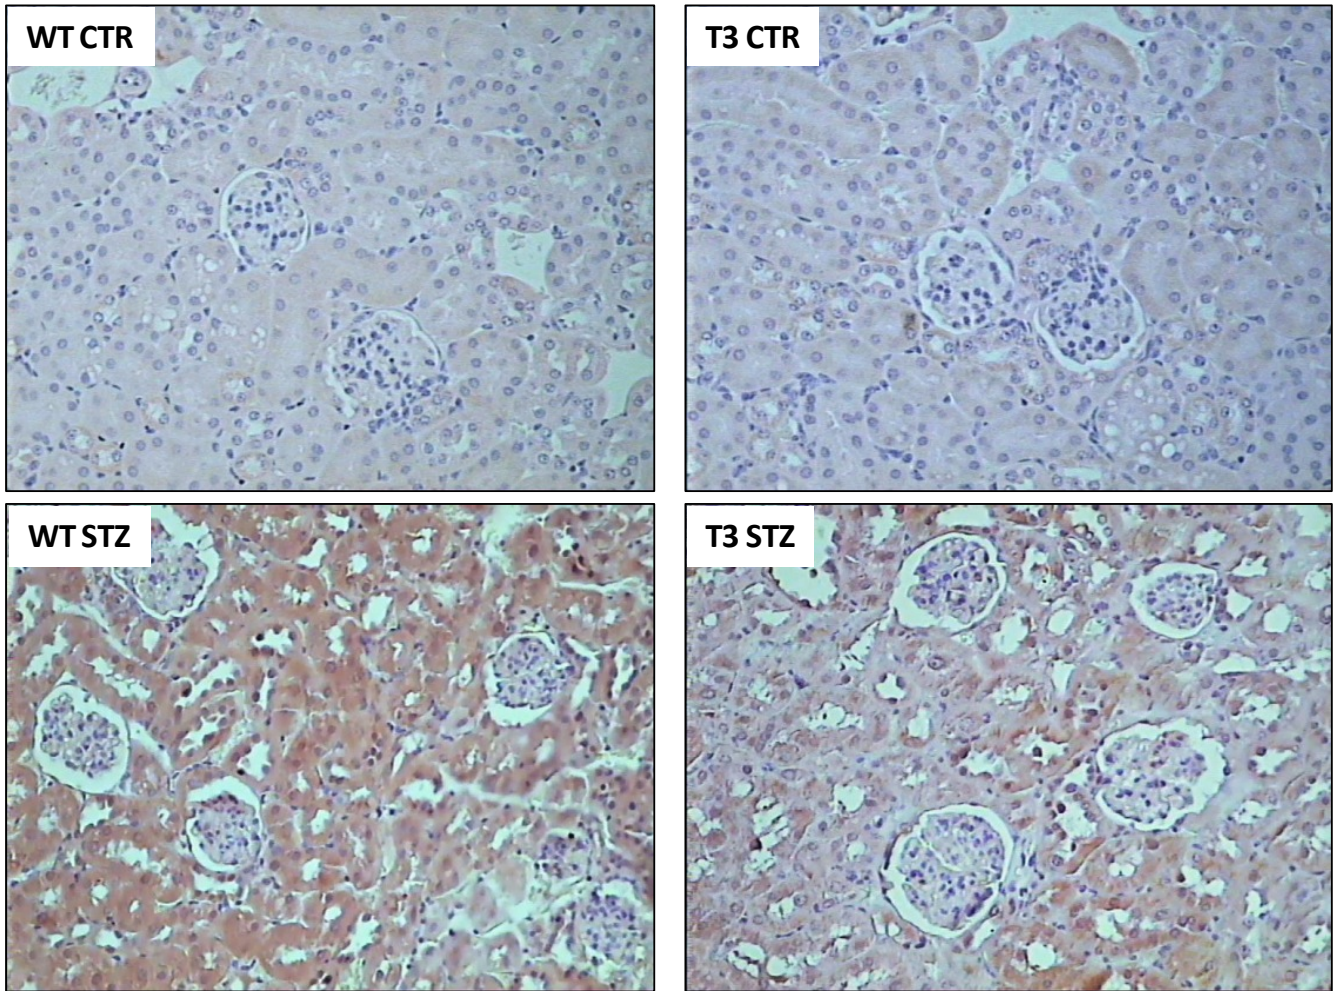

250X

Supplemental Figure 12: FOXO1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing decreased FOXO1 expression in diabetic *Timp3*^{-/-} mice compared to diabetic WT. Magnification 250x.

Supplemental Figure 13

FOXO1

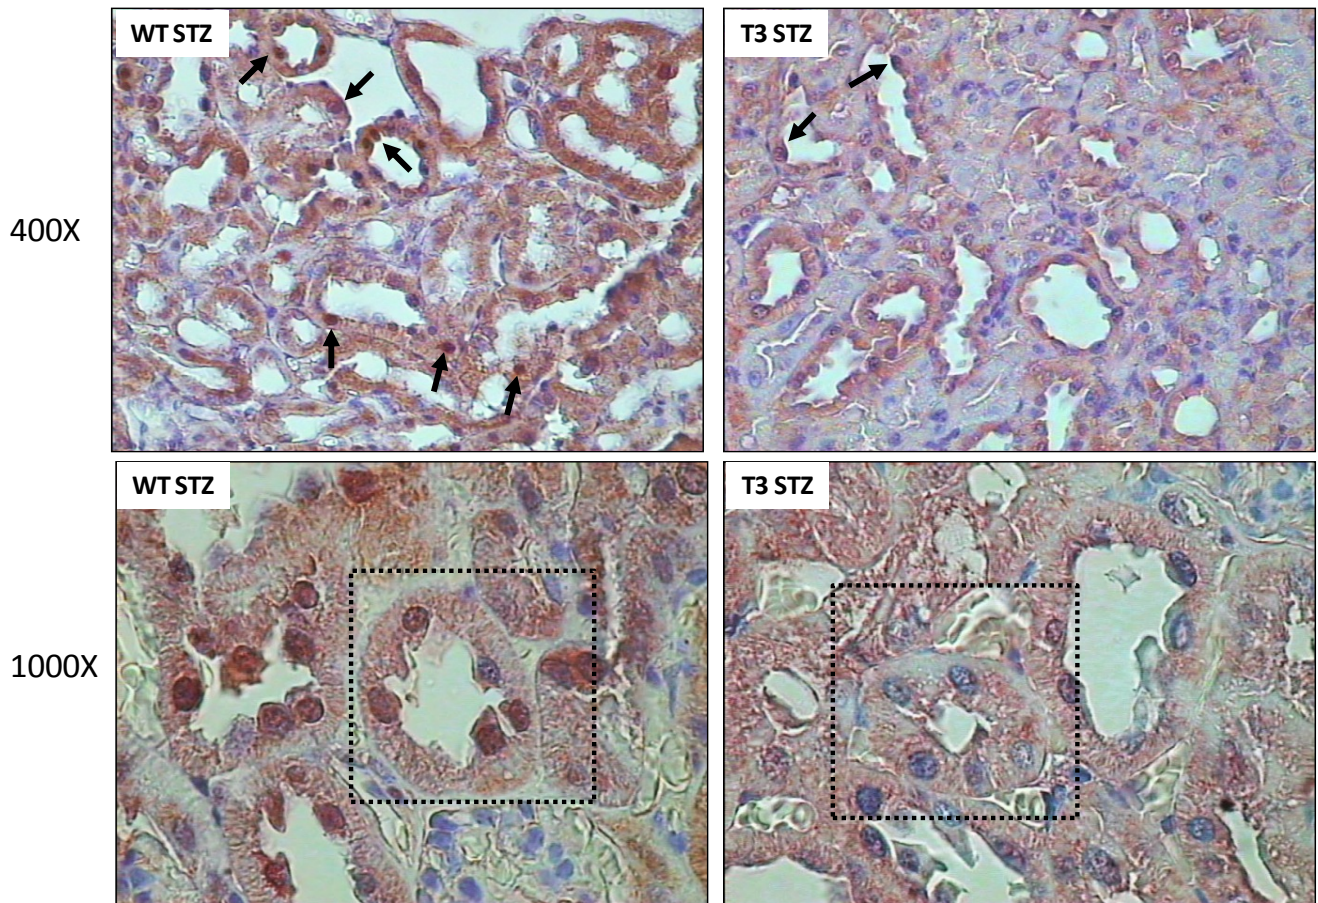

Supplemental Figure 13: FOXO1 expression in the tubular compartment of diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of the tubular compartment of kidney from healthy and diabetic WT and *Timp3*^{-/-} mice clearly illustrating nuclear accumulation of FOXO1 in diabetic WT mice and nuclear exclusion of the protein in diabetic *Timp3*^{-/-} mice (top panels 400x, bottom panels 1000x). Arrows point to nuclei, dashed squares refer to Figure 3.

Supplemental Figure 14

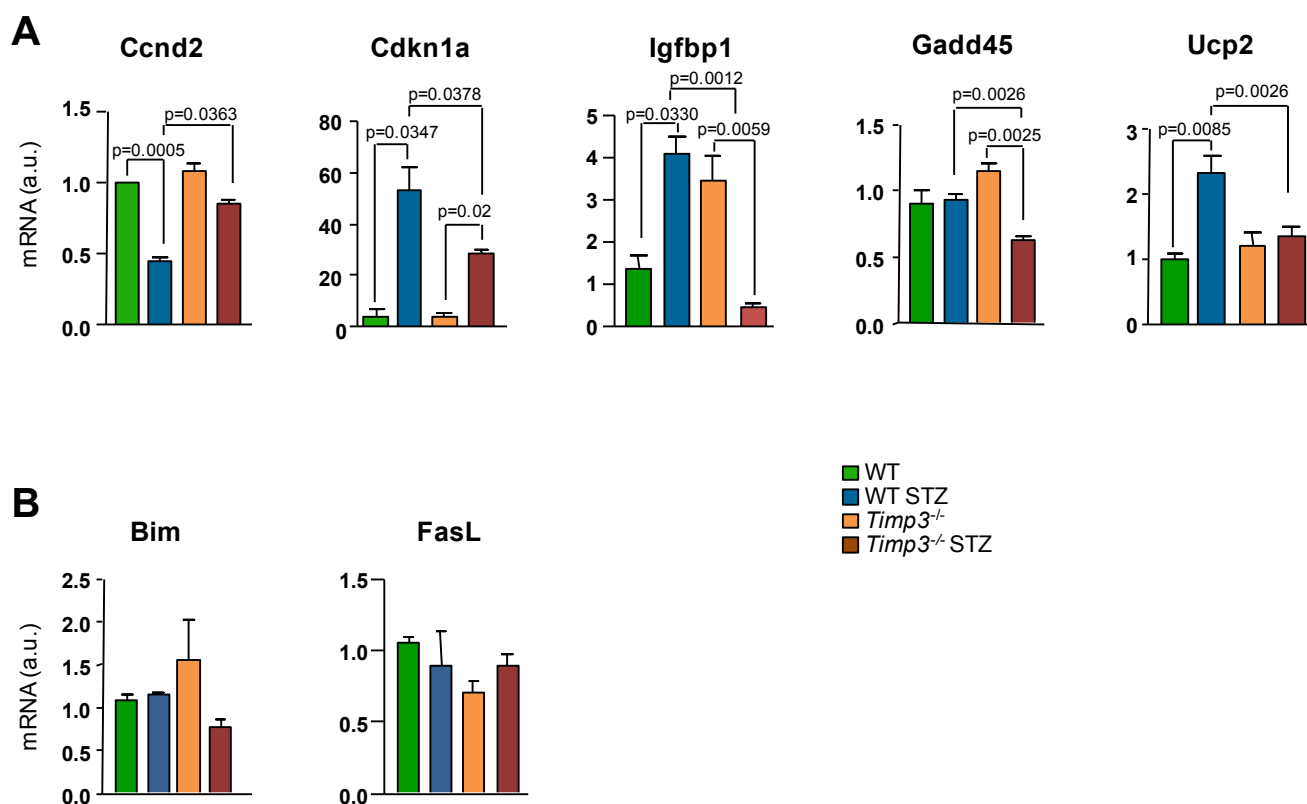

Supplemental Figure 14: Modulation of FOXO target genes. (A-B) Quantitative PCR analysis of Foxo1 target genes in healthy and diabetic WT and *Timp3*^{-/-} kidneys, showing regulation (A) or unchanged levels of expression (B). (n=6, Student's t test).

Supplemental Figure 15

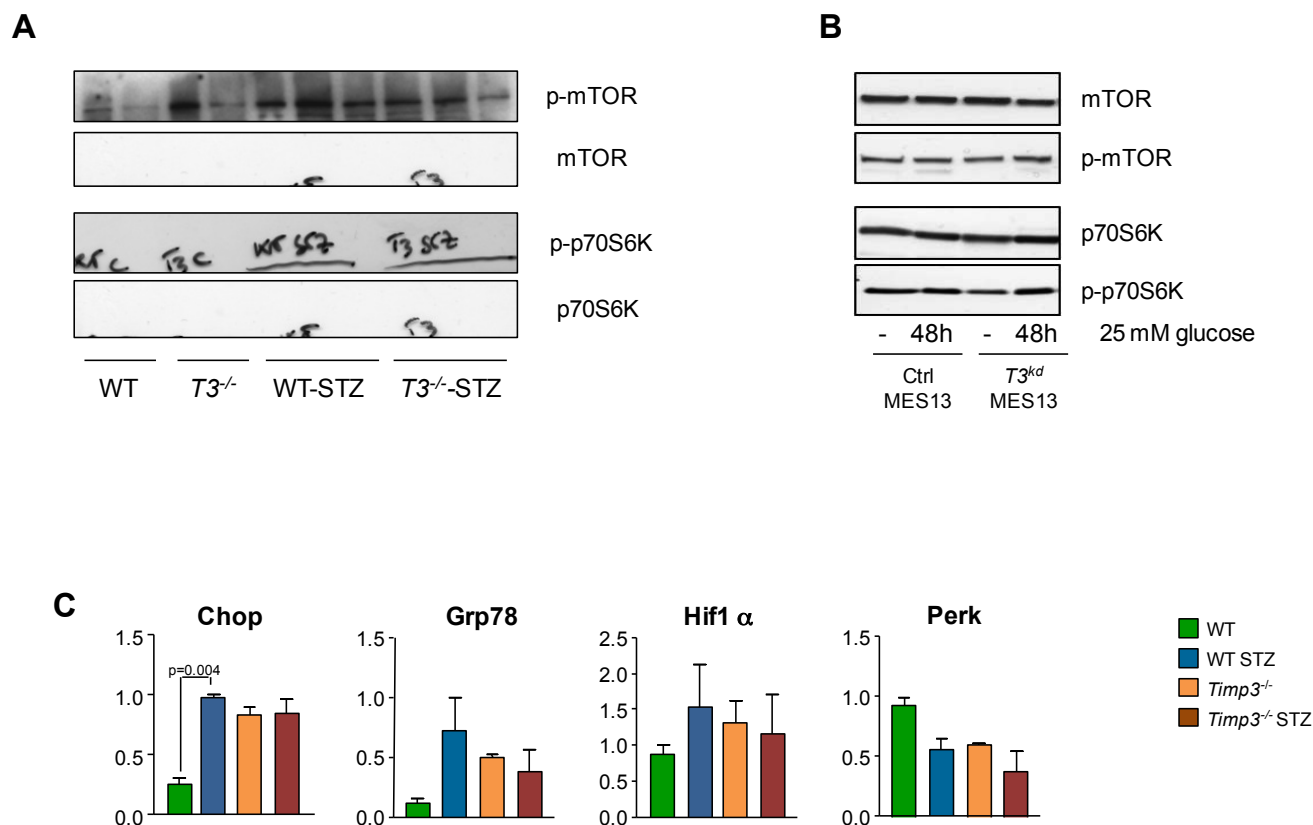

Supplemental Figure 15: Signal transduction pathways unchanged by TIMP3 deficiency. (A-B) Representative western blot analysis of diabetic WT and $Timp3^{-/-}$ kidney (A) and $T3^{kd}$ MES13 cell lysates (B) showing no differences in mTOR and p70S6 kinase expression and phosphorylation. (C) Real time PCR analysis of ER stress-related genes in normoglycemic and diabetic WT and $Timp3^{-/-}$ kidneys (n=6, Student's t test).

Supplemental Figure 16

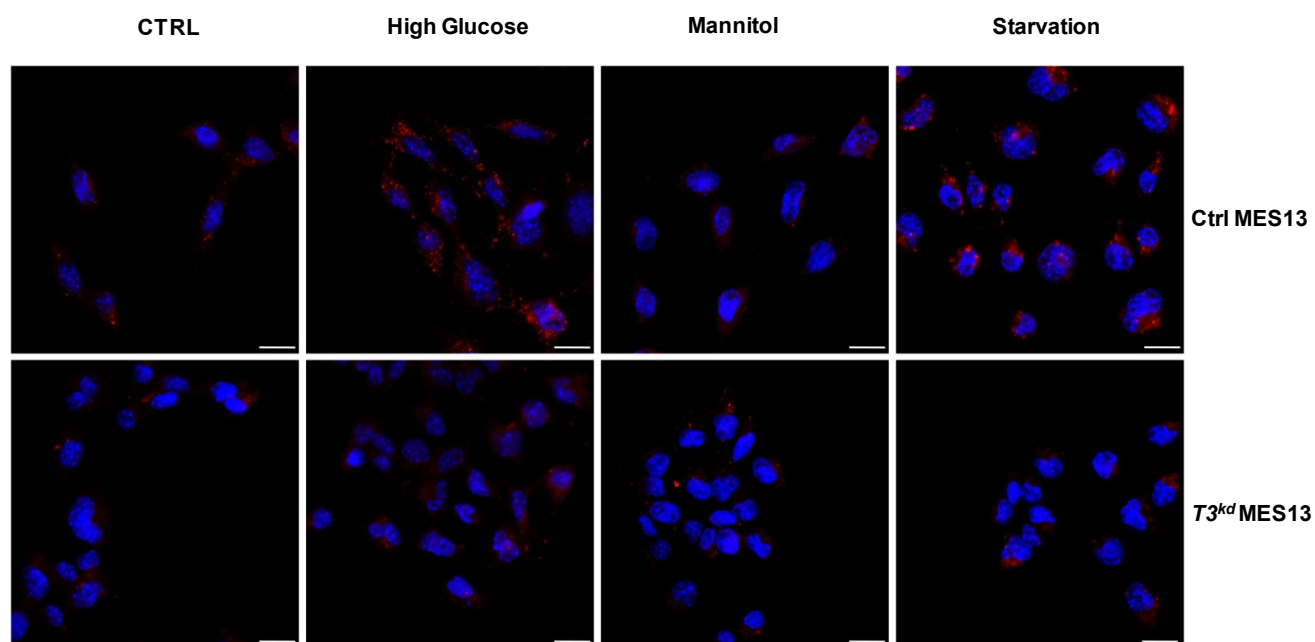

Supplemental Figure 16: Immunofluorescence for LC3A/B in $T3^{kd}$ and control MES13 cells. Digital zoom of figure 4E. Immunofluorescence (IF) for LC3A/B (red) in $T3^{kd}$ and control MES13 cells left untreated or treated with high glucose, mannitol, or serum-starved for 24 hrs. Cells were counterstained with DAPI to detect nuclei (blue). Magnification: 60x. Scale Bars: 20 μ m.

Supplemental Figure 17

A

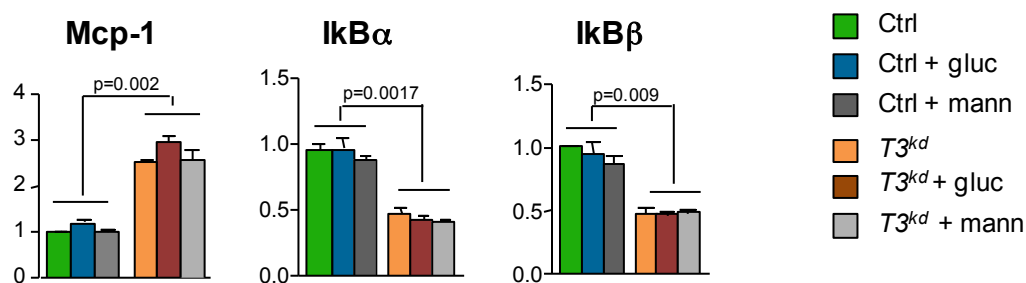

B

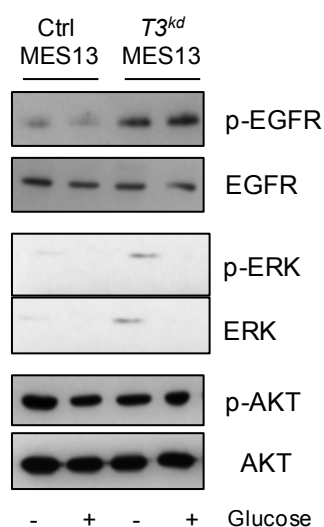

Supplemental Figure 17: Characterization of *T3^{kd}* MES13 cells. (A) Real-time PCR on *T3^{kd}* or control MES13 cells grown in basal medium (low glucose) or treated with high glucose or mannitol (25mM) showing modulation of inflammatory genes (n=3, Student's t test). (B) Representative western blot analysis of lysates from *T3^{kd}* or control MES13 cells left untreated or treated as in (A). Levels of phosphorylation of Akt (Ser473), ERK (Thr202/Tyr204) and EGFR (Tyr1068) were assayed.

Supplemental Figure 18

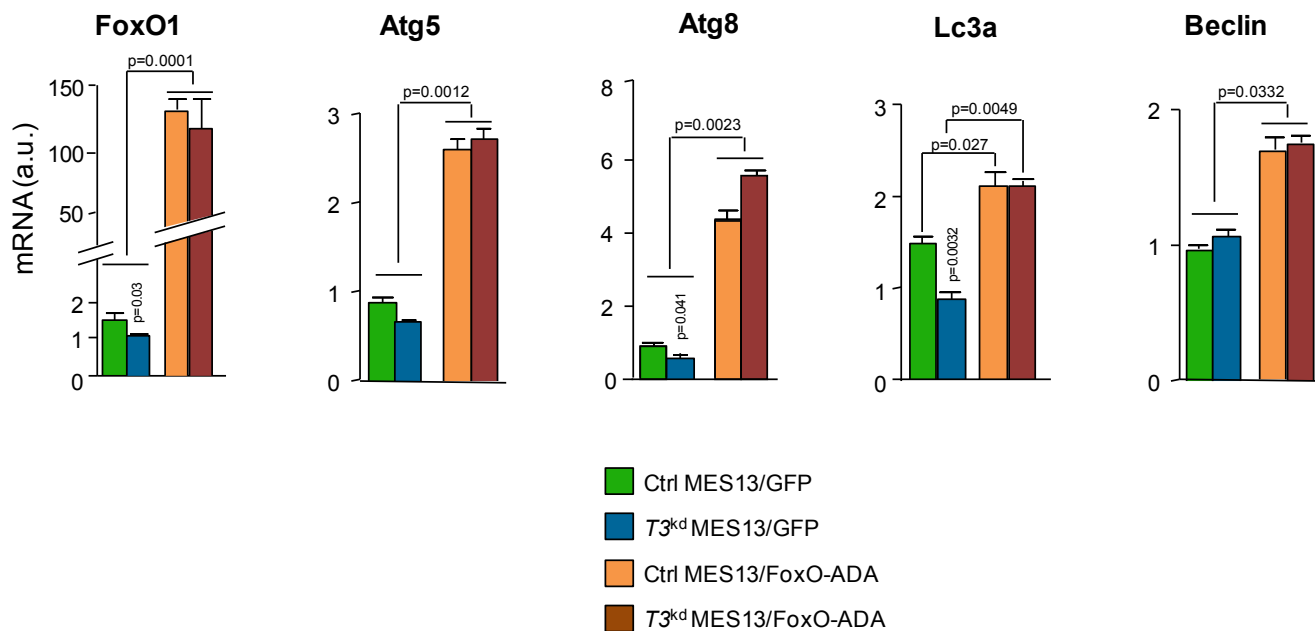

Supplemental Figure 18: Rescue of FoxO1 and its targets in $T3^{kd}$ MES13 cells infected with FoxO1-ADA adenovirus. $T3^{kd}$ and control MES13 cells were infected with FoxO1-ADA or GFP adenovirus and subjected to real time PCR to quantify the expression of FoxO1 and its autophagy-related target genes *Atg5*, *Atg8*, *Lc3* and *Beclin* (n=3, Student's t test).

Supplemental Figure 19

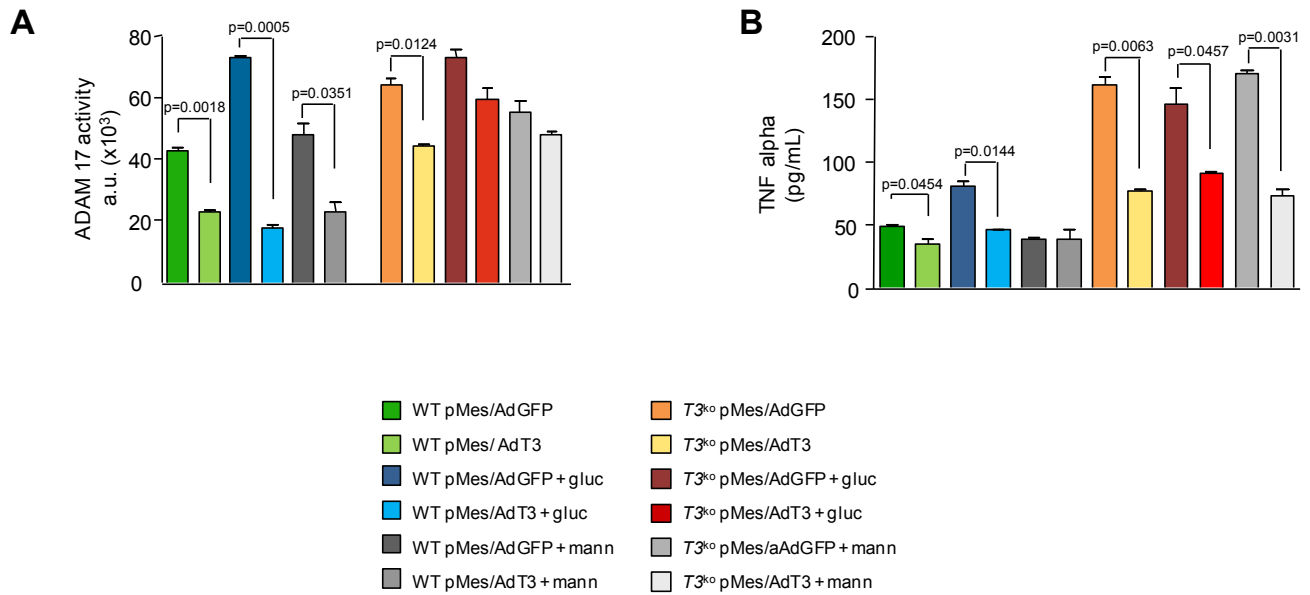

Supplemental Figure 19: ADAM17 activity in $T3^{ko}$ primary mesangial cells. (A) Fluorimetric measurement of ADAM17 proteolytic activity in $T3^{ko}$ and WT primary cells infected with GFP or TIMP3 adenovirus. Cells were either left untreated or treated with 25mM glucose or mannitol (n=3, Student's t test). (B) Soluble form of TNF α was measured by ELISA on supernatants of $T3^{ko}$ and WT primary cells infected and treated as in A (n=3, Student's t test).

Supplemental Figure 20

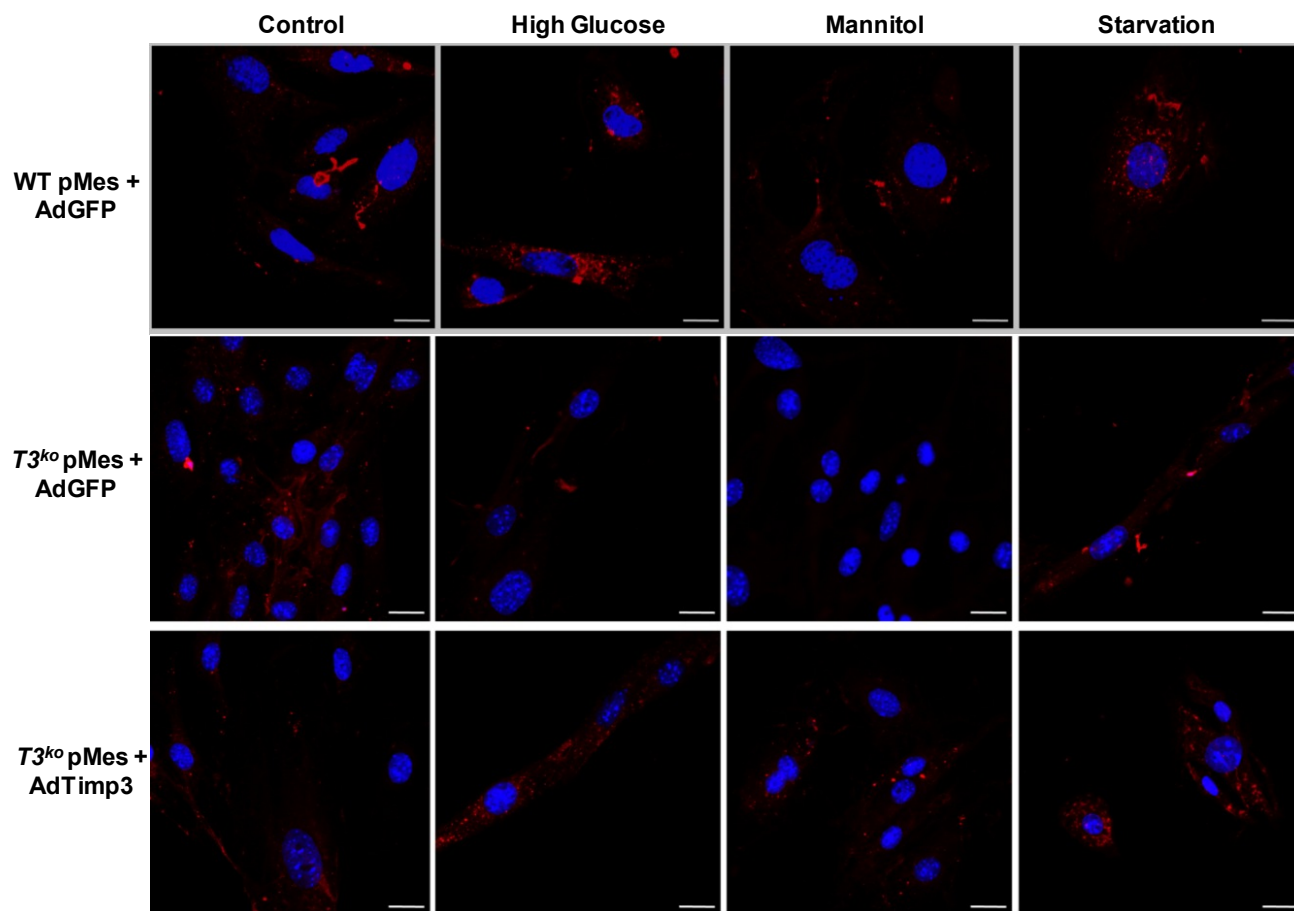

Supplemental Figure 20: Immunofluorescence analysis of LC3A/B in *T3^{ko}* and control pMes cells. Immunofluorescence (IF) for LC3A/B (red) in *T3^{ko}* and control pMes infected with GFP or TIMP3 adenovirus. Cells were left untreated or treated with high glucose, mannitol, or serum-starved for 24 hrs. Cells were counterstained with DAPI to detect nuclei (blue). Magnification: 60x. Scale Bars: 20 μ m. Insets for WT pMes + AdGFP cells (top panel) are 2x digital zoom of the original 60X magnification view.

Supplemental Figure 21

STAT1

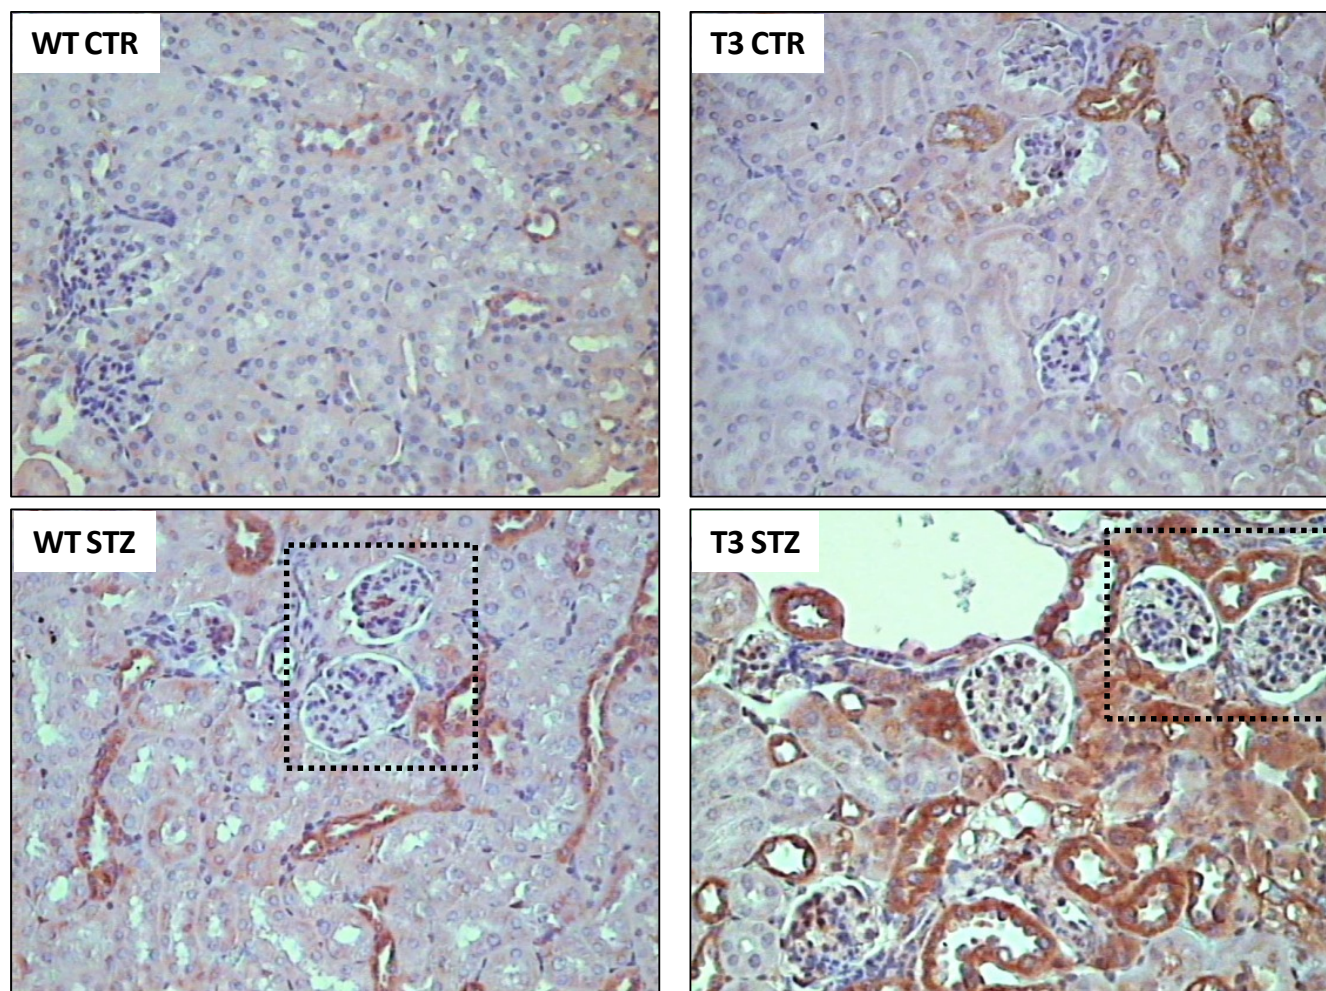

250X

Supplemental Figure 21: STAT1 expression in kidney of normoglycemic and diabetic WT and *Timp3*^{-/-} mice. Immunohistochemical staining of kidney sections from normoglycemic and diabetic WT and *Timp3*^{-/-} mice showing increased STAT1 expression in diabetic *Timp3*^{-/-} mice compared to diabetic WT. Magnification 250x.

Supplemental Figure 22

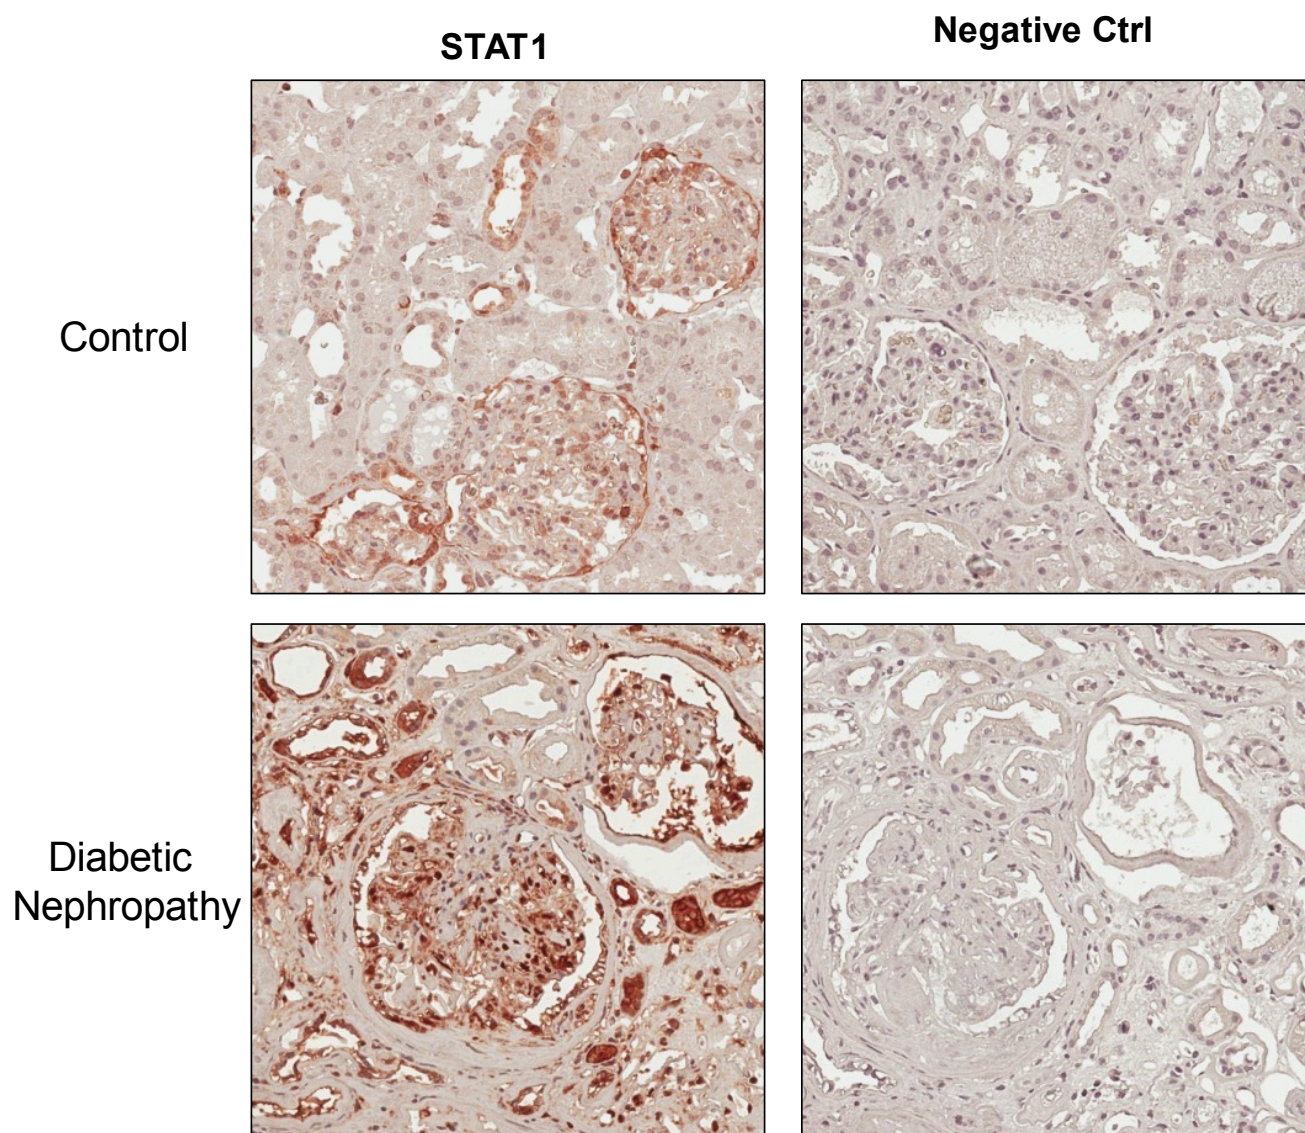

Supplemental Figure 22: STAT1 expression in kidney from healthy and diabetic subjects. STAT1 and control stainings of kidney sections from healthy and diabetic subjects. Scanning magnification 40x, zoom 20x.

Supplemental Figure 23

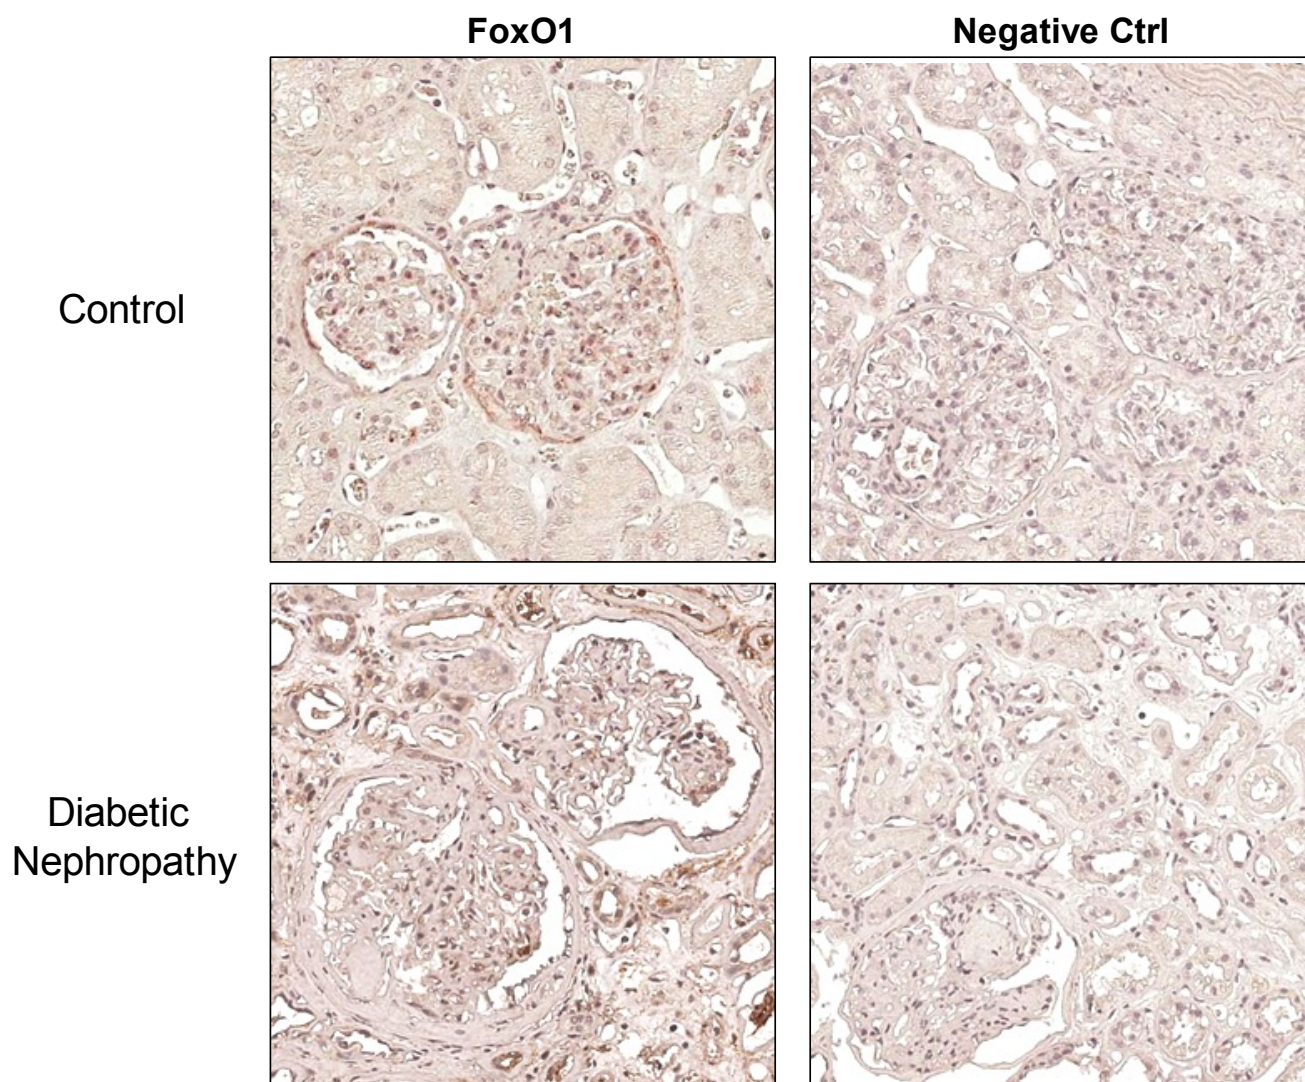

Supplemental Figure 23: FOXO1 expression in kidney from healthy and diabetic subjects. FOXO1 and control stainings of kidney sections from healthy and diabetic subjects. Scanning magnification 40x, zoom 20x.

Supplemental Table 1.

Genotype	Mean Weight (g) T0	Mean Glycemia (mg/dl) T0	Mean Weight (g) T12	Mean Glycemia (mg/dl)T12
WT	26 ± 3.4	95.8 ± 13.4	21.8 ± 1.9	492.2 ± 77
<i>Timp3</i> ^{-/-}	21.2 ± 1.8	154 ± 23.8	19.6 ± 1.9	488.4 ± 81.8

Supplemental Table 1: Metabolic parameters of WT and *Timp3*^{-/-} mice used in the study. The table shows the mean ± SD of weight and glycemic values of mice at the beginning (T0) and the end (T12) of the streptozotocin treatment (n=6 for each genotype).

Supplemental Table 2.

Probe Set ID	Gene Symbol	Fold-change
1418652_at	Cxcl9	4,9
1419282_at	Ccl12	3,9
1438467_at	Mgl2	3,7
1424727_at	Ccr5	2,9
1450883_a_at	Cd36	2,7
1418204_s_at	Aif1	2,5
1419605_at	Mgl1	2,1
1420380_at	Ccl2	2,0
1446718_at	Nfkbib	0,5
1449731_s_at	Nfkbia	0,4
1418507_s_at	Socs2	0,3
1456532_at	Pdgfd	2,7
1451871_a_at	Ghr	2,0
1417455_at	Tgfb3	1,7
1423136_at	Fgf1	1,7
1449301_at	Slc7a13	13,8
1425559_a_at	Acsm3	8,2
1423828_at	Fasn	2,6
1416022_at	Fabp5	2,5
1430804_at	Slc13a1	2,4
1421821_at	Ldlr	2,1
1434185_at	Acaca	1,8
1437870_at	Slco4c1	1,7
1446552_at	Slc12a3	1,4
1440303_at	Slc7a6	1,4
1450628_at	Slc2a8	0,6

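The table gives 26 probe sets with their folds. In a limma fit of the 6 arrays all 26 had an unadjusted p under 0.05, 24 also had a fold of at least 1.5 in either direction, and 10 passed an adjusted p of 0.05, of which 7 were higher and 3 lower in STZ-Timp3-/- kidneys. The strongest by adjusted p were Nfkbib, an inhibitor of NF-kB (0.54-fold, adjusted p = 0.011, and 0.83-fold with adjusted p = 0.24 at its brightest probe set), and the transporter Slc7a13 (adjusted p = 0.014). Ldlr, the receptor that takes up low-density lipoprotein, rose 2.05-fold (adjusted p = 0.019), and Ccr5, a chemokine receptor, had a 2.85-fold value (adjusted p = 0.11). For both genes the symbol is the table's. The scavenger receptor Cd36 was at 2.71-fold at the table's probe set (adjusted p = 0.077) and at 1.72-fold at its brightest probe set (adjusted p = 0.22). The folds of Slc12a3 and of the probe set listed as Slc7a6, which the annotation assigns to Slc7a6os, were 1.44 and 1.43. Of the 26 probe sets, 15 are the brightest of their gene. Among all 26, the count past the adjusted p was 7, 4 and 3 without STZ-WT replicates 1, 2 and 3. It was 2, 10 and 1 without STZ-Timp3-/- replicates 1, 2 and 3, where the last is Cxcl9. The 10 without STZ-Timp3-/- replicate 2 are not the same probe sets, with 8 higher and 2 lower. The count was 19 with array weights. It was 0 with a Student test and Benjamini-Hochberg adjustment, where the paper names limma for the arrays.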

Table S2: Selection of differentially expressed transcripts in kidneys of diabetic WT and *Timp3*^{-/-} mice. Statistical significance was determined by the Limma package of R-Bioconductor (p-value<0.05) The fold change ratio is in linear scale. The fold change threshold was set to 1.5.

Supplemental Table 3.

	**Mean Glycemia (mg/dl)**	**Mean Glycosylated Hb**
**Healthy subjects**	97.75 ± 6.6	5.12 ± 0.5
**Diabetic patients**	284 ± 40.4	10.58 ± 1.4

Table S3: Metabolic parameters of healthy subjects and diabetic patients. The table shows the mean ± SD of age, body mass index (BMI), systolic blood pressure (SBP), diastolic blood pressure (DBP), glycemia, glycosylated hemoglobin (HbA1C), soluble creatinine and proteinuria (n=4 for healthy subjects, n=5 for diabetic patients).

Supplemental methods:

qPCR primers

Gene	Primer	Sequence
Timp1	TaqMan	Mm00441818_m1
Timp2	TaqMan	Mm00441825_m1
Timp3	TaqMan	Mm00441827_m1
Timp4	TaqMan	Mm00445568_m1
ADAM 10	TaqMan	Mm00545742_m1
ADAM 15	TaqMan	Mm00477318_m1
ADAM 17	TaqMan	Mm00456428_m1
mir 192	TaqMan	TM 491
mir 216	TaqMan	TM 1944
mir 217	TaqMan	TM 2556
SlrT1	TaqMan	Mm00490758_m1
Cd2ap	TaqMan	Mm00815310_s1
PAX2	TaqMan	Mm01217939_m1
Nphs1	TaqMan	Mm00497828_m1
Nphs2	TaqMan	Mm00499929_m1
WT1	TaqMan	Mm00460570_m1
MCP-1	TaqMan	Mm00441242_m1
MgI-1	TaqMan	Mm00545124_m1
IkBa	TaqMan	Mm00477796_m1
IkBb	TaqMan	Mm00456849_m1
CD36	TaqMan	Mm00432403_m1
SOCS-2	TaqMan	Mm00550544_g1
FoxO1	TaqMan	Mm00490672_m1
FoxO3A	TaqMan	Mm00490673_m1
CCND2	TaqMan	Mm00438070_m1
Cdrk1a	TaqMan	Mm00432448_m1
IGFBP	TaqMan	Mm00833447_m1
GADD45β	TaqMan	Mm00435123_m1
Ucp2	TaqMan	Mm00495907_g1
Beclin1	TaqMan	Mm01265451_m1
Map1LC3a	TaqMan	Mm00458724_m1
Atg5	TaqMan	Mm00504340_m1
Gabaraπ1	TaqMan	Mm00457680_m1
STAT1	TaqMan	Mm00439531_m1
Actin	TaqMan	Mm00607939

Supplemental Table 4. List of mouse (A) and human (B) primers used for real time PCR.

SUPPLEMENTAL METHODS

Histological analysis and quantification of renal lesions. Animals were anesthetized and tissues collected for further analysis; right kidney was washed in PBS and fixed in paraformaldehyde for 18-24 hours prior to paraffin-embedding. Four- μ m sections of the formalin-fixed, paraffin-embedded kidney tissues were stained with periodic acid-Schiff (PAS) and Masson's trichrome to assess glomerular and tubulointerstitial damage by light microscopy. Sections were evaluated for glomerular sclerosis, as assessed by a standard semi quantitative analysis of 100 glomeruli per animal and expressed as glomerular sclerosis index (GSI). One hundred glomeruli per animal were graded as 0, 1, 2, 3 or 4, according to absent, <25, 25–50, 51–75, or >75% cross-sectional sclerosis, respectively. The GSI for each mouse was calculated by the formula: $(N1 \times 1 + N2 \times 2 + N3 \times 3 + N4 \times 4) / n$, where N1, N2, N3, and N4 represent the numbers of glomeruli exhibiting grades 1, 2, 3, and 4, respectively, and n is the total number of glomeruli assessed (i.e. 100). Glomerular area and mesangial expansion analysis was performed by the use of a custom-made, C-language macro written with the Optimas 6.5 image analysis system (Optimas Corp, MediaCybernetics, Silver Spring, MD). Briefly, the areas of at least 60 glomerular tuft profiles per sample were measured and the harmonic mean of the profile area (mean glomerular area, mGA) was obtained. Then, PAS-positive material in each of these glomeruli was quantified and expressed as percentage of the glomerular tuft area (fractional mesangial area, fMA). The color threshold was set by identifying three to five separate pixels in areas of positive staining. Finally, the mean mesangial area (mMA) was calculated by the formula: $(fMA \times mGA)/100$. For assessment of tubular damage, 20 random fields of renal cortex were examined at a final magnification of 250x. Tubular damage (dilation, atrophy, and interstitial fibrosis) was graded in each field as follows: grade 0, well-preserved renal architecture; grade 1, less than 25% of the field involved; grade 2, 25 to

50% of the field involved; grade 3, 50 to 75% of the field involved; grade 4, 75 to 100% of the field involved.

Human kidney biopsies were collected for diagnostic purpose. Remaining material was fixed in Formalin and Embedded in Paraffin (FFPE) for later use. For IHC, 4µm thick FFPE tissues sections were cut and mounted on microscope slides. TIMP3 expression was tested on 6 different patients' tissues, 4 controls (healthy part of RCC) and 5 affected by Diabetic Nephropathy (DN). Informed consent was obtained from all subjects and all the experiments conformed to the principles set out in the WMA Declaration of Helsinki [<http://www.wma.net/en/30publications/10policies/b3/>] and the NIH Belmont Report [<http://ohsr.od.nih.gov/guidelines/belmont.html>].

Briefly, dewaxing and hydration was obtained using an alcohol gradient; heat induced antigen retrieval was performed in citrate buffer pH 6.0; endogenous peroxidases were blocked with H₂O₂ while unspecific binding sites were blocked with protein block (DAKO); TIMP3 antibody was diluted 1:500 in PBS and incubated for 30'. A negative control section was present on each slide. As secondary antibody, Dako REAL™ EnVision™/HRP, Rabbit/Mouse was used and incubated for 30'. Following the addition of the chromogen/substrate solution, cells were stained with Emallume. Slides were mounted and scanned using Aperio's Scan Scope at a 40x magnification.

Quantification of immunohistochemistry. Analogously to PAS positivity, the percentage of glomerular area of positive staining was calculated by means of the image analysis system Optimas™6.5. A region of interest was drawn around the glomerulus. Then, the percentage of positive area for the specific stain (brown color) was calculated at a fixed color threshold (see above). For each kidney specimen, the average for percentage of glomerular area from at least 60 glomeruli was used. For some antigens (F4/80 and MCP-1), positive staining was measured in 20 random fields of the renal cortex examined at a final magnification of 400X and expressed as the mean percentage of fields area

occupied by the specific stain. The antibodies used for immunohistochemistry were: F4/80 (Novus Biologicals, Littleton, CO), CML (Wako Chemicals, Neuss, Germany), NOX4 (SIGMA, St.Louis, MO), Collagen IV (Abcam, Cambridge, UK), RAGE (Novus Biologicals, Littleton, CO), MCP1 (Abcam, Cambridge, UK), FOXO1A (Abcam, Cambridge, UK)

# Supplementary material for: Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay
**Source:** EMBO Mol Med. 2013 Feb 12;5(3):441–55. doi: 10.1002/emmm.201201475
**Supplement:** Supplementary file 9

Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay

Loredana Fiorentino, Michele Cavallera, Stefano Menini, Valentina Marchetti, Maria Mavilio, Marta Fabrizi, Francesca Conserva, Viviana Casagrande, Rossella Menghini, Paola Pontrelli, Ivan Arisi, Mara D'Onofrio, Davide Lauro, Rama Khokha, Domenico Accili, Giuseppe Pugliese, Loreto Gesualdo, Renato Lauro and Massimo Federici

---

Review timeline:

Submission date:	16 April 2012
Editorial Decision:	02 May 2012
Revision received:	30 July 2012
Editorial Decision:	31 August 2012
Revision received:	18 November 2012
Additional Editorial Correspondence	26 November 2012
Additional Author Correspondence	27 November 2012
Editorial Decision:	06 December 2012
Revision received:	10 December 2012
Accepted:	11 December 2012

Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

Editors: Céline Carret / Anneke Funk / Roberto Buccione

1st Editorial Decision

02 May 2012

Thank you for the submission of your research manuscript to our editorial offices. It has been seen three referees, and you will find below the last report.

As you will see, this referee is not as positive and raises substantial concerns. In particular protein expression data should be shown, better controls and better images provided where suggested. Importantly, this referee would like to see some indication of autophagy more than just mRNA expression changes of some components.

We would however, give you a chance to revise your manuscript providing that you respond satisfactorily to all issues raised (by all three referees).

Revised manuscripts should be submitted within three months of a request for revision; they will otherwise be treated as new submissions, except under exceptional circumstances in which a short extension is obtained from the editor. Also, the length of the revised manuscript may not exceed 60,000 characters (including spaces) and, including figures, the paper must ultimately fit onto optimally ten pages of the journal. You may consider including any peripheral data (but not methods in their entirety) in the form of Supplementary information.

***** Reviewer's comments *****

Referee #1:

Fiorentino et al report that albuminuria is increased in diabetic *Timp3*^{-/-} mice. Microarray profiling uncovered a reduction of *Foxo1* and *FoxO1* target genes expression in diabetic *Timp3*^{-/-} mice compared to WT, while *STAT1*, a repressor of *FoxO1* transcription, was increased. Re-expression of *Timp3* in *Timp3*^{-/-} mesangial cells rescued the expression of *Foxo1* and its targets, and decreased *STAT1* expression to control levels. Abolishing *STAT1* expression led to a rescue of *FoxO1*, evoking a role of *STAT1* in linking *Timp3* deficiency to *FoxO1*. In kidney biopsies from patients with diabetic nephropathy a reduction was observed in *TIMP3*, *FoxO1* and *FoxO1* target genes, while *STAT1* expression was increased. The authors conclude that loss of *TIMP3* is a hallmark of diabetic kidney disease in human and mouse models and designates *TIMP3* as a new possible therapeutic target for diabetic nephropathy. However, there are some major issues that should be solved.

Major issues

1. The title "Loss of *TIMP3* underlies diabetic nephropathy and autophagy via *FoxO1*/*STAT1* interplay" is not supported by the data, since autophagy was not studied. It is not enough to show changes in mRNA of genes involved in regulation of autophagy. You have to prove that there is a real autophagy starting with the formation of autophagosome with an immunofluorescence, LC-3 I/LC-3 II ratio...it requires much more in-depth investigations.
2. Protein expression data are missing throughout the entire manuscript (figure 1, figure 3, figure 4, figure 5, figure 6): mRNA expression data should be confirmed at the protein level.
3. Immunohistochemical and histology staining in figure 2 are very poor quality, fig 3b not labeled,
4. Figure 2, figure 3, figure 4 and figure 5 are a potpourri of data that do not follow a thread in the paper and are not cited properly in the manuscript.
5. The discussion is too speculative regarding autophagy, since autophagy is not really studied: gene expression does not mean protein expression and protein expression does not mean that autophagy is taking place
6. The authors refer several times to podocyte functional and molecular dysfunction but they mainly provide mRNA data for whole kidneys. In figure 2 better quality EM should be shown where changes in podocyte morphology may be appreciated and protein data are needed to complement figure 2C.
7. Additional data for the animal model in figure 1 should be shown, such as albuminuria and very importantly, *TIMP3* protein data (WB and IH with images from glomeruli and tubules).
8. Figure 1D: we find the purported connection to other parts of the figure too speculative.
9. Why *Timp3*^{-/-} STZ mice has higher CML expression than WT STZ mice if they have similar glycemia? Also the differences between WT STZ and *Timp3*^{-/-} STZ in Nitro Tyr staining are not convincing.
10. Non-diabetic *TIMP3*^{-/-} mice data missing throughout the ms.
11. Non-diabetic *TIMP3*^{-/-} mice have a basal glucose higher than the WT mice. The differences appear to be statistically significant. Because of this Non-diabetic vehicle-treated *TIMP3*^{-/-} mice data should be followed similar to the diabetic mice are data shown and compared to vehicle treated WT,
12. It is particularly important to show vehicle treated data for CML since the differences observed for diabetic mice are unaccounted for, but may be explained by higher glucose levels in vehicle treated ko mice.
13. Once again, figure 3 is a mix of genes whose expression is downregulated in the microarray but this information is not enough to support the mechanisms by which *Timp3* deficiency may worsen DN. *Mgl-1*, *CD36*, *SOCS-2* are shown, but the choice of these genes is not well explained in the text, it seems an arbitrary choice of genes.
14. In figure 3B the images should be improved because the decrease in *FoxO1* expression in *Timp3*^{-/-} mice is not clear. Also, the authors should show a series of glomeruli in each figure, in addition to a high power images
15. Again figure 3E is a mixture of downregulated genes such as *Cdkn1a*, *IGFBP1*, *Ucp2* that do not reappear in the paper and are not introduced or explained. Is there any explanation for *CCND2* increases? Why show these genes in the figure but not discuss them?
16. Figure 4: it is unlikely that MCP-1 expression does not increase in cells after 48h treatment with

glucose. Also, in Timp3^{-/-} mice in Figure 2F they show MCP-1 increases but not in vitro in T3kd cells with glucose?

17. Why they do not study Atg5 and Beclin1 in figure 4.E as they did in figure 3.E? I do not understand this arbitrary choice...

18. The authors should investigate more deeply the FoxO1 role in ERK, EGFR and AKT phosphorylation. What is the effect on ERK, EGFR and AKT of transfecting the cells with FoxO1 adenovirus?

19. Figure 5 should be better explained. How authors explain that STAT1 expression increases at the protein level but decreases at the mRNA levels? Why STAT1 expression in T3kd + gluc cells decreases in figure 5C but increases in figure 5D when they are compared with T3kd? In figure 5B authors show an increase in STAT1 protein in Timp3^{-/-} diabetic kidneys. STAT1 mRNA and immunohistochemistry expression should be added.

20. Human studies: mRNA data are provided. Protein confirmation is needed

21. Kassiri comparison. The authors speculate in the discussion on the causes of potential differences, but they do not show they tubule data.

22. data showed in figure 6 is not convincing. The author just show selected pictures. They should show a panoramic view where tubules and several glomeruli are appreciated.

23. Figure 6: Also FoxO1 and STAT1 staining is missing.

24. Co-staining with podocyte markers is required to draw any conclusions on TIMP3 staining in podocytes

25. Some clinical information required, such as creatinine and albuminuria levels of the patients

26. Whole kidney RNA studied in humans: cannot draw conclusions on compartment expression

Minor changes

1. Legends for figures are missing (3E, D, 4f) statistics do not correspond to the figure, numbering in legend 4 does not correspond properly with the figure, proper labeling is missing in 3b and 6a.

2. What are the data in RNA, normalized for?

3. Figure 5: Stat1 siRNA, western blot should be shown confirming abolishing of STAT1 expression? Also, siRNA not described in materials and methods section.

4. Osmolarity control for glucose studies.

5. The blot in figure 4.B (p-ERK) is not convincing and should be improved.

Referee #2:

This manuscript describes the role of Adam 17 and Timp3, its inhibitor, as molecular actors of nephropathy. The Timp3 Ko mice rendered diabetic by the use of STZ, are characterized by a reduced foxo1 mRNA concentration along with the corresponding targeted genes whereas conversely Stat1 was augmented. The molecular mechanism controlled by Stat1/Timp3 seems to be related to oxidative stress. Several molecular pathways have been characterized supporting their hypothesis. Interestingly, Timp3 gain of function or Stat1 loss of function reversed the molecular phenotypes. Altogether the authors show that impacting Timp3 through Stat1 and Foxo1 regulates the kidney disease. Another important issue is that the authors confirm the reduction of Timp3 in human kidney biopsies further comforting their hypothesis.

This is hence an interesting study that pinpoints a molecular mechanism of diabetic nephropathy. Several pathways have been incriminated however, this is an observational study at this point and their role still needs to be demonstrated. Conversely, the authors show by multiple approaches that Timp3 seems to be at the cornerstone of the disease. The authors provide some evidences through molecular tools that help supporting the hypothesis however, several issues remain to be addressed.

- The authors have found an increased Adam activity and reduced Timp3 expression. I guess that the processing of proTNF α is impaired. The authors want to check whether TNF α concentration is altered.

- The efficacy of STZ for the induction of type 1 diabetes in mice is not 100%. I guess the authors might have some mice with low levels of hyperglycemia and other high levels, similarly body weight loss might have changed according to the mouse studied. A correlation between index of

type 1 diabetes and Adam 17 and Timp3 and nephropathy would have been interesting to further suggest the causal relationship. The authors nicely described several indexes on page 5 of nephropathy. These should be therefore used to identify relationship with Adam17 activity and Timp3 expression.

- The hypothesis of mir217 is interesting, since it would require a full paper to demonstrate this role I would advise to comment the data in the discussion section and suggest the hypothesis only without speculating on the data.

- The distribution of Adam 17 could be different according to the different compartments of the kidney. Although, too tricky to perform the analyses the authors want to comment this point in the discussion section.

- Was the effect of STZ similar on both kidneys? If not was there a relationship between the change in Adam 17 activity and the intensity of the nephropathy?

- The authors have knockdown Timp3 in mesangial cells however they did not provide any effect on TNF α processing or Adam 17 activity. It would be important, through the different genetic approach to have the impact on the shedding enzymes to validate the physiological approach and the specificity of the system.

- In the discussion, the authors would like to discuss why diabetes is reducing Timp3 expression as observed in STZ mice. Is timp3 reduced only after 12 weeks of STZ? Do the authors have experience with shorter time course?

Referee #3 (Comments on Novelty/Model System):

Very nice original paper with a large number of experiments and detailed story.

Referee #3 (Other Remarks):

This paper by Fiorentino and co-authors and entitled: "Loss of TIMP3 underlies diabetic nephropathy and autophagy via FoxO1/STAT1 interplay" describes the role of ADAM17 and its inhibitor TIMP3 in diabetic nephropathy. Diabetic Timp3^{-/-} mice showed increased albuminuria with signs of podocyte and mesangial dysfunction with reduction of Foxo1 (at microarray profiling) and increase in STAT1. Mechanistically, re-expression of Timp3 in Timp3^{-/-} mesangial cells rescued the expression of Foxo1 and its targets, and decreased STAT1 expression to control levels. Finally and more interestingly, studies on kidney biopsies from patients with diabetic nephropathy confirmed a significant reduction in TIMP3, FoxO1 and FoxO1 target genes compared to controls.

Authors ended their study suggesting that loss of TIMP3 is a hallmark of diabetic kidney disease in human and mouse models and designates TIMP3 as a new possible therapeutic target.

This is overall a great work with a large number of experiments performed.

Few minor issues should be addressed, all related to the specific role of Timp3 in diabetic nephropathy:

- 1) Are all the mechanism of autophagy altered by Timp3 knock down?
- 2) We are aware of many functions of FoxO1. It will be important to understand if FoxO1 activity is globally or selectively altered. What happen to the FoxO1 targates involved in apoptosis?
- 3) Did the authors study the expression of Timp3 in other tissues? I am wondering if it is a renal specific issue or a more general thing.
- 4) By looking at Figure 6 (one of the most important in my view) it looks clear that in diabetic nephropathy there is a downregulation of Timp3. However, the localization is not clear. I am suggesting here to better localize expression by using arrows.
- 5) I am not 100% sure where Timp3 is localized within human kidney. It will be nice to show one

picture of colocalization of Timp3 and some podocytes (synaptopodin or podocyn) or mesangial markers.

1st Revision - authors' response

30 July 2012

Referee #1:

We thank the Referee for his/her comments. Please find our answers:

Major issues

1-The title "Loss of TIMP3 underlies diabetic nephropathy and autophagy via FoxO1/STAT1 interplay" is not supported by the data, since autophagy was not studied. It is not enough to show changes in mRNA of genes involved in regulation of autophagy. You have to prove that there is a real autophagy starting with the formation of autophagosome with an immunofluorescence, LC-3 I/LC-3 II ratio...it requires much more in-depth investigations.

R: we have now included more data on autophagy in Figure 4D and Figure 6B. In our cell models beside mRNA expression we observed consistent changes in protein expression and the formation of autophagosome (with an immunofluorescence against LC3). However, we propose a new title as follows "Loss of TIMP3 underlies diabetic nephropathy via FoxO1/STAT1 interplay".

2- Protein expression data are missing throughout the entire manuscript (figure 1, figure 3, figure 4, figure 5, figure 6): mRNA expression data should be confirmed at the protein level.

R: we have now included new more data protein expression: see Figures 1D/F, 2D, 6B, 7F.

3. Immunohistochemical and histology staining in figure 2 are very poor quality, fig 3b not labeled,

R: we have now included new data in the Supplemental Information Figures S1, S3, S5-S10, S12-S13, S19-21. We have also tried to improve the quality of the images at the best of our possibility.

4. Figure 2, figure 3, figure 4 and figure 5 are a potpourri of data that do not follow a thread in the paper and are not cited properly in the manuscript.

R: Our aim was to show the line of experiments explaining that TIMP3 may regulate several processes including inflammation (a known story that we did not explore further) and possibly autophagy through FoxO1. We have now re-written the results and re-arranged the figure to follow a thread in the manuscript, according to reviewer suggestions.

5. The discussion is too speculative regarding autophagy, since autophagy is not really studied: gene expression does not mean protein expression and protein expression does not mean that autophagy is taking place

R: we have limited the discussion on autophagy to the evidence that we show now in the manuscript.

6. The authors refer several times to podocyte functional and molecular dysfunction but they mainly provide mRNA data for whole kidneys. In figure 2 better quality EM should be shown where changes in podocyte morphology may be appreciated and protein data are needed to complement figure 2C.

R: we have now included new data from EM (see Figure 2A). We have tried to complement with protein data the expression of protein podocyte markers but the antibodies did not work properly possibly because of the limited expression of these proteins in the whole kidney homogenate that we had available. Unfortunately due to restricted time for revision we were unable to start a new protocol to freshly isolate glomeruli. We accepted this limitation in the discussion (Page 15 lines 25-28).

How the deposited data were processed for this re-analysis (not part of the article)

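Gene expression was measured in whole kidneys of 3 STZ-WT and 3 STZ-Timp3-/- male mice, 12 weeks after STZ, with 1 array per mouse. A service laboratory labelled, hybridised and scanned the arrays. The submitters' processing notes name RMA and Affymetrix Expression Console, without versions. RMA includes background correction, normalization between arrays and a summary per probe set. The exact settings, and any masking of probes, are not given in the sources used here. The paper says that expression data were processed in log2 scale, whereas the deposited intensities are on a linear scale, with medians of 80.7 to 83.2 and a maximum of up to 29008, so log2 was taken before any test. The plan written before the data were examined had assumed log2 values, and nothing else in it changed.

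The table holds 45101 rows, of which 64 are control sets and were left out. Of the 45037 probe sets tested, 34945 are annotated to 1 gene symbol, 932 to several and 9160 to none, which gives 18193 genes. Stat1 and Ucp2 are among the genes with no symbol in the annotation used, and no value is given for Stat1. A gene was represented by its probe set with the highest mean over the 6 arrays among those annotated to that gene alone. Gene order was taken from the annotation of GRCm38.p6, only for which genes neighbour each other and which lie within 20 Mb of Timp3.

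The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without an intensity trend, no filter, no covariate), with two-sided p and Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. A second threshold was that of Table S2, a p under 0.05 and a fold of at least 1.5. The paper's text and supplements do not say whether that p was adjusted, and it was taken as unadjusted. The limma fit was tested on simulated data with the spread of such arrays, in which 200 of 45037 probe sets were changed. It called 60.9% of those with a 2-fold change past the adjusted p and 96.9% at the thresholds of Table S2. Of the unchanged probe sets, 6 and 359 were called. For a 1.5-fold change the shares were 2.94% and 47.1%. The cut of the adjusted p depends on how many probe sets change. The real fit called 1600, so the simulated shares past the adjusted p need not hold for it. The number of arrays limits the precision of every value.

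Before the data were examined, 48 gene lists were fixed: 5 lists of genes the study names, 26 pathway lists, 16 lists of cell type markers and 1 list of sex-linked genes. They were tested with camera at a preset correlation of 0.01, adjusted over the 48 lists, and the members past the adjusted p were counted over all probe sets and when adjusted over the list alone. Camera tests for a shift of a list in a common direction, so members that move both ways cancel. Of the 48, 13 were called. With an estimated correlation 0 were called, with 3 at an unadjusted p under 0.05.

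The genes named are Timp3, the 12 genes with the largest rise and the 12 with the largest fall among those past the adjusted p whose arrays did not overlap between the groups, the genes the paper names for these kidneys with the probe sets of Table S2, and up to 6 members of each list with the largest change. Table S2 and the heat maps of Fig S11 had been seen when this rule was written. The probe sets of Fig S11C, other probe sets of named genes and a few further list members, such as Kdr, Hspa1a and Cyp11a1, were added afterwards.

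Alternative settings fixed at the same time as the lists were a filter that drops probe sets with a mean log2 value under 5, subtraction of array medians, a further quantile normalization, eBayes with trend and robust, array weights, the methods' Student test, the replicate number as a block, each array left out in turn, a fold of 2, a p under 0.01, the mean of all probe sets of a gene, an estimated correlation, and for the genes near Timp3 a window of 5 Mb. The Student test comes from the paper's general statistics, while its microarray methods name limma. After the data were seen, 2 more were added: leaving out STZ-Timp3-/- replicates 1 and 3, and the log2 value of Adipoq as a covariate. An exploratory fit was made before the self-test and before the tests of explanations were set, so all of the latter are reported as chosen after the results were seen. The figure was drawn with matplotlib 3.10.9.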

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

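All tests of an explanation in this part were chosen after the results were seen. The paper's account of the arrays does not name the genes and lists of the next paragraph, whose values are for STZ-Timp3-/- against STZ-WT kidneys.

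Beyond the genes the paper names, the largest log2 fold changes past the test were rises of Galc (5.27), Erdr1 (3.36), Mcm6 (2.55), Mmp13 (2.34), Cbr2 (2.24), Dleu7 (2.06), Col3a1 (1.98), Alas2 (1.93) and Slitrk6 (1.88). The largest negative values were those of Nr1d1 (-3.15), Slc22a7 (-3.02), A830021M18Rik (-2.94), Chil3 (-2.81), BC018473 (-2.53), Ccl28 (-2.42), Hsd3b1 (-2.32), Depp1 (-2.31), Cirbp (-2.27), Lrmda (-2.21) and Cep83os (-2.15). Of these genes Galc, Mcm6, Slc22a7, A830021M18Rik, BC018473, Depp1 and Lrmda kept their calls without each array. The others lost theirs without at least 1, Col3a1 without each, Erdr1 for all but STZ-WT replicate 1 (adjusted p up to 0.14), Chil3 for all but STZ-WT replicate 3 (up to 0.16) and Ccl28 without STZ-WT replicate 1 or any STZ-Timp3-/- array (up to 0.11). Erdr1 was at 4.27 without STZ-WT replicate 1, and Chil3 at -2.11 without STZ-WT replicate 2 and -3.44 without replicate 3. Over the mean of their probe sets Galc was at 1.56, Erdr1 at 1.81, Ccl28 at -1.36, and BC018473 and Cep83os at -1.30. Further lists with a camera adjusted p under 0.05 were cholesterol synthesis (6.0e-05), heat shock proteins (8.8e-05), androgen-raised kidney genes (0.00065), blood markers (0.0024), fibroblast markers (0.0075), mesangial and smooth muscle markers (0.0087), all higher in STZ-Timp3-/- kidneys, and neutrophil markers (0.0051), lower. With an estimated correlation none of these calls held, at an adjusted p from 0.35 to 0.72. The androgen list holds Slc7a13 and Acsm3, whose rise in Table S2 had been seen when it was written. Its direction is therefore not independent evidence. The neutrophil genes S100a8 and S100a9 read 3195 and 2352 on STZ-WT replicate 2 and 83.1 and 80.5 on STZ-WT replicate 3.

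Adipoq, which fat cells express, read 14637 on STZ-Timp3-/- replicate 1 and 4649 on replicate 3, against 54.2 on replicate 2 and at most 20.6 on the STZ-WT arrays, and Car3, Fabp4, Cidec and Retn were high on the same arrays. RNA of fat tissue in these kidney samples is a candidate explanation for the higher lipid and matrix genes, from a marker list fixed before the values were seen, of which Pck1 is also on the list of FoxO targets. With Adipoq as a covariate, the median log2 fold change of the 29 matrix genes went from 0.52 to 0.07, a share of 0.137. This was lower than in random sets of genes matched on fold change (permutation p = 0.0033), so the matrix genes followed Adipoq more than such sets did. The random sets do not keep the correlation within the list, so this p can be too small. The 16 cholesterol synthesis genes kept a share of 0.887 (0.641 in matched random sets, permutation p = 0.86), so most of their rise did not follow Adipoq. For the 14 fatty acid synthesis genes the share was 0.349, but matched random sets kept 0.546 (permutation p = 0.15), so for them the test leaves the explanation open. Adipoq hardly varied among the STZ-WT arrays, so a fold change with this covariate rests mostly on STZ-Timp3-/- replicate 2. Anything else that sets replicates 1 and 3 apart from replicate 2 enters with Adipoq, so the test cannot show that fat is the cause. The arrays do not tell fat taken along with the kidney from fat within it, and a change in the kidney that goes with the genotype stays open and was not tested.

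Genes near Timp3 and neighbouring genes elsewhere may differ because of strain DNA around the deleted allele or at other loci. Within 20 Mb of Timp3, 32 of 357 genes met the thresholds of Table S2, against 1288 of 17787 elsewhere (odds ratio 1.26, 95% interval 0.845 to 1.83, Fisher's exact p = 0.22), an interval too wide to decide. Among the 682 genes past the adjusted p, 36 neighbour pairs with unlike names occurred, 1.54 times the mean of shuffled calls (permutation p = 0.0079), which is just above the bound of 1.5 set for strain DNA. Neighbours that share regulation would give the same excess, which was not tested. The pair of Syn3 and Timp3, with log2 fold changes of 1.40 and -1.40, is among the 36, and Timp3 is the targeted gene itself. That pair says nothing of strain DNA elsewhere, and passing the bound can turn on 1 pair, so this test does not decide.

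Nr1d1, Ciart and Per1 fell by 3.15, 1.75 and 1.17 on the log2 scale (Per1 lost its call when any 1 of the arrays was left out), and a different time of day of collection between the groups is a candidate explanation. The 10 clock genes around Per1 and Nr1d1 had a median log2 fold change of -0.81 and 5 genes of the opposite phase 0.33, a difference of -1.14 (exact permutation p over genes = 0.054, and genes are not independent replicates), which leaves it open. Dbp read 238 and 203 on STZ-Timp3-/- replicates 1 and 3, 2079 on replicate 2 and 356 to 1834 on the STZ-WT arrays, and Npas2 read 246 and 279, 40.4, and 58.9 to 125 on the same arrays in that order. These 2 genes separate replicates within the STZ-Timp3-/- group, whereas Nr1d1 was lower on all 3. The hour of collection is not given in the sources used here, and no biological explanation was tested.

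The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real grouping gave 1600 probe sets past the adjusted p and the highest other split 0 (with up to 2250 at an unadjusted p under 0.05), a result as large in 1 split. At the thresholds of Table S2 it gave 3078 and the highest other split 523, which sets STZ-Timp3-/- replicates 1 and 3 with STZ-WT replicate 1, as large in 1 split. It called 13 lists and the highest other split 20, as large in 4 splits.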

How the results depend on the processing

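The alternatives without STZ-Timp3-/- replicates 1 and 3 and with Adipoq as a covariate were chosen after seeing the data. The former leaves a lone STZ-Timp3-/- array, assumed to vary like the STZ-WT arrays. The count of 1600 probe sets past the adjusted p was 4348 with array weights, 1 with the methods' Student test (with Benjamini-Hochberg adjustment), 87 with the replicate block, 0 without STZ-Timp3-/- replicates 1 and 3 (limma, 4633 at an unadjusted p under 0.05) and 7 with Adipoq as a covariate. It lay between 120 and 1207 with 1 array left out, where fewer arrays remain. Deviations of arrays with equal replicate numbers correlated at -0.12, -0.05 and -0.09, so the numbers do not pair mice. With the block 17 lists were called, the added ones being the study's inflammation list (0.040), macrophage (0.042) and adipocyte markers (0.019) and TIMPs, ADAMs and MMPs (0.042). Filtering, rescaling and the eBayes prior kept the count of probe sets past the adjusted p within 1.5 times, and the median log2 fold change of all probe sets lay between -0.05 and -0.02 under each rescaling. The count at the thresholds of Table S2 was 814 at a fold of 2, by construction, and otherwise stayed within 1.5 times of 3078. The 13 called lists became 21 with the mean of all probe sets, 0 with an estimated correlation and 13 to 20 with 1 array left out. The unfolded protein response list lost its call without STZ-WT replicate 2 (0.085) or STZ-Timp3-/- replicate 1 (0.078), and smooth muscle markers without STZ-WT replicate 1 (0.051). With Adipoq as a covariate 14 lists were called, 7 of them among the 13, and matrix (0.80), fatty acid synthesis (0.14) and the study's lipid list (0.14) were lost, while NRF2 targets (0.021), the NF-kB list (0.033), loop of Henle (0.033) and adrenal markers (0.030) were added. Without STZ-Timp3-/- replicates 1 and 3 the called lists changed too, but that fit compares a lone STZ-Timp3-/- array with the STZ-WT arrays. Of 75 called probe sets of named genes, 15 lost the call whichever array was left out. With the mean of all probe sets, Xaf1 turned to 1.26 and Nfe2l2 to -0.73 (log2), where a gene's probe sets move in opposite directions. A direction counts as turned only where a call was made in either fit. With Adipoq as a covariate the direction turned for the unfolded protein response, smooth muscle and fibroblast lists, which lost their call (camera adjusted p = 0.76, 0.80 and 0.88), and for adipocyte, podocyte and kidney injury lists, which were called lower (0.012, 0.024 and 0.043). Otherwise the cause was not tested. The odds ratio near Timp3 was 1.46 for 5 Mb and 1.36 at a p under 0.01. Dim probe sets, near the background signal, hide changes.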

Differences from the paper's values

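No fold in Table S2 differed from the value computed here by more than the replicate spread and 1.5 times. Of its 26 folds, 25 were equal to 1 decimal, and the largest ratio between the paper's and the computed value was 1.24. Under other settings 3 of them did differ: over the mean of all probe sets Pdgfd was at 1.62 (2.7 in the paper) and Acaca at 1.12 (1.8 in the paper), and without STZ-Timp3-/- replicate 3 Acsm3 was at 13.1 (8.2 in the paper).

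The paper states that Ccnd2 was down-regulated in the microarray, and it was higher here, with a log2 fold change of 1.45 (adjusted p = 0.064) at the probe set with the highest signal and 1.69 at the probe set of Fig S11C. Igfbp1 (-3.01), Gadd45b (-0.99), Gadd45g (-1.61) and Cdkn1a (-0.59) have the direction the paper states. The paper also reports a reduction of these targets, with Ccnd2, by PCR, which the arrays do not retest.

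The paper states that Bim was not found in the microarray. Bcl2l11 had a log2 fold change of -1.17 (adjusted p = 0.053) at its brightest probe set, -0.86 (adjusted p = 0.039) at another, and -0.79 (adjusted p = 0.043) at the probe set that Fig S11C shows. Fasl, which the paper names with it, did not pass the test (0.07, adjusted p = 0.76). By PCR the paper reports both genes as unchanged.

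The paper states that Atg5, Atg8, LC3a and Beclin1 were down-regulated in the microarray, and also reports them lower by PCR. Of these 4 genes, at the brightest probe sets, none passed the adjusted p. Atg5 was at 0.52 and Becn1 at 0.00 (log2), Gabarapl1 at -0.55 and Map1lc3a at -0.21. Other probe sets go with the paper's statement for LC3a (Map1lc3a, -0.90, adjusted p = 0.023). They have its direction for Beclin1 (Becn1, -0.80, adjusted p = 0.052) and Atg8 (Gabarapl1, -0.61, adjusted p = 0.20). Each of these met the thresholds of Table S2 (unadjusted p = 0.00024, 0.0020 and 0.041 from limma), and no probe set of Atg5 did. Gabarapl1 passed the adjusted p with array weights, and Map1lc3a over the mean of its probe sets.

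The paper gives a significant reduction of Foxo1 within its account of the arrays, citing the PCR of Fig 3A. On the arrays Foxo1 had a negative log2 fold change at all 4 probe sets, from -0.64 to -0.13, and passed the adjusted p at none, while Foxo3, at -0.91, passed. The Foxo1 probe set at -0.64, a 0.64-fold value, met the thresholds of Table S2 (unadjusted p = 0.0039 from limma).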

Other observations

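The test of androgen-driven expression and the check of sex below were chosen after the results were seen. Heat shock proteins were higher as a group in STZ-Timp3-/- kidneys (8 of 17 higher when adjusted over the list alone, camera adjusted p 0.57 with an estimated correlation), with Chordc1, an Hsp90 co-chaperone, rising by 1.30 on the log2 scale (adjusted p = 0.030), while the stress-inducible Hspa1a and Hspa1b were at -0.22 and 0.03. The unfolded protein response list had a camera adjusted p of 0.010 (0.72 with an estimated correlation, 0.085 without STZ-WT replicate 2 and 0.078 without STZ-Timp3-/- replicate 1) with no single gene past the test (6 higher and 1 lower when adjusted over the list alone), and Hspa5 at 0.69 (adjusted p = 0.11). The paper reports ER stress, hypoxia and AMPK and mTOR activity as not affected from other assays. The hypoxia list (camera adjusted p = 0.40), in which Ddit4 fell by 1.55, and the list of AMPK and mTOR genes (0.99) were not called. Within the growth hormone axis (0.10), Socs2, Cish and Igfals fell by 1.56, 0.89 and 0.54, beside Igfbp1. Among TIMPs, ADAMs and MMPs (0.083), Mmp13 and Adamts1 rose by 2.34 and 1.43. In the NRF2 list (0.27), Nfe2l2 rose by 1.07 and Txnrd1 by 0.52, but Nfe2l2 was at -0.73 over the mean of its probe sets. Ager, the receptor for advanced glycation end products, fell by 1.40 in the list of NADPH oxidases and RAGE (0.84), and Nox4 was at 0.22 (adjusted p = 0.69). The call of Ager was lost for 5 of the 6 arrays left out (adjusted p up to 0.14 from limma). The paper reports higher RAGE and NOX4 in these kidneys by immunostaining, which measures protein, whereas the arrays measure RNA.

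Markers of podocytes, endothelium and the tubule segments were not called, with camera adjusted p of 0.65 for podocytes, 0.55 for endothelium, 0.63 for the proximal tubule, 0.34 for the loop of Henle, 0.89 for the distal tubule, 0.63 for the collecting duct and 0.39 for intercalated cells. Notch pathway genes (0.061), kidney injury genes (0.43), clock genes (0.16), adrenal markers (0.059), female-biased kidney genes (0.41) and sex-linked genes (0.38) were not called either. The clock list joins genes of opposite phase, whose changes cancel in a test for a common direction. Some of these lists were called in other settings. Adrenal markers were called with dim probe sets filtered out (0.040), over the mean of all probe sets (0.041) and without STZ-WT replicate 2 (0.019) or STZ-Timp3-/- replicate 1 (0.011), and Notch genes without STZ-WT replicate 2 (0.012) or STZ-Timp3-/- replicate 2 (0.0497). Kidney injury genes were called without STZ-Timp3-/- replicate 2 (0.044), as were TIMPs, ADAMs and MMPs (0.0067), and the growth hormone axis over the mean of all probe sets (0.049). With an estimated correlation the adjusted p of these 5 lists was 0.64, 0.57, 0.79, 0.72 and 0.57. Hsd3b1, on the adrenal list, fell by 2.32, while the steroid enzymes Cyp11a1, Cyp11b1 and Cyp21a1 were at 0.16, -0.14 and -0.20. Among blood markers Alas2 and Ppbp rose by 1.93 and 0.99, and the globin gene Hba-a1 was at 0.06. Slc22a7 fell by 3.02 and Slc7a12, on the same list of female-biased genes, rose by 0.89. Apart from Slc22a7, each gene said in these paragraphs to have risen or fallen lost its call without at least 1 of the arrays, Ddit4 and Igfals without each. With an estimated correlation the adjusted p was 0.42 for blood markers, and 0.57 for both the androgen-raised and the neutrophil list.

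Slc7a13 and Acsm3, which the study lists for transport and lipid metabolism, are also genes that androgens raise in mouse kidney, and a hypothesis is that androgen-driven expression was higher in STZ-Timp3-/- kidneys. The other 8 androgen-raised genes had positive log2 fold changes with a median of 0.468 (standard error over arrays 0.361), below the bound of 0.5 set for this explanation and above the bound of 0.25 set against it, so it stays open. A mean over arrays of these 8 genes did not separate the groups (exact permutation p = 0.20, where the smallest possible is 0.10). A female mouse among the 6 was excluded, since Xist reached at most 5.88 (log2) on any array.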
